# Effects of the Sex Chromosome Complement, XX, XO, or XY, on the Transcriptome and Development of Mouse Oocytes During Follicular Growth

**DOI:** 10.3389/fgene.2021.792604

**Published:** 2021-12-20

**Authors:** Wataru Yamazaki, Dunarel Badescu, Seang Lin Tan, Jiannis Ragoussis, Teruko Taketo

**Keywords:** ovary, oocyte, XO female, XY sex reversal, transcriptome, mitochondria, BMP15, KDM5B

## Abstract

The sex chromosome complement, XX or XY, determines sexual differentiation of the gonadal primordium into a testis or an ovary, which in turn directs differentiation of the germ cells into sperm and oocytes, respectively, in eutherian mammals. When the X monosomy or XY sex reversal occurs, XO and XY females exhibit subfertility and infertility in the mouse on the C57BL/6J genetic background, suggesting that functional germ cell differentiation requires the proper sex chromosome complement. Using these mouse models, we asked how the sex chromosome complement affects gene transcription in the oocytes during follicular growth. An oocyte accumulates cytoplasmic components such as mRNAs and proteins during follicular growth to support subsequent meiotic progression, fertilization, and early embryonic development without *de novo* transcription. However, how gene transcription is regulated during oocyte growth is not well understood. Our results revealed that XY oocytes became abnormal in chromatin configuration, mitochondria distribution, and *de novo* transcription compared to XX or XO oocytes near the end of growth phase. Therefore, we compared transcriptomes by RNA-sequencing among the XX, XO, and XY oocytes of 50–60 µm in diameter, which were still morphologically comparable. The results showed that the X chromosome dosage limited the X-linked and autosomal gene transcript levels in XO oocytes whereas many genes were transcribed from the Y chromosome and made the transcriptome in XY oocytes closer to that in XX oocytes. We then compared the transcript levels of 3 X-linked, 3 Y-linked and 2 autosomal genes in the XX, XO, and XY oocytes during the entire growth phase as well as at the end of growth phase using quantitative RT-PCR. The results indicated that the transcript levels of most genes increased with oocyte growth while largely maintaining the X chromosome dosage dependence. Near the end of growth phase, however, transcript levels of some X-linked genes did not increase in XY oocytes as much as XX or XO oocytes, rendering their levels much lower than those in XX oocytes. Thus, XY oocytes established a distinct transcriptome at the end of growth phase, which may be associated with abnormal chromatin configuration and mitochondria distribution.

## Introduction

The sex chromosome complement, XX or XY, determines sexual differentiation of the gonadal primordium into a testis or an ovary, which in turn directs differentiation of the germ cells into spermatogenesis or oogenesis, respectively, in eutherian mammals (McLaren, 1988; Berta et al., 1990; Koopman et al., 1990). When gonadal sex is reversed, however, the germ cell sex becomes discordant with the chromosomal sex. Both sex-reversed XX males and XY females encounter infertility, indicating that functional germ cell differentiation requires the presence of proper sex chromosome complement. While essential roles of the Y chromosome in spermatogenesis have been well defined, the cause of infertility in the XY oocyte has remained an enigma (Taketo, 2015; Yamauchi et al., 2016).

In fetal ovaries, the germ cells enter meiosis to become oocytes and go through the Meiotic Prophase I (MPI), in which homologous chromosomes pair and recombine. In the XX germ cells, one of the two X-chromosomes is initially inactivated like in somatic cells, but it becomes reactivated prior to the entry into meiosis, and the two transcriptionally active X-chromosomes efficiently pair and recombine during the MPI progression (de Napoles et al., 2007; Sugimoto and Abe, 2007; Chuva De Sousa Lopes et al., 2008). In perinatal ovaries, the oocytes reach the end of MPI and form primordial follicles with the neighboring granulosa cells. The oocytes remain arrested at this stage in the ovarian reserve in the entire reproductive life. Upon puberty, a cohort of primordial follicles is recruited into the growth phase, during which granulosa cells vigorously proliferate to form multiple layers while the oocyte increases in volume and undergoes active transcription and translation. At the end of growth phase, the oocytes, now named fully-grown (FG) or germinal vesicle (GV) oocytes, shut down transcription and become competent for going through the first meiotic division and reaching the second meiotic metaphase (MII). Upon fertilization, the MII-oocytes undergo the second meiotic division to initiate embryonic development. The oocytes of XY female mice can go through oogenesis to reach the MII-stage, but fail in embryonic development, resulting in poor fertility or infertility (reviewed by (Taketo, 2015)). We predict that one dosage of X chromosome and the presence of Y chromosome together alter the mRNAs and proteins accumulated during follicular growth and make the XY oocyte incompetent for embryonic development. The oocytes of XO female mice are competent for embryonic development. However, the normal XX oocyte carries two transcriptionally active X chromosomes, and if and how the absence of one X chromosome affects the transcriptome in the XO oocyte remains to be clarified.

In the present study, we asked how the sex chromosome complement affects the oocyte during follicular growth. We used the B6.Y^TIR^ congenic mouse strain to produce XY females. The B6.Y^TIR^ mouse was established by placing the Y chromosome from a variant of *Mus musculus domesticus* caught in Tirano, Italy (TIR) onto the C57BL/6J (B6) genetic background by repeating backcross (Eicher et al., 1982; Nagamine et al., 1987). The gonadal sex is reversed because the SRY protein encoded on the Y^TIR^ chromosome has polymorphic differences from that encoded on the Y^B6^ chromosome, and fails to sufficiently upregulate its target *Sox9* gene on B6, which is essential for testicular differentiation (Coward et al., 1994; Taketo et al., 2005; Park et al., 2011). All stages of follicles can be seen in prepubertal B6.Y^TIR^ (XY herein) ovaries, but very few MII-oocytes complete the second meiotic division or initiate embryonic development after fertilization (Taketo-Hosotani et al., 1989; Amleh et al., 1996; Villemure et al., 2007; Zhu et al., 2017). The failure in embryonic development can be attributed to cytoplasmic defects; when the XY oocyte nucleus has been transferred into an enucleated XX oocyte, the reconstructed oocyte develops into a healthy pup after *in vitro* fertilization and embryo transfer (Obata et al., 2008). This rescue is more efficient when the oocyte nucleus is replaced at the GV stage than at the MII-stage, suggesting that the XY ooplasm becomes defective largely by the end of growth phase. By 2 months of age, the XY female mouse retains very few or no follicles and fails to initiate estrous cycle (Taketo-Hosotani et al., 1989; Amleh and Taketo, 1998).

In humans, monosomy 45.X (XO) embryos rarely survive *in utero*, and those who have reached the term suffer from congenital abnormalities and infertility, termed Turner’s syndrome (Turner, 1938; Singh and Carr, 1966; Ogata and Matsuo, 1995; Hook and Warburton, 2014). In mice, by contrast, most XO embryos survive to term and show no gross anomalies except for lower body weights than their XX littermates (Cattanach, 1962; Burgoyne et al., 1983). These striking somatic differences between the two species can be attributed to the greater number of genes that escape from X chromosome inactivation in humans compared to mice (Berletch et al., 2010; Yang et al., 2010; Tukiainen et al., 2017). Moreover, XO female mice are fertile, suggesting that one X chromosome is sufficient for rendering the oocyte to become competent for embryonic development in the mouse. Nonetheless, XX and XO oocytes are not equal when exogenous genes are expressed (Vernet et al., 2014b; Hamada et al., 2020). In the current study, we produced XO females by using the male mouse carrying *Patchy Fur* (*Paf*) mutation on the X chromosome, which was provided on the C3H/HeSnJ background from the Jackson Laboratory. The *Paf* mutation in males causes a high incidence of X-Y non-disjunction at the first meiotic division and sires XO daughters (Lane and Davisson, 1990; Korobova et al., 1998; Burgoyne and Evans, 2000). In order to compare XO oocytes with XY oocytes on the same genetic background, we backcrossed the *Paf* mutation onto B6 (Vaz et al., 2020). The XO female in this breeding scheme inherits the maternal wild-type X chromosome, like the B6.Y^TIR^ female, and exhibits an early oocyte loss, infertility or subfertility with high embryonic lethality, the features of which are shared with Turner’s syndrome in humans (Vaz et al., 2020).

In the current study, we first compared transcriptomes in XX, XO, and XY oocytes of the largest size in which no difference was yet apparent at morphological or global transcriptional activity. We then monitored the changes in transcript levels of selected genes during the entire growth phase. The results show dominant effects of the X chromosome dosage in XO oocytes and a unique transcriptome landscape associated with Y-linked gene transcription in XY oocytes.

## Materials and Methods

### Mice

All animal experiments were performed in accordance with the Canadian Council on Animal Care and approved by the McGill University Animal Care Committee. B6.Y^TIR^ males (N65-76 backcross generations) were crossed with B6 females (Jackson Laboratory, Bar Harbor, ME) to produce XY females and their XX littermates. *Paf* breeding pair on the C3H/HeSnJ background was purchased from the Jackson Laboratory and backcrossed to B6 in our mouse colony. *Paf* carrier males (N6-8 backcross generations) were crossed with B6 females to produce XO females. The day of delivery was defined as 0 days postpartum (dpp). For the use of pups at 18 dpp or younger, their ear punches and tail biopsies were taken for identifying XY and XO females, respectively, 1 day prior to the experiment. For the use of pups at 25 dpp or older, ear punches and tail biopsies were taken upon weaning at 20–25 dpp. Ear punches were digested in a fresh lysis buffer containing 25 mM NaOH and 0.2 mM EDTA disodium (pH 8.0) at 95°C for 40 min, and subject to PCR amplification of the Y-linked *Zfy* gene using the conditions described previously. From tail biopsies, total RNAs were extracted using TRIzol (Invitrogen, Burlington, ON) according to the manufacture’s protocol, and dissolved in RNase-free water. The RNA samples were subject to cDNA synthesis using M-MLV Reverse Transcriptase (Invitrogen, Thermo-Fisher Scientific, St Laurent, QC) according to the manufacture’s protocol and subsequently to PCR amplification of the *Xist* transcript (Kay et al., 1994), which was present in XX females and absent in XO females.

### Collection of Oocytes During the Growth Phase

Ovaries were collected from XX, XO, and XY females at 8, 10, 12, and 18 dpp, and individually dissociated into single cells by the method previously described (Taketo, 2012) with minor modifications. In brief, ovaries were treated with 0.1% collagenase (Sigma-Aldrich, St. Louis, MO) in Eagle’s minimum essential medium containing Hank’s salts supplemented with 0.25 mM Hepes buffer (both from GIBCO, Long Island, NY) (named MEM-H) for 30 min at 37°C, followed by 0.25% trypsin (Worthington Biochemical, Lakewood, NJ) in Rinaldini solution for 20 min at 37°C. After washings, ovaries were dissociated in phosphate buffer saline (PBS) in microfuge tubes by repeated pipetting, and then centrifuged. The pellet was resuspended in 0.5–2.0 ml (depending on genotypes and age of females) M2 medium, transferred into a Petri dish, and the diameters of oocytes were measured under an inverted microscope (Leica DM IRB, Germany).

### Collection of Fully-Grown oocytes

XX, XO, and XY females at 25–29 dpp were injected intraperitoneally with 10 IU equine chronic gonadotropin (Sigma-Aldrich) and euthanized 46 h later. FG (GV-stage) oocytes surrounded with cumulus cells (COC) and spontaneously denuded oocytes (DNO) were collected after puncturing large antral follicles with a pair of 26-gauge needles in the M2 medium supplemented 5.0 μM milrinone (Sigma-Aldrich). The oocytes in COCs were stripped off the cumulus cells by repeating pipetting through a fine glass needle.

### Nuclear Transfer in Fully-Grown Oocytes

The oocytes denuded from COCs were incubated in MEM-α supplemented with 5% FBS, 75 μg/ml penicillin G potassium salt and 50 μg/ml streptomycin (all from GIBCO) and 5.0 μM milrinone for 1 h at 37°C with 5% CO_2_ in a humidified atmosphere to create the perivitelline space between the zona pellucida and oocyte. The zona pellucida over the perivitelline space was slit with a fine glass knife in M2 containing milrinone under an inverted microscope. The nucleus was removed with a small amount of ooplasm and transferred into another enucleated oocyte using a fine glass pipette using CellTram^®^ vario (Eppendorf, Hamburg, Germany). The recipient oocytes were placed between two gold electrodes, 0.5 mm apart, in a fusion chamber filled with M2 containing milrinone, and electro-pulsed at 55 V for 50 μs in ECFG21 Super Electro Cell Fusion Generator (NEPAGENE, Chiba, Japan). Oocytes were then incubated for fusion in MEM-α supplemented with FBS, antibiotics and milrinone for 1 h. The reconstructed oocytes were cultured in MEM-α supplemented with 250 μM sodium pyruvate (GIBCO), 5% FBS, penicillin and streptomycin, 300 ng/ml FSH (Sigma-Aldrich) and 5.0 μM milrinone for 13–14 h.

### Chromatin Configuration

Oocytes collected from COCs, spontaneously denuded oocytes, and oocytes in the growth phase (50–60 µm in diameter) were fixed with 2% paraformaldehyde (Electron Microscopy Sciences, Hatfield, PA) in microtubule stabilizing buffer (Messinger and Albertini, 1991) at room temperature for 1 h. The oocytes were then washed three times in PBS containing 3% BSA and blocked in PBS containing 5% FBS and 0.1% Triton X-100 overnight at 4°C. After three washes, oocytes were mounted in Prolong Antifade Mounting Medium containing DAPI (Molecular Probe, Eugene, OR) on Plus-coated histology slides (Thermo-Fisher Scientific). Images were captured and examined under a confocal microscope (Zeiss LSM 780, Germany).

### Mitochondria Distribution

FG-oocytes and oocytes in the growth phase (40–50 µm in diameter) were stained with 200 and 400 nM, respectively, Mito-Tracker Orange CMTMRos (Molecular Probes, Themo-Fisher Sientific) at 37°C for 30 min with 5% CO_2_ in a humidified atmosphere, followed by fixation, washing and blocking as described above. After three washes, the oocytes were mounted in Prolong Antifade Mounting Medium containing DAPI on Plus-coated histology slides. Images were captured and examined under a confocal microscope. Fluorescence intensity of Mito-Tracker Orange CMTMRos was measured by ZEN software (Carl ZEISS MicroImaging).

### *De Novo* Transcription

The *de novo* transcriptional activity in FG-oocytes and oocytes in the growth phase (50–70 μm in diameter) was detected using Click-iT™ RNA Alexa Fluor™ 488 Imaging kit (Invitrogen, Thermo-Fisher Scientific). In brief, oocytes were incubated in 1 mM 5-ethynyl uridine (EU) for 1 h, followed by fixation, washing and blocking as described above. After three washes, the oocytes were fluorescence stained according to the manufacture’s protocols and mounted in Prolong Antifade Mounting Medium containing DAPI on Plus-coated histology slides. Images were captured and analysed under a confocal microscope. EU fluorescence intensity in the nucleus was measured in individual oocytes by ZEN software. For FG-oocytes, the mean intensity of the non-surrounded-nucleolus (NSN)-type XX oocytes was set as 1.0 and the relative intensity in each oocyte was calculated in every experiment. For the oocytes in the growth phase, the mean intensity of the XX oocytes of 60–65 μm in diameter was set as 1.0 for calculating the relative intensity in all oocytes in every experiment.

### Immunofluorescence Staining of H3K4me3 in Oocytes

FG-oocytes and oocytes in the growth phase (50–70 μm in diameter) were fixed as described above and incubated with rabbit monoclonal anti tri-methyl-histone H3 (Lys4) antibody (#9751, Cell Signaling Technology, New England Biolabs, Whitby, ON) (1:200) at 4°C overnight. After three washes, oocytes were incubated with goat-anti-rabbit IgG-FITC (Jackson ImmunoResearch, West Grove, PA) (1:500) at room temperature for 1 h. After three washes, the oocytes were mounted in Prolong Antifade Mounting Medium containing DAPI on Plus-coated histology slides. Images were captured and examined under a confocal microscope. Fluorescence intensity was measured in individual oocytes by ZEN software. For the oocytes in the growth phase, the mean intensity of the XX oocytes of 60–70 μm in diameter was set as 1.0 for calculating the relative intensity in all oocytes in every experiment. For FG-oocytes, the mean fluorescence intensity in the surrounded-nucleolus (SN)-type XX oocytes was set as 1.0.

### RNA Preparation and Sequencing

In order to perform transcriptomic analysis of small numbers of oocytes, we applied the Smart-seq3 method (Hagemann-Jensen et al., 2020) with some modifications as follows. A total of 30 oocytes (10 oocytes of 50–55 μm and 20 oocytes of 55–60 µm in diameter) in 5 µL volume per sample were pooled into 10 µL of lysis buffer [4.54 µM polyT primer, 0.128% Triton-X 100, 3 mM each dNTP, 1 U/μl RNase inhibitor, 4.7 attomoles (diluted by 220,000 fold) of “ERCC spike-in Mix 1” (ThermoFisher #4456740)] in biological triplicate for each genotype. The diluted stock of “ERCC spike-in Mix 1” should correspond to 3–6% of total reads sequenced per sample of 30 oocytes based on theoretical calculations. Lysis was carried out in a thermocycler at 72°C for 3 min, 4°C for 10 min, and 25°C for 1 min, and the lysed samples were stored at −80°C. cDNA synthesis and library preparation was performed with an in-house Smart-seq3 protocol using modifications for first and second strand cDNA synthesis as follows: 1) oligo-dTVN: /5Me-isodC/AGATGTGTATAAGAGACAGN(12)ACT(30)VN: 2) Template Switching Oligo (TSO): /5Me-isodC//iisodG//iMe-isodC/AGATGTGTATAAGAGACAGN(12)ACGCrGrGrG and Invitrogen SuperScript IV Reverse Transcriptase (Thermo-Fisher Scientific): 3) The Nextera PCR primer TCG​TCG​GCA​GCG​TCA​GAT​GTG​TAT​AAG​AGA​CAG was used for single primer cDNA amplification, using Advantage 2 Polymerase Mix (Takara). NGS libraries were generated as described (Hagemann-Jensen et al., 2020) and quality control was performed using electropherogram profiling on a Caliper HS DNA. Chip Sequencing was performed on an Illumina NovaSeq 6000 SP lane in Paired-end 150 bp mode.

### Data Processing and Bioinformatic Analysis

The primary reads were aligned to the GRCm38 mouse genome and transcriptome from Gencode, using Hisat2, in stranded and paired-end mode (Leek and Storey, 2007; Zhang et al., 2019). Reads from the 5′ exons were demultiplexed and UMIs counted, using regular expressions according to the 5′ end sequencing patterns on an Apache Spark cluster (Zaharia et al., 2016). The read counts, corresponding to 5′ UMIs, were normalized using ERCC spike-ins (Ritchie et al., 2015). Quality control was performed using principal component analysis and heatmap analysis of the top 500 highly and differentially expressed genes, using a distance matrix of the Spearman correlation coefficient. Batch effects were assessed using Surrogate Variable Analysis (*sva*, R bioconductor package) (Leek and Storey, 2007), and included as covariates into the linear model using the R Bioconductor *limma* package for differential expression (Ritchie et al., 2015). We used the *lv2Transformer*, an improved version of the default log-voom transformation, for *limma* provided by the *countTransformers* R package (Zhang et al., 2019). For all other purposes including clustering, batch effects were regressed-out using *cleaningY* function of the *jaffelab* R package (Collado-Torres et al. https://github.com/LieberInstitute/jaffelab, R package version 0.99.31).

All expressed genes present in the normalized expression matrix were used for scatterplots in three-way comparisons among XX, XO, and XY oocytes. Differentially expressed genes (DEGs) were selected in three-way comparisons at *p* < 0.05 and their overlapping was analysed in Venn diagrams as follows. Directional over or under expressed DEGs were obtained from the three-way comparisons, totaling 6 DEG lists. According to the focus on gain or loss by the X chromosome or the Y chromosome, we selected 4 comparison groups out of the 6 DEG lists. A schematic diagram is presented with arrows pointing towards the directional over expression in each figure. Venn diagrams were constructed by intersection of 4 DEG lists.

For Y-linked gene analyses, *p*-values were adjusted to Rate False Discover Rate (FDR) using Benjamini-Hochberg (https://www.statisticshowto.com/benjamini-hochberg-procedure/).

For the X-linked DEGs identified as X chromosome dosage dependent, the ratio of transcript levels in XO and XY oocytes against that in XX oocytes was calculated using a lognormal distribution, fitted using R-package *EnvStats*, giving the mean, standard deviation and confidence internals. The ratio of all X-linked vs. autosomal gene transcript levels was calculated using bootstrap analysis framework from *boot* R-package as follows. Gene expression was separated into 6 equally sized bins, and genes were assigned to each category. Sampling with replacement, with a size of 100, repeated for 5,000 times, was performed from the X-linked genes and autosomal genes separately. The median for each extracted sample was calculated, and then a ratio of the X:A transcript levels was calculated. Its distribution was represented as boxplot, for each expression level bin and genotype. A similar procedure was applied for calculating the ratio of mean transcript levels in XO and XY oocytes against that in XX oocytes, using only the highly expressed genes in bin 6. Comparison of X, Y and autosomal homologous gene transcript levels was also performed using the R statistical framework, based on the geometric mean of the replicate data (Olivier et al., 2008), having lognormal standard deviation intervals represented.

### qRT-PCR

Total RNA was extracted from 10–30 pooled oocytes of each genotype and size range with RNeasy RNA isolation kit (Qiagen, Montreal, QC), and subject to cDNA synthesis using oligo(dT) (Life Technologies, Thermo-Fisher Scientific) in total 20 µL. One µl of each cDNA solution was subject to qPCR of a gene in duplicate using a FastStart Essential DNA Green Master with LightCycler^®^ 96 Instrument (Roche, Mannheim, Germany). Primers used for qPCR are listed in Supplementary Table S1. Endogenous *Ppia* levels were used for normalization in each cDNA sample and qRT-PCR procedure.

### Statistical Analyses

All experiments except for RNA-Seq were repeated at least three times. When proportions of oocytes in different categories were compared between two genotypes, χ^2^-test was used. Where values were normally distributed, data of three genotypes were presented as means ± SEM and statistically analyzed by two-sided *t*-test or one-way ANOVA followed by Tukey’s honestly significant difference (HSD) test. Where values did not fit into normal distribution, data were presented in a 25–75% percent box plot with the median in line, and statistical difference was evaluated by the Dunn’s multiple comparison test.

## Results

### Chromatin Configuration

We first compared the chromatin configuration in XX, XO, and XY oocytes with DAPI staining. As previously reported (Debey et al., 1993; Zuccotti et al., 1995), we observed decondensed chromatin configuration in the nuclei of most XX oocytes in the mid growth phase (50–60 µm), named non-surrounded nucleolus (NSN), and progressive condensation of chromatin around the nucleolus, named partially surrounded nucleolus (PSN) to surrounded nucleolus (SN), by the end of growth phase (Figure 1A). When the XX FG-oocytes collected from COCs were examined, 95.7% showed SN-type chromatin configuration while the rest showed PSN- and NSN-type chromatin configuration (Figure 1B). However, when the spontaneously denuded FG-oocytes (DNO) were examined, only 44.3% were of SN-type while 24.3 and 31.4% were of PSN- and NSN-type, respectively. The frequencies of oocytes with the three types of chromatin configuration were significantly different between the oocytes of the two origins at *p* < 0.001 by χ^2^-test. Similarly, 91.8% of the XO FG-oocytes collected from COCs were of SN-type while only 44.4% of the spontaneously denuded XO FG-oocytes were SN-type with a significant difference at *p* < 0.001. By contrast, although most XY oocytes in the growth phase were seen with NSN-type chromatin configuration, comparable with XX and XO oocytes, none of the XY FG-oocytes showed typical PSN- or SN-type chromatin configuration. Instead, 83.6 and 4.9% of the XY oocytes collected from COCs showed chromatin condensation along the nuclear envelop (NE) in addition to SN- and PSN-type condensation, respectively. NE-type chromatin condensation was never seen in XX or XO oocytes. The remaining 11.5% of the XY oocytes from COCs showed NSN-type chromatin configuration. Spontaneously denuded XY FG-oocytes also showed NE-SN- and NE-PSN-type chromatin configuration in addition NSN-type chromatin configuration, but neither typical SN- nor PSN-type. These results suggest that the chromatin condensation was not affected by the lack of one X chromosome in XO oocytes while it became abnormal in XY oocytes at the end of growth phase.

**FIGURE 1:**
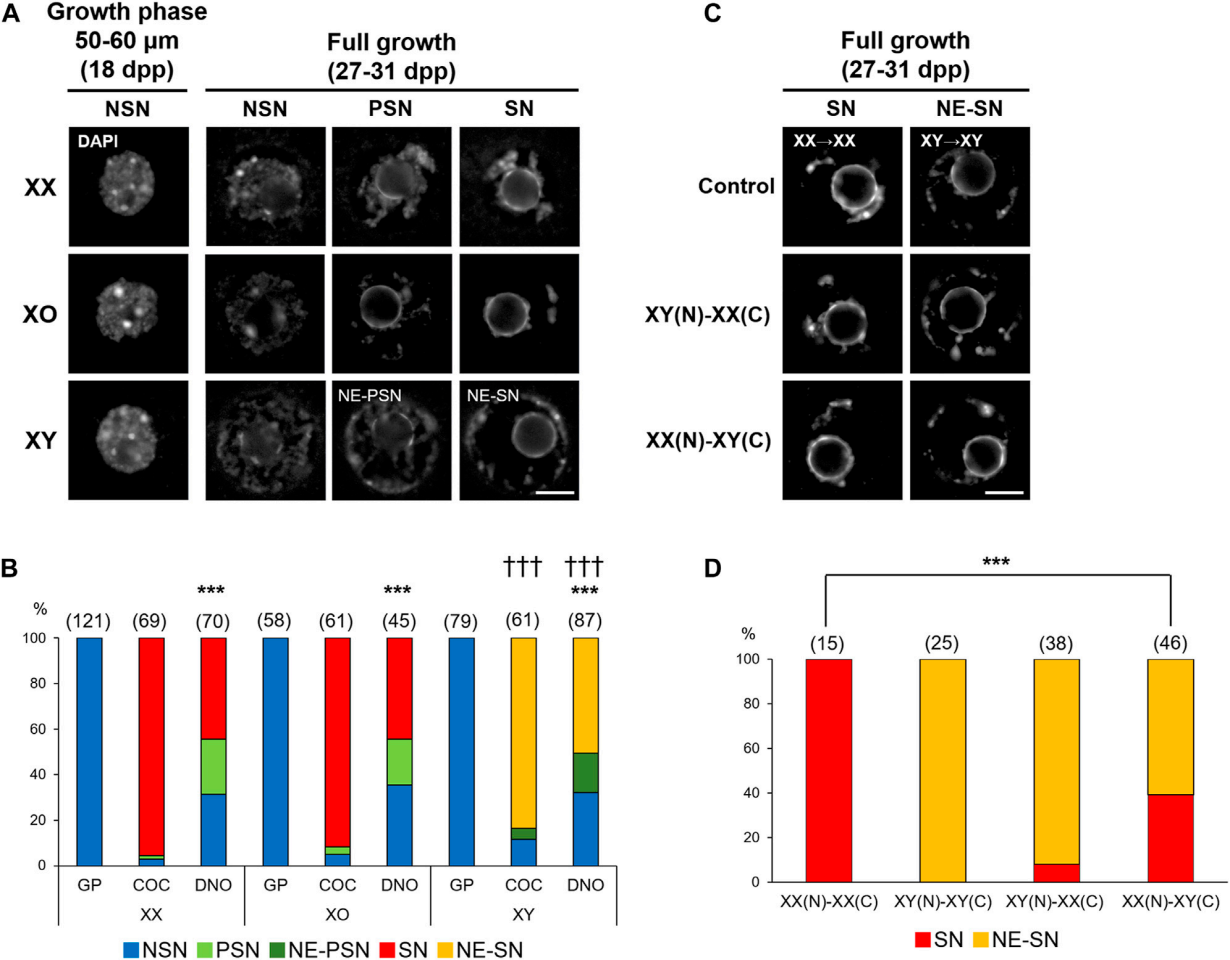
Chromatin configuration in XX, XO, and XY oocytes in the growth phase. **(A)** Representative images of chromatin configuration with DAPI staining. XX and XO oocytes showed three types; non-surrounded nucleolus (NSN), partially surrounded nucleolus (PSN), and surrounded nucleolus (SN), whereas XY oocytes showed chromatin condensation along the nuclear envelop (NE) in addition to PSN or SN-type condensation. Scale bar, 10 μm. **(B)** Percentages of oocytes with different types of chromatin configuration. Oocytes examined were either in the growth phase (GP), at full growth collected from cumulus-oocyte complexes (COC), or spontaneously denuded at the collection of COCs (DNO). The total number of oocytes examined is given above each column. *** and ††† indicate statistical differences compared with the oocytes from COCs of the same genotype and with XX and XO oocytes in the same category, respectively, at *p* < 0.001 by *X* ^2^-test. **(C)** Representative images of chromatin configuration in the nucleus (N) after transfer into an enucleated oocyte cytoplasm (C). Scale bar, 10 μm. **(D)** Percentages of oocytes with different types of chromatin configuration in the reconstructed oocytes. The total number of oocytes examined is given above each column. *** indicates statistical difference from the control oocytes, XX(N)-XX(C), at *p* < 0.001 by X^2^-test.

Chromatin configuration can be determined within the nucleus or affected by cytoplasmic components. To distinguish these two possibilities, we performed nuclear transfer between XX and XY FG-oocytes collected from COCs. In controls, the nucleus of an XX oocyte was transferred into an enucleated XX oocyte, referred as XX(N)-XX(C), and the nucleus of an XY oocyte was transferred into an enucleated XY oocyte, as XY(N)-XY(C). All control reconstructed oocytes showed SN- and NE-SN-type chromatin configuration as expected for XX and XY oocytes without manipulation (Figures 1C,D). When the nucleus of an XY oocyte was transferred into an enucleated XX oocyte, presented as XY(N)-XX(C), 92.1% of the reconstructed oocytes showed NE-SN-type nuclei and were not statistically different from control XY(N)-XY(C) oocytes. However, when the nucleus of an XX oocyte was transferred into an enucleated XY oocyte, referred as XX(N)-XY(C), 60.9% of the reconstructed oocytes showed NE-SN-type chromatin configuration with a significant difference from control XX(N)-XX(C) oocytes at *p* < 0.001. These results suggest that the cytoplasm of XY oocytes was mainly responsible for the abnormal chromatin condensation along the nuclear envelop. However, the chromatin configuration in the XY nucleus appears to have been irreversibly altered by the end of growth phase and could not be corrected by brief contact with the XX cytoplasm. Therefore, we cannot exclude the possibility that the XY nucleus per se also contributed to the abnormal chromatin configuration.

### Distribution of Mitochondria With Active Membrane Potential

Chromatin configuration is known to be affected by cytoplasmic components (Inoue et al., 2008) such as mitochondria, which can be easily visualized. Accordingly, we examined the distribution of mitochondria by staining with MitoTracker Orange, which indicates the high mitochondrial membrane potential. As shown in Figures 2A,C, metabolically active mitochondria were concentrated in an area near the nucleus of 60–80% oocytes of 40–50 μm, regardless of the genotype. When the nucleus was positioned off the center, mitochondria were concentrated in the wider side of cytoplasm. With further oocyte growth, mitochondria became evenly distributed in the cytoplasm of most XX and XO oocytes while the nucleus relocated to the centre (Figures 2B,D). By contrast, only 25.5% of XY FG-oocytes showed evenly distributed mitochondria while 51.1% showed highly concentrated mitochondria around the nucleus. The relative intensity of MTO fluorescence in the perinuclear area of these XY oocytes was significantly higher than in the oocytes which were categorized as “evenly distributed” (Figure 2E). The remaining 23.4% of XY oocytes showed mitochondria in a few large aggregates in the cytoplasm (Figures 2B,D). We also stained some oocytes with MitoTracker Green, which was independent of membrane potential, and found similar mitochondria distribution (not shown). Thus, mitochondria distribution was comparable in XX, XO, and XY oocytes during the growth phase and became abnormal in the XY oocytes near the end of growth phase.

**FIGURE 2:**
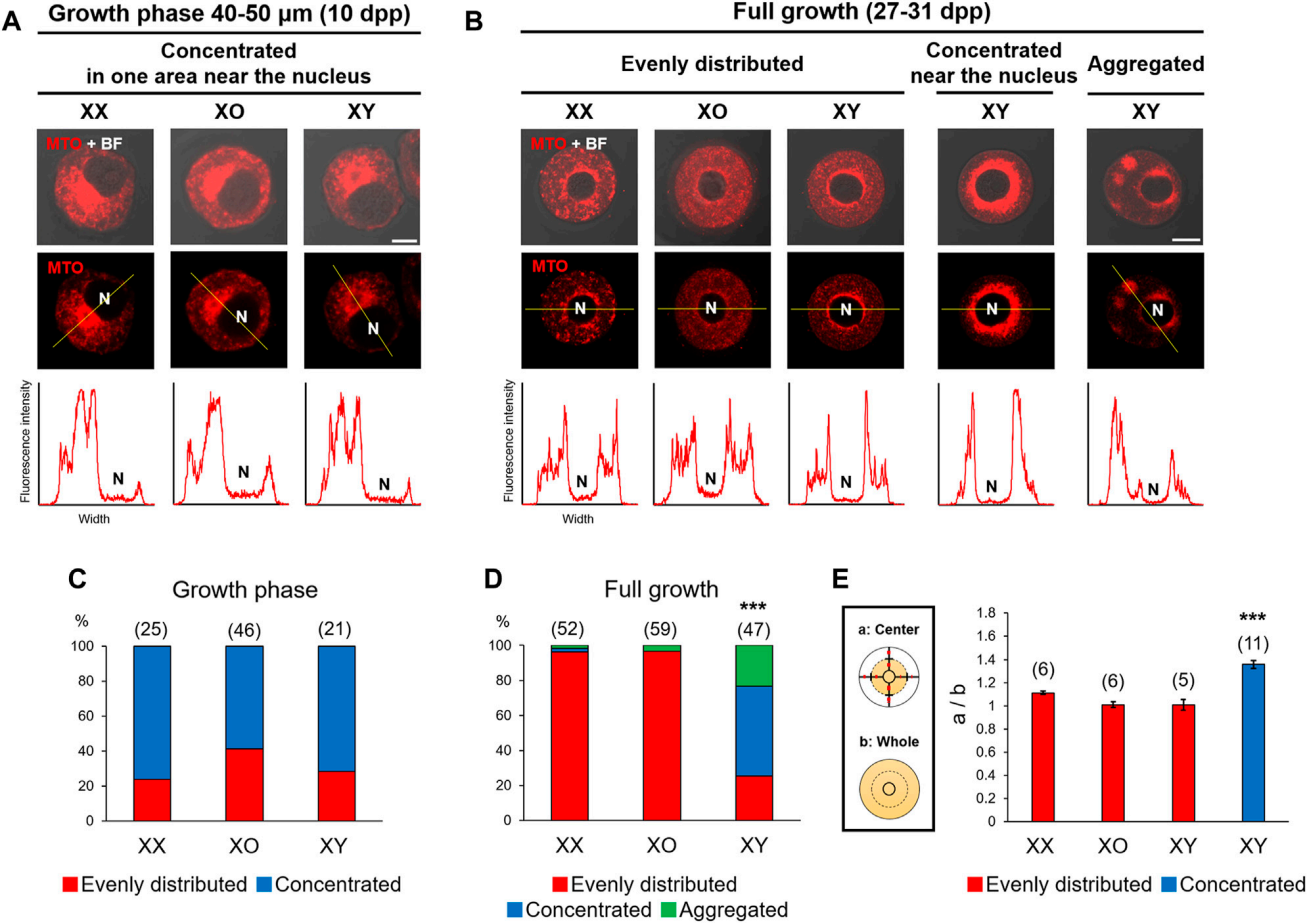
Distribution of mitochondria with high membrane potential in XX, XO, and XY oocytes in the growth phase. **(A,B)** Representative images of mitochondria staining with MitoTracker Orange (MTO). The image taken with phase contrast in the bright field (BF) is overlayed on the top panel. The intensity of fluorescence signals along the yellow line drawn in the picture is shown beneath each picture. N, nucleus. Scale bar, 10 μm. **(A)** XX and XY oocytes of 40–50 µm. **(B)** XX, XO, and XY FG-oocytes. In the majority of XX and XO oocytes, MTO staining was evenly distributed in the cytoplasm except for the narrow area around the nucleus. In XY oocytes, MTO staining was more concentrated near the nucleus or aggregated in the cytoplasm. Scale bar, 20 μm. **(C)** Percentages of XX and XY oocytes in the growth phase with different types of mitochondria distribution. The total number of oocytes examined is given above each column. **(D)** Percentages of XX, XO, and XY FG-oocytes with different types of mitochondria distribution. *** indicates statistical difference from XX or XO oocytes at *p* < 0.001 by X^2^-test. **(E)** Ratios of the total intensity of fluorescence signals in the central cytoplasmic area to that in the whole area. Each oocyte was divided by the half distance between the nuclear envelop and the ooplasmic membrane. Each column indicates the mean ± SEM. The number of oocytes examined is given above each column. *** indicates statistical difference in the XY oocyte with concentrated mitochondria, compared to XX, XO, and XY oocytes with evenly distributed mitochondria at *p* < 0.001 by one-way ANOVA followed by Tukey’s honestly significant difference (HSD) test.

### De Novo Transcription

The chromatin configuration, NSN or SN, in XX FG-oocytes is associated with transcriptional silencing and competence for embryonic development (Bouniol-Baly et al., 1999; de la Fuente and Eppig, 2001). In our results, XY FG-oocytes showed abnormal chromatin condensation along the nuclear envelope (NE), distinct from typical NSN- or SN-type. Therefore, we examined *de novo* transcription in these oocytes by EU incorporation (Figure 3A). De novo transcription was quiescent in XX and XO FG-oocytes with SN-type chromatin configuration as well as in XY FG-oocytes with NE-SN-type chromatin configuration. By contrast, EU staining intensity was diverse among the oocytes of three genotypes with NSN-type chromatin configuration; very high in XX oocytes, very low in XY oocytes, and intermediate in XO oocytes. We found large variability of fluorescence signal intensity among the oocytes of the same genotype, which often did not fit into the normal distribution. Therefore, we presented the results by the median and interquartile range (IQR) with minimum and maximum values, and statistically analysed the data by the Dunn’s multiple comparison test (Figure 3B). The results indicated significant differences in all three-way comparisons.

**FIGURE 3:**
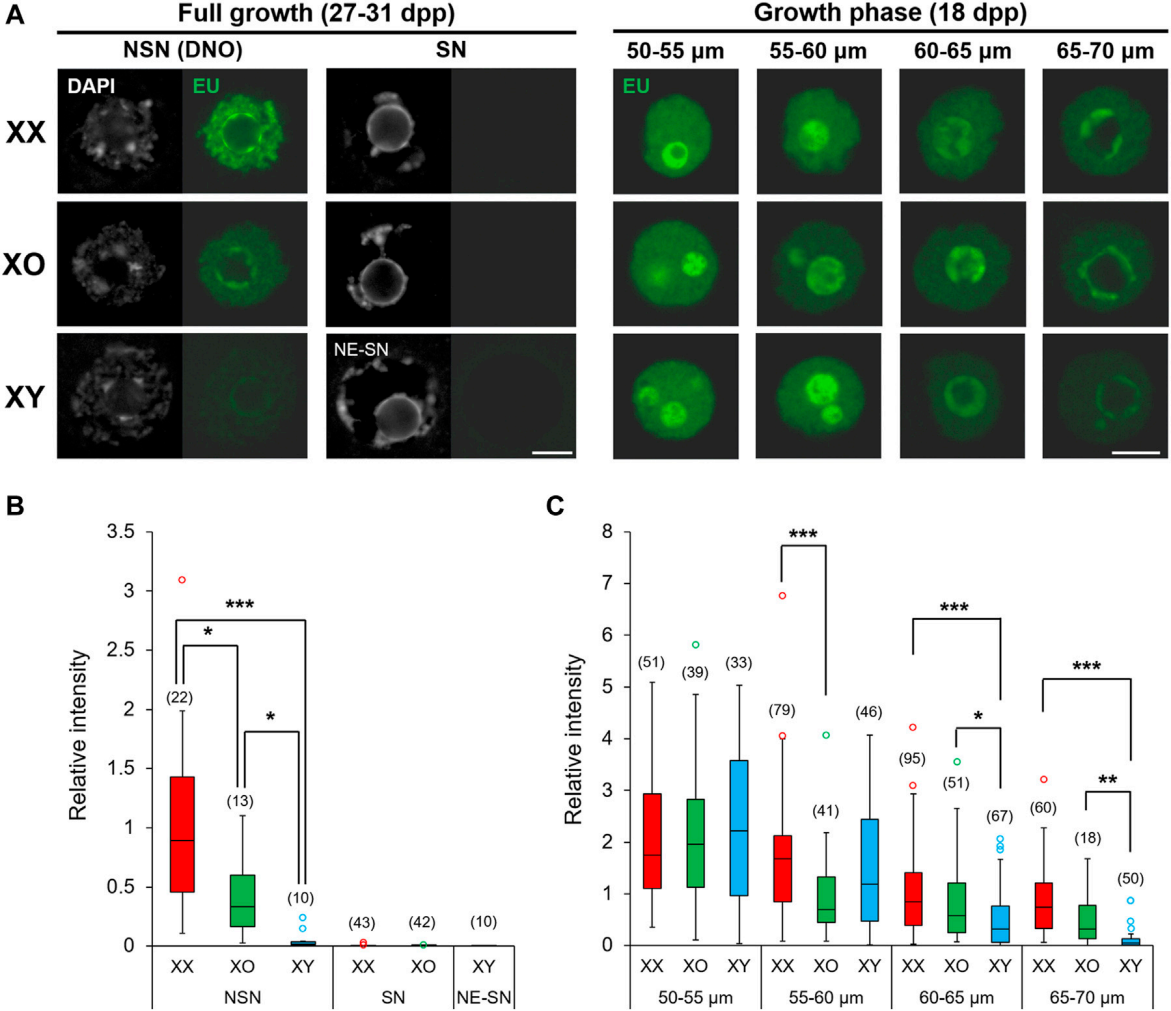
*De novo* transcription in XX, XO, and XY oocytes in the growth phase. **(A)** Representative images of chromatin configuration (DAPI) with NSN, SN or NE-SN-type and EU incorporation (EU) in XX, XO, and XY FG-oocytes. Scale bar, 10 μm. **(B,C)** The relative fluorescence intensity of EU incorporation in the fully grown oocytes with NSN, SN or NE-SN-type chromatin configuration **(B)** or during growth **(C)**. Each box plot indicates the median with 1st and 3rd quartiles. The thin vertical line indicates the range from minimum to maximum values. ° indicates outlier. The total number of oocytes examined is given above each column. *, **, and *** indicate statistical differences at *p* < 0.05, 0.01 and 0.001, respectively, by Dunn’s multiple comparison test.

We then examined the oocytes during the growth phase and measured the relative intensity of EU staining (See Methods). The results showed that EU staining intensity was comparable among XX, XO and XY oocytes of 50–55 μm, the smallest size examined (Figure 3C). The EU staining intensity then gradually declined in XX oocytes with further growth to low but still detectable levels at 65–70 µm in diameter. For comparison, EU staining intensity significantly declined in XO oocytes of 55–60 µm compared to XX or XY oocytes of the same size and remained lower than XX oocytes although without significant difference afterwards. The EU staining intensity in XY oocytes was initially comparable with that in XX oocytes up to 55–60 μm, but it declined rapidly to become significantly lower than XX or XO oocytes at 60–65 µm. Thus, *de novo* transcription declined early in XO oocytes, while it declined slightly later but further in XY oocytes approaching the end of growth phase, compared to XX oocytes. Thus, both the absence of the second X chromosome and the presence of the Y chromosome affected the global transcription during oocyte growth.

### Differentially Expressed Genes in the Oocytes by RNA-Sequencing

To elucidate the role of sex chromosome complement in establishing the transcriptome in the oocytes during the growth phase, we analyzed differentially expressed genes (DEGs) by RNA-Sequencing (RNA-Seq) among XX, XO, and XY oocytes of 50–60 μm, all of which were still transcriptionally active (See above). 

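RNA of 9 samples was analysed, 3 from XX, 3 from XO and 3 from XY oocytes, and each sample pooled 30 oocytes of 50–60 μm. XY females and their XX littermates came from B6.Y^TIR males, whereas XO females came from Paf carrier males on a background that had been backcrossed from C3H/HeSnJ to B6. The sample labels give 18 dpp as the age of all 9 samples. The libraries were made by Smart-seq3, which marks the 5′ end of each transcript with a unique molecular identifier (UMI), so that copies made by PCR are counted once. The authors aligned the reads with Hisat2 to GRCm38, counted 5′ UMIs per gene and deposited the UMI counts together with 79 ERCC spike-in RNAs. Another of their matrices holds the UMI counts divided by 1 factor per sample, the total of gene UMIs times a trimmed mean of the ERCC ratios, and its unit is called normalized CPM here. A further matrix holds log2 values from which the authors regressed out batch effects (batch-regressed values). The difference between the matrix of normalized CPM, on the log2 scale with 0.5 added, and the batch-regressed one lies to 99.9996% in 2 components across samples. Genes received between 2447443 and 2632585 UMIs in XX samples (median 2494515), between 2285008 and 2519979 in XO samples (median 2306155), and 2130145, 2656742 and 3157338 in the 3 XY samples. A total of 3 UMIs over the 3 samples of a genotype, taken here as the lowest detectable amount, equal 0.335 normalized CPM in XX, 0.532 in XO and 0.351 in XY oocytes, which covers counting error alone. Spike-ins made up 0.204–0.617% of the UMIs in XX, 0.356–0.654% in XO and 0.311–0.862% in XY samples. The sum of normalized CPM over all genes lay between 802037 and 888533 in XX, between 1181293 and 1422594 in XO and between 864867 and 990044 in XY samples. Transcript levels were compared from the UMI counts with edgeR's quasi-likelihood test, 1 mean per genotype and the spike-in factors of the authors, among the 10993 genes that edgeR's filter on low counts kept. The 3 genotypes shared 1 estimate of the spread between replicates, and the common dispersion was 0.201. The test is two-sided. It gives no standard error, so those printed with edgeR are the absolute log2 fold change over the square root of the F statistic. They are approximations, and rough ones at low counts. A gene was called, or a DEG, when its p-value was below 0.05 without adjustment, the threshold of the paper. Adjusted p-values beside single genes are those of edgeR by Benjamini and Hochberg over all genes tested, so a called gene may have an adjusted p-value near 1. When 200 of 10993 genes were changed in simulated counts with 3 samples per genotype, this test called 64–65% of them and 4.78–4.84% of the unchanged genes. The simulated genes varied independently, whereas 1 axis across samples held 81.33% of the real variance within genotypes. These rates need not hold for the real samples.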

To reduce the bias, 10 oocytes of 50–55 μm and 20 oocytes of 55–60 µm were pooled in each sample. The sequencing data, as well as full length coverage tracks, raw 5′ UMI, and normalized expression matrices reported in this study have been deposited in the Gene Expression Omnibus website with accession code GSE184153.

Across all three genotypes, a total of 28,051 genes were detected, while sample quality was interrogated using principal component analysis (not shown) and heatmap analysis of the 500 highly expressed and most variable genes, using a distance matrix of the Spearman correlation coefficient (Figure 4). The results showed the highest consistency among the biological replicates of the same genotype although XX1, XO2, and XY1 showed less similarity to their other two replicates. 

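The 500 genes with the highest variance of log2(normalized CPM + 1) were used. Across these genes, which are not independent replicates, the Spearman correlation coefficient averaged 0.906 over the 9 pairs of samples of the same genotype and 0.841 over the 27 pairs of different genotypes. The mean was 0.953 among XX, 0.859 among XO and 0.907 among XY samples. The lowest mean correlation to the other 2 replicates was found for XO1, at 0.808, followed by XY1, at 0.879, XO3, at 0.881, and XO2, at 0.889. The 3 XX samples reached 0.955, 0.954 and 0.950. Over all 10993 tested genes, the means were 0.863 within and 0.857 between genotypes, and XO1 was nearest to XY1 (0.932) while its mean correlation to XO2 and XO3 was 0.646. In the batch-regressed values the 500 genes gave 0.950 within and 0.853 between genotypes. With 50 genes in place of 500 the mean between genotypes moved the most, to 0.606, with 0.873 within genotypes.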

Transcript levels (5′UMI reads) of all X-linked genes were scatter-plotted in three-way comparisons, XX vs. XO, XX vs. XY, and XO vs. XY oocytes (Figure 5A), all of which showed strong coefficiency (*r* ^2^ > 0.937). We separated X-linked and autosomal genes because of the X chromosome dosage difference among the three genotypes. The vast majority of X-linked genes were in fact shifted upward from the 1:1 line in XX vs. XO and XX vs. XY oocytes whereas most genes were scattered around the 1:1 line in XO vs. XY oocytes. 

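Means of log2(normalized CPM + 1) were compared between genotypes for the 503 X-linked genes with a mean of at least 1 normalized CPM. The squared Pearson coefficient across genes was 0.901 between XX and XO, 0.904 between XX and XY and 0.930 between XY and XO oocytes. Above the 1:1 line, and thus higher in XX oocytes, were 64.0% of these genes against XO and 74.2% against XY oocytes. Against XO oocytes, 38.6% of the genes were higher in XY oocytes. The median difference was 0.25 on the log2 scale between XX and XO, 0.46 between XX and XY and −0.14 between XY and XO oocytes. With UMI counts scaled by TMM on the genes in place of the spike-ins, 80%, 79.4% and 58.8% of the genes lay above the line in the same order, so the majority changed sides between XY and XO oocytes.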

For comparison, most expressed genes from Chromosome 2 were scattered around the 1:1 line in all three-way comparisons. 

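The same comparison covered 1138 genes of chromosome 2. The squared Pearson coefficients were 0.918 between XX and XO, 0.957 between XX and XY and 0.929 between XY and XO oocytes. Above the 1:1 line were 24.6% of the genes between XX and XO, 34.2% between XX and XY and 30.8% between XY and XO oocytes, with median differences of −0.34, −0.14 and −0.22 on the log2 scale. The scaling decided the side in the comparisons with XO oocytes: with TMM scaling 53.1%, 48.6% and 51.9% of the genes lay above the line, and in the batch-regressed values 68.3%, 48.6% and 68.8%.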

To reveal the X chromosome dosage effects, we selected DEGs at *p* < 0.05 in four-way comparison groups, 1) XX > XY, 2) XX > XO, 3) XY > XO, and 4) XY < XO, as given in Figure 5B. The total number of X-linked DEGs was 276, 444, 136, and 16, respectively, whereas the total number of autosomal DEGs was 1,123, 5,996, 5,371, and 468, respectively. Overlapping of these DEGs among four comparison groups was shown in Venn diagrams (Figure 5C), where the area is proportional to the number of DEGs.

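Among 369 X-linked genes tested, 67 were higher and 18 lower in XX than in XO oocytes, 89 were higher and 10 lower in XX than in XY oocytes, and 7 were higher and 21 lower in XY than in XO oocytes. Among 10576 autosomal genes tested, 87 were higher and 1810 lower in XX than in XO oocytes, 66 were higher and 457 lower in XX than in XY oocytes, and 165 were higher and 885 lower in XY than in XO oocytes, or 250 and 1521 with the replicate number as a block. After adjustment, edgeR called 0 genes between XX and XO, 9 between XX and XY and 4 between XY and XO oocytes. A rule fixed in advance names the genes with the largest changes among those that passed the adjustment, have at least 10.0 normalized CPM and do not overlap between replicates. They were X-linked Gm7437, 2.14 higher in XX than in XY oocytes on the log2 scale (adjusted p = 0.0258 by edgeR), and Y-linked Ddx3y, Zfy1, Zfy2 and Eif2s3y. The batch-regressed values moved the autosomal counts the most and turned their direction: limma, chosen as an alternative after the data were seen, called 3730 autosomal genes higher and 816 lower in XX than in XO oocytes. Such a fit takes the 9 samples as untouched although 2 components were removed from them, so it understates the spread and calls too many genes, and limma on log2 values with the 2 components as covariates called 709 and 391. With TMM scaling, 513 were higher and 655 lower, so that 43.9% of the autosomal DEGs between XX and XO were higher in XX, against 4.59% with the spike-in factors. Those factors are taken relative to the spike-in total of a sample and applied to its gene total. They follow neither the amount of RNA nor the composition of the genes, so the direction under them is no evidence of higher levels in XO oocytes. Without XO1, 202 autosomal genes were higher and 3905 lower in XX than in XO oocytes. Exact splits of 3 samples against 3 cannot give a share below 0.1, so chance cannot be excluded for any of these counts from the splits alone.

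**Figure D1:**
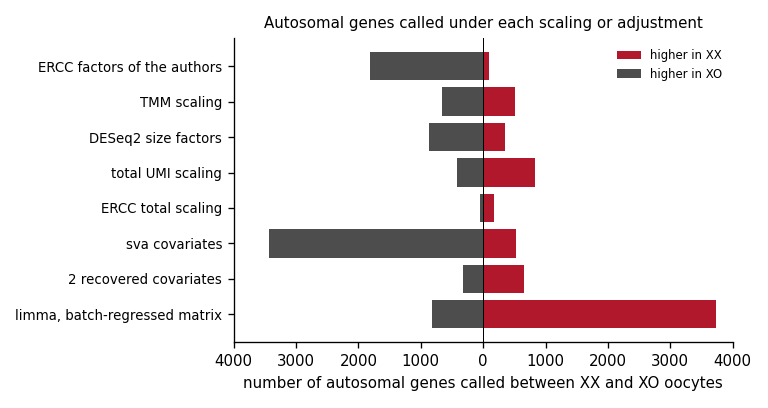
Number of autosomal genes called between XX and XO oocytes (horizontal axis, genes past the threshold out of 10576 tested) under each scaling or adjustment, with genes higher in XX to the right and higher in XO to the left. The factors of the authors give 87 and 1810 genes, TMM scaling 513 and 655, and the batch-regressed values 3730 and 816.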

**FIGURE 4:**
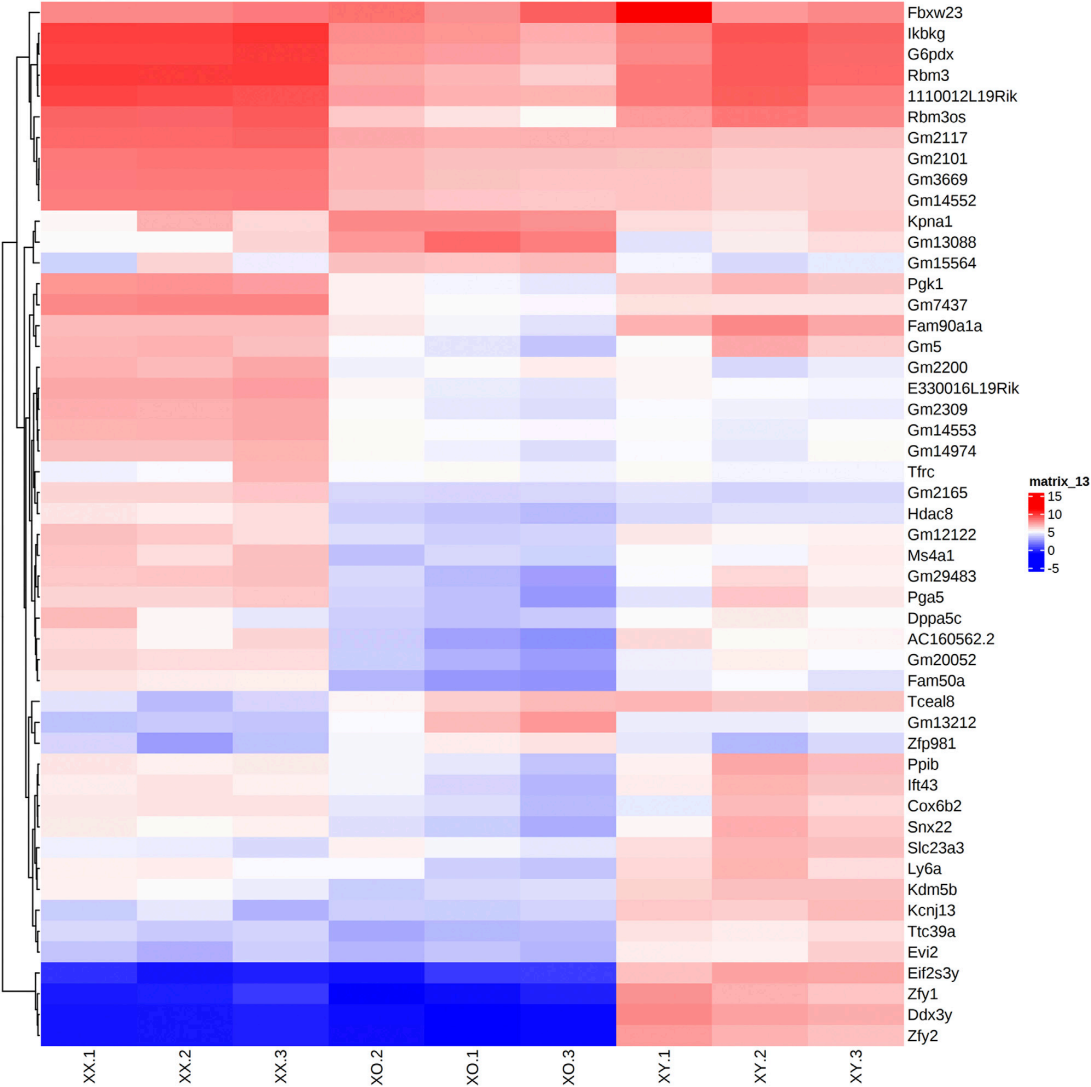
Heatmap (Log2CPM) of the top 50 highly and differentially expressed genes in biological triplicates of XX, XO, and XY oocytes, based on the distance matrix of the Spearman correlation coefficient.

**FIGURE 5:**
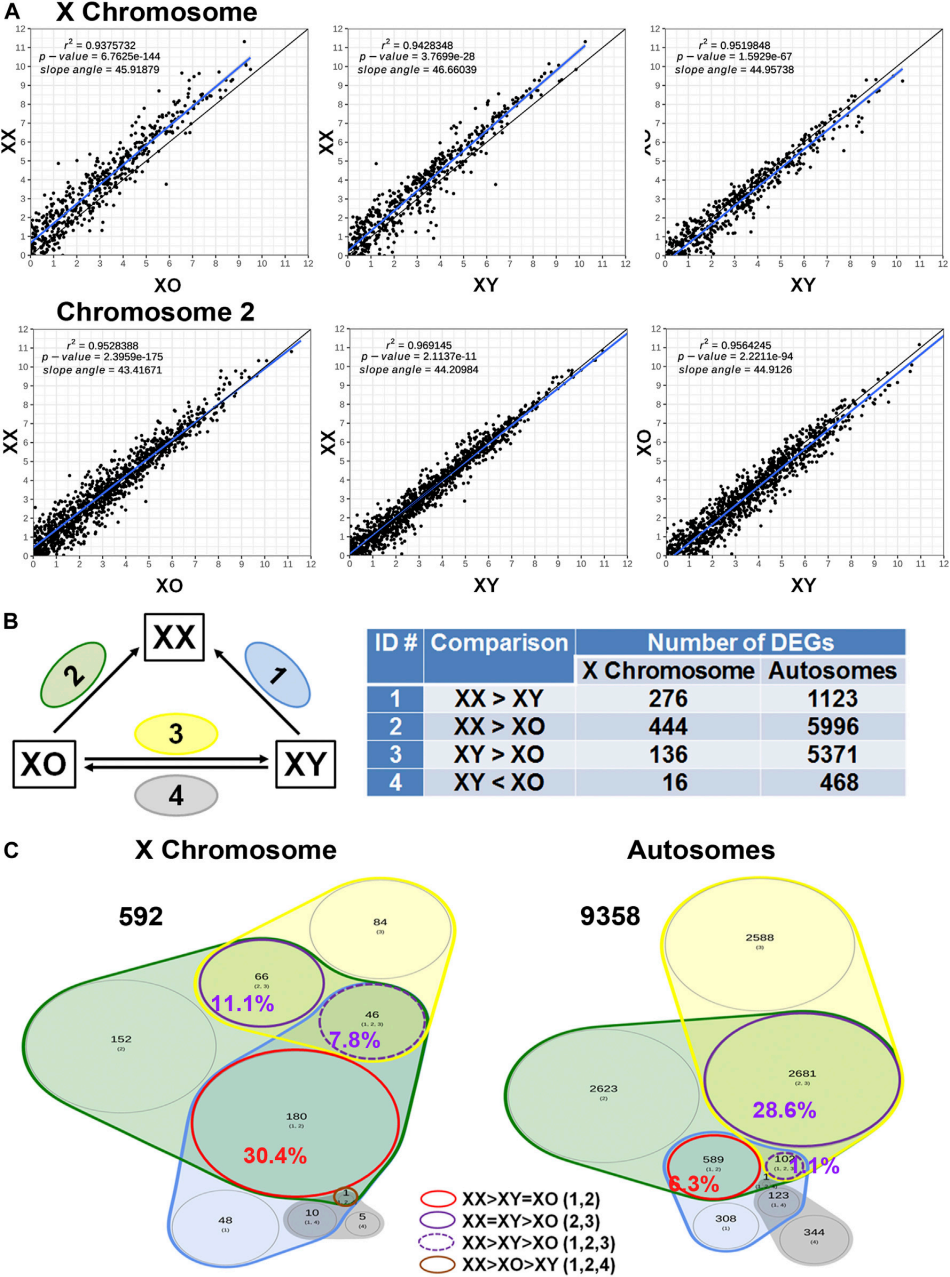
Sex chromosome dosage dependent differentially expressed genes (DEGs). **(A)** Scatterplots of all expressed genes on the X chromosome and Chromosome 2 in XX vs. XO, XX vs. XY, and XO vs. XY oocytes. **(B)** The total number of DEGs (*p* < 0.05) in four comparison groups with focus on gain by the second X chromosome. **(C)** Venn diagrams to indicate the overlapping of DEGs among four comparison groups. The area is proportional to the number of DEGs. Transcript levels of the genes in a red circle were higher in XX oocytes than those in XO or XY oocytes without difference between XO and XY oocytes. The genes in a solid purple circle were equally higher in XX and XY oocytes than XO oocytes. The genes in a broken purple circle were higher in the order of XX, XY, and XO oocytes. The single gene (*Bmp15*) in a brown circle was lower in XY oocytes than in XX or XO oocytes.

### X Chromosome Dosage Dependent DEGs

We first asked how the X chromosome dosage reflected into X-linked gene transcript levels. Of the total 592 DEGs found in all four comparison groups, 180 (30.4%) DEGs had higher transcript levels in XX oocytes than in XO or XY oocytes without significant difference between XO and XY oocytes (red circle). These genes represent the DEGs which were predominant affected by the X chromosome dosage. 

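An X-linked gene was placed in this group when it was higher in XX than in XO oocytes, higher in XX than in XY oocytes, and without a difference between XO and XY oocytes at the threshold. The 4 comparisons of Figure 5B gave 131 X-linked DEGs, and 47 of them (35.9%) were in the group, or 12.7% of the X-linked genes tested. Other groupings of the 9 samples into 3 and 3 and 3 gave as many such genes in 1 of 100 groupings, the true one included. The count rose to 88 with TMM scaling and to 128 in the batch-regressed values, the largest among the settings on tested genes apart from TMM scaling with sva covariates (148). Left out in turn, single samples changed it to between 19 and 76.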

Other genes may also be X chromosome dosage-dependent, but they were affected by other components such as the Y chromosome. 

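Among autosomal genes, 21 of 1144 DEGs (1.84%) were higher in XX than in both XO and XY oocytes without a difference between the latter, or 0.199% of the 10576 tested. Because both comparisons share the XX samples, some overlap arises without any effect, and counts simulated without autosomal changes gave 35 such genes. Genes were drawn independently in that simulation, so 35 is no firm reference for the real samples. The share among tested genes was higher on the X chromosome than on autosomes (odds ratio 73.4, p = 3.36e-54, two-sided Fisher's exact test across genes, which are not independent replicates). With TMM scaling, 81 of 1302 autosomal DEGs were in this group, with limma on the batch-regressed values 337. As many autosomal genes were found in 23 of 100 groupings of the samples, so chance was not excluded for the autosomal count.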

For comparison, of the total 9,358 autosomal DEGs, only 589 (6.3%) showed the same relationship, confirming that transcript levels of the 180 X-linked genes represented the X chromosome dosage dependent DEGs. 

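Atrx (ENSMUSG00000031229.16, chromosome X of GRCm38, 105797615 to 105929403) had 311 ± 55.3 (SD, n = 3) in XX oocytes, 223 ± 137 (SD, n = 3) in XO oocytes and 166 ± 55.2 (SD, n = 3) in XY oocytes in normalized CPM. Its log2 fold change by edgeR was 0.48 (standard error 0.44, adjusted p = 0.562) between XX and XO and 0.90 (standard error 0.45, adjusted p = 0.938) between XX and XY oocytes, and neither passed the threshold. The XO samples spread widely, at 381 in XO1, 141 in XO2 and 147 in XO3. Without XO1 the log2 fold change became 1.11 between XX and XO and 0.90 between XX and XY oocytes, and both were called. In the batch-regressed values limma gave 0.74 and 1.08. Eif2s3x (ENSMUSG00000035150.15, chromosome X of GRCm38, 94188707 to 94212862) had 137 ± 3.87 (SD, n = 3) in XX oocytes, 81.2 ± 19.6 (SD, n = 3) in XO oocytes and 78.2 ± 15.1 (SD, n = 3) in XY oocytes. It was higher in XX oocytes by 0.76 (standard error 0.29, adjusted p = 0.233) against XO and by 0.81 (standard error 0.29, adjusted p = 0.691) against XY oocytes (log2, edgeR), without a call between XY and XO oocytes (-0.05). The call against XO was lost without XX1, XX2, XX3 or XO1, where the log2 fold change lay between 0.58 and 0.78. Pdha1 (ENSMUSG00000031299.10, chromosome X of GRCm38, 160122209 to 160138413) had 31.5 ± 4.66 (SD, n = 3) in XX oocytes, 19.1 ± 2.97 (SD, n = 3) in XO oocytes and 16.9 ± 3.52 (SD, n = 3) in XY oocytes, with log2 fold changes of 0.72 (standard error 0.28, adjusted p = 0.242) and 0.90 (standard error 0.28, adjusted p = 0.570) by edgeR in the same order. The call against XO was lost without XX1, XX3, XO2 or XO3, with log2 fold changes between 0.60 and 0.75. None of these calls passed the adjustment.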

Examples are *Atrx*, which encodes a chromatin remodeling factor (de la Fuente et al., 2004b; Balboula et al., 2015), *Eif2s3x*, a translation initiation factor, and *Pdha1*, pyruvate dehydrogenase E1.

For the 180 genes identified as X chromosome dosage dependent X-linked DEGs, we used a fitted lognormal distribution of the data, and calculated the ratio of geometric mean transcript levels in XO and XY oocytes against those in XX oocytes. We then plotted the ratios at their loci on the X chromosome, which clustered within 0.47 ± 0.13 (mean ± SD) (Figure 6). 

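Ratios were taken per gene between geometric means of normalized CPM and averaged over the 47 X-linked genes chosen in the present counts. The mean ratio was 0.422 ± 0.144 (SD across 47 genes) in XO and 0.443 ± 0.147 in XY oocytes against XX oocytes, and 0.430 ± 0.138 for XO and XY oocytes together. No test was made, since genes are not replicates. TMM scaling lowered the means to 0.311, 0.399 and 0.350, the largest change among the settings that kept the genes. The 32 genes without Gm or Rik symbols, which often mark members of multi-copy families, had a mean of 0.505 ± 0.0868 for XO and XY together.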

We also calculated the ratio of transcript levels in XO or XY oocytes separately against those in XX oocytes, which were comparable at 0.44 ± 0.14 and 0.48 ± 0.14, respectively. These results indicate that the X-linked DEGs in this category were transcribed from each X chromosome, independent of the presence of another X chromosome or the Y chromosome.

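The genes of this group were chosen for a difference in the same samples. All 369 X-linked genes tested, which were not chosen for it, had a median ratio of 0.761 in XO, 0.653 in XY and 0.711 in XO and XY oocytes together, against 1.21 for tested autosomal genes. Choosing the genes with 1 replicate number left out and measuring them in the samples left out gave a mean of 0.614 over 72 choices outside 25–36 Mb of the X chromosome, against 0.460 in the choosing samples. Leaving out replicate 1 gave 55 of these choices and a mean of 0.661, whereas replicate 2 gave 5 with 0.425 and replicate 3 gave 12 with 0.474. When all tested X-linked genes were halved in simulated counts, the 81 genes chosen had a mean ratio of 0.377 and all 367 halved genes 0.544. Of the 47 genes, 12 start between 25 and 36 Mb of the X chromosome and had a mean ratio of 0.249 ± 0.0622 (SD), 0.258 in XO and 0.242 in XY oocytes, whereas the other 35 had 0.492 ± 0.0943. This window holds genes with near identical copies, whose UMIs the counting may divide among the copies. From ratios that were similar in XO and XY oocytes, the paper concludes that these genes were transcribed from each X chromosome regardless of another X chromosome or of the Y chromosome.

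**Figure D2:**
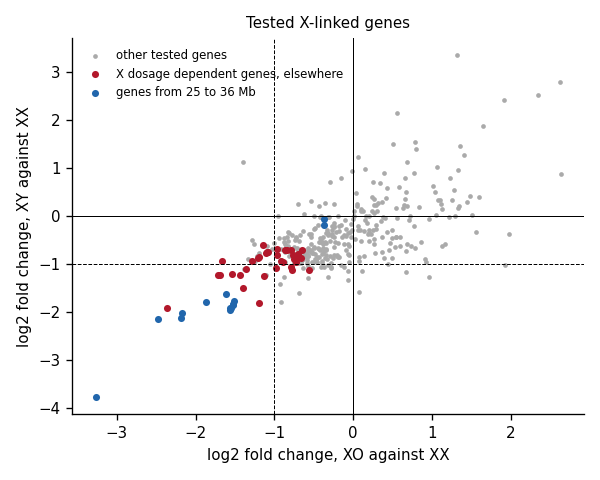
Log2 fold change of each of the 369 tested X-linked genes in XO (horizontal axis) and in XY oocytes (vertical axis) against XX oocytes, with dashed lines at a ratio of 0.5. The 35 X dosage dependent genes outside the window from 25 to 36 Mb have a mean ratio of 0.492, and the 14 tested genes of the window a median ratio of 0.281.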

**FIGURE 6:**
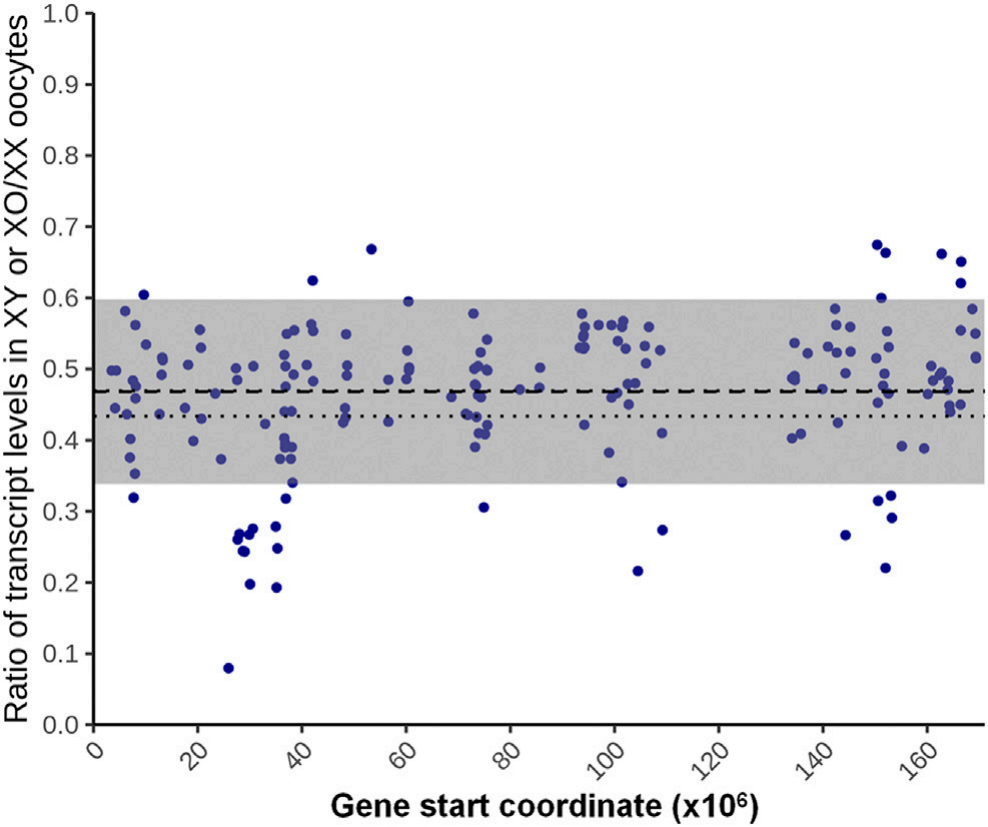
X chromosome dosage dependent differentially expressed genes (DEGs). The ratio of the average transcript levels of individual DEGs in XO and XY oocytes against those in XX oocytes. The X-axis indicates the distance from the proximal end of the X chromosome. The thick broken line indicates the geometrical mean, thin broken lines indicate the confidence of mean, and gray area indicates the mean ± SD.

The X chromosome dosage may negatively affect the transcript levels of other genes. A reverse relationship between the X chromosome dosage and transcript levels was found when DEGs were analysed by overlapping among XX < XO, XX < XY, XO > XY, or XO < XY comparison groups with the focus on the loss by the second X chromosome (Supplementary Figure S1). 10 (4.3%) out of total 232 X-linked DEGs and 283 (4.2%) out of 6,801 autosomal DEGs showed lower transcript levels in XX oocytes than XO or XY oocytes without difference between XO and XY oocytes. 

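In the present counts, 5 of 42 X-linked DEGs (11.9%) and 192 of 2343 autosomal DEGs (8.20%) were lower in XX than in both XO and XY oocytes without a difference between XO and XY oocytes. The 5 X-linked genes were Dgkk, Mid1, Tceal8, Tceal9 and Trap1a, of which Dgkk, Tceal9 and Trap1a are named after their values were seen. The share of tested genes was 1.36% on the X chromosome and 1.82% on autosomes (odds ratio 0.743, p = 0.689, two-sided Fisher's exact test across genes). This comparison changed with the setting: sva covariates gave 10 X-linked and 856 autosomal genes (odds ratio 0.316, p = 3.16e-05, Fisher's exact test), and scaling to spike-in totals, chosen after the data were seen, 2 and 5 (odds ratio 11.5, p = 0.0213, Fisher's exact test). TMM scaling left 75 autosomal genes. As many were found in 14 of 100 groupings of the samples for X-linked and in 6 of 100 for autosomal genes, so chance was not excluded.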

Examples are *Prps2*, phosphoribosyl pyrophosphate synthetase, and *Tceal8*, transcription elongation factor A. Since no bias towards X-linked DEGs is seen in this category, these results may suggest that the transcript levels of X chromosome dosage dependent DEGs negatively affected other genes including some X-linked genes.

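Prps2 (ENSMUSG00000025742.5, chromosome X of GRCm38, 167346322 to 167382749) had 0.102 ± 0.176 (SD, n = 3) in XX oocytes, 1.25 ± 0.643 (SD, n = 3) in XO oocytes and 0.782 ± 0.558 (SD, n = 3) in XY oocytes in normalized CPM and was not tested, since its counts were below the filter. Tceal8 (ENSMUSG00000051579.10, chromosome X of GRCm38, 136168984 to 136172342) had 12.0 ± 4.62 (SD, n = 3) in XX oocytes, 74.7 ± 36.4 (SD, n = 3) in XO oocytes and 83.3 ± 24.9 (SD, n = 3) in XY oocytes. Its log2 fold change was -2.63 (standard error 0.49, adjusted p = 0.203) between XX and XO and -2.79 (standard error 0.49, adjusted p = 0.108) between XX and XY oocytes by edgeR, and each of the 6 XO and XY samples lay above the 3 XX samples. Between XY and XO oocytes it was 0.15. With the 2 components of the authors' adjustment as covariates in edgeR, an alternative chosen after the data were seen, the log2 fold change between XX and XO was -0.31 and was no longer called.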

### X-Linked Gene Dosage Compensation

X-linked gene expression in somatic cells is known to be evolutionally adjusted by two mechanisms; 1) the transcript levels are upregulated to match those by autosomal genes in XY cells (gene dosage compensation) and 2) one of the two X chromosomes is inactivated in XX cells to match XY cells (X inactivation) (Nguyen and Disteche, 2006; Deng et al., 2014). Previous studies have reported that the primordial germ cells that have arrived at gonads follow these principles, but the oocytes violate them starting with the X chromosome reactivation prior to the onset of meiosis (Fukuda et al., 2015; Sangrithi et al., 2017). Since the oocytes during the growth phase have not yet been tested for the X-linked gene dosage compensation, we analysed our normalized RNA-Seq data of all genes with detectable transcript levels excluding Y-linked genes. Due to a large variation of reads, we divided all genes evenly into 6 bins according to their transcript levels and calculated the X:A ratio in each bin (Supplementary Figure S2A). The results showed that the X:A ratio was 1.0 in all XX, XO, and XY oocytes when transcript levels were low (Bins 1–3). However, when transcript levels were the highest (Bin 6), the X:A ratio increased to 1.5 in XX oocytes while it remained near 1.1 in both XO and XY oocytes. 

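All genes with at least 1 UMI, apart from Y-linked genes, were divided into 6 bins by their mean normalized CPM over the 9 samples, and the ratio of the medians of X-linked and autosomal genes was taken per sample. In bins 1 and 2, which reach up to 0.344 normalized CPM, the medians of single samples were 0 and the ratio is undefined. In bin 3 the X:A ratio was 2.00 in XX, 0.833 ± 0.289 (SD, n = 3) in XO and 1.00 in XY oocytes, where medians stand for a few UMIs. In bin 4 it was 1.30 ± 0.120 (SD, n = 3) in XX, 0.944 ± 0.268 in XO and 0.963 ± 0.0642 in XY oocytes, and in bin 5 it was 1.418 ± 0.0542, 0.925 ± 0.258 and 0.967 ± 0.127. Bin 6 held 145 X-linked and 4498 autosomal genes above 22.8 normalized CPM, with an X:A ratio of 1.89 ± 0.160 (SD, n = 3) in XX, 0.882 ± 0.212 in XO and 1.05 ± 0.105 in XY oocytes. XX differed from XO and XY samples in bin 6 (p = 0.0119, exact permutation test, two-sided, the smallest p that 84 splits of 9 samples allow), in bins 3 and 5 (p = 0.0119, exact) and in bin 4 (p = 0.0357, exact). With 4 bins, which moved the highest bin the most, the ratios were 1.39, 0.876 and 0.891.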

Similar trend was found to a lesser extent for the genes with the intermediate transcript levels (Bins 4 and 5). Thus, X-linked gene transcript levels were adjusted during oocyte growth in two distinct manners. For a half of genes, which were transcribed at low levels, their transcript levels were upregulated to match those of autosomal genes in XO and XY oocytes (typical X-linked gene dosage compensation) while they were suppressed to match those of autosomal genes in XX oocytes by a mechanism other than X inactivation. By contrast, for another half of X-linked genes, which were transcribed at higher levels, their transcript levels corresponded to the X chromosome dosage.

Similarly to Figure 6, we calculated the ratio of the transcript levels of individual X-linked genes in Bin 6 by dividing the mean levels in XO and XY oocytes by those in XX oocytes (Supplemental Figure S2B). The ratios distributed within 0.58 ± 0.27 (mean ± SD) along the entire X chromosome. 

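For the 145 X-linked genes of the highest bin, the ratio of mean normalized CPM in XO and XY to XX oocytes was 0.832 ± 0.609 (mean and SD across genes), with a median of 0.681, and 116 genes (80%) were below 1. The median was 0.732 in XO and 0.633 in XY oocytes alone. TMM scaling gave a mean of 0.673 ± 0.490 and a median of 0.554.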

The mean increased by 0.1 and SD was doubled compared to the ratio distribution in Figure 6 where only DEGs were analysed. These results indicate that highly transcribed X-linked genes generally follow the X chromosome dosage dependence.

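Over the 503 X-linked and 14367 autosomal genes with a mean of at least 1 normalized CPM, the X:A ratio was 1.29 ± 0.0275 (SD, n = 3) in XX, 0.816 ± 0.219 in XO and 0.910 ± 0.0909 in XY oocytes. The 3 XX samples lay above the 6 others (p = 0.0119, exact permutation test, two-sided). A test of 3 samples against 3 cannot go below 0.1, and XX reached this value against XO (p = 0.1, exact) and against XY oocytes (p = 0.1, exact), with p = 0.6 (exact) between XY and XO oocytes. With autosomal genes matched for GC content the ratios were 0.987 ± 0.0400, 0.633 ± 0.0830 and 0.672 ± 0.0117. Without a minimum of normalized CPM the difference was no longer past the threshold (p = 0.238, exact permutation test).

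**Figure D3:**
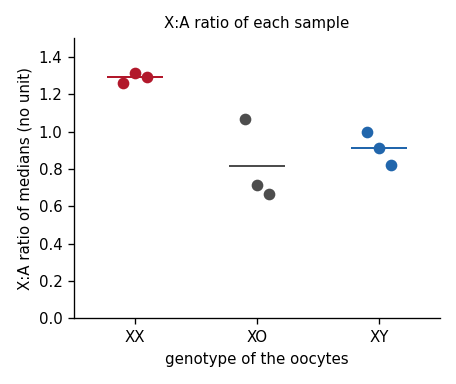
X:A ratio of medians (vertical axis, no unit) of each of the 9 samples, grouped by genotype, where points are samples and lines are means. The XX samples lie between 1.26 and 1.32, the XO samples between 0.667 and 1.07 and the XY samples between 0.818 and 1.00.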

### Y-Linked-Gene Transcription

Our XY female mouse model provides a unique opportunity for examining whether and how Y-linked genes are transcribed outside the male germline. 

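The deposited counts list 156 Y-linked genes, of which 102 had at least 3 UMIs over the 3 XY samples, 75 at least 1 UMI in each XY sample and 53 at least 10 UMIs in all. Y-linked genes took 7133 UMIs in XY, 446 in XX and 383 in XO oocytes. These totals follow the deposited coordinates and include Mid1-ps1 and Gm21742, which the paper places within the pseudoautosomal region. At least 3 UMIs were counted for 12 of these genes in XX and for 14 in XO oocytes. In XX and XO oocytes the most were counted for Gm20775 (ENSMUSG00000075359.2, chromosome Y of GRCm38, 10641257 to 10643107), named after its values were seen, with 169 of the UMIs in XX, 94 in XO and 145 in XY oocytes, and the other Y-linked genes took 277 in XX and 289 in XO oocytes. Of the 20 Y-linked genes that could be tested, 16 were higher in XY than in XX oocytes, and 6 passed edgeR's Benjamini-Hochberg adjustment.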

From 1,570 reads of Y-linked genes in our data, 39 genes were detected in XY oocytes (Figures 7A,B) while very few reads were detectable near threshold levels in XO or XX oocytes. 

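Below 3 Mb of the Y chromosome, which holds the short arm, 19 genes were detected. The log2 ratio of normalized CPM plus 0.5 between XY and XX oocytes was 3 or more for 10 of them and between 1 and 3 for 7.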

On the short arm, the nine genes with high transcript levels (Log2FC ≥ 3.0) were clustered within a narrow region except for *Zfy2*. 

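Beyond 3 Mb, 83 Y-linked genes were detected, most of them with Gm symbols of multi-copy families. The log2 ratio between XY and XX oocytes was 3 or more for 8 and between 1 and 3 for 51 of these genes, and for 29 when at least 10 UMIs over the XY samples were asked for. Across the chromosome, 26 detected genes had a log2 ratio of 1 or less. UMIs of near identical copies may be divided among them in the counting, so the number of transcribed copies is uncertain.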

On the long arm, 21 repetitive-sequence-genes, which are not yet well defined, were transcribed at medium levels (1 < Log2FC ≤ 3.0). By contrast, well known genes such as *Sry*, *Usp9y*, and *Rbmy* on the short arm and *Sly* and *Ssty1/2* on the long arm were undetectable in XY oocytes, suggesting that these genes may have been actively repressed. 

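Usp9y (ENSMUSG00000069044.6, chromosome Y of GRCm38, 1298961 to 1459782) had 0.457 ± 0.453 (SD, n = 3) normalized CPM in XY oocytes, and Rbmy (ENSMUSG00000094658.7, chromosome Y of GRCm38, 2830680 to 2841854) had 0.364 ± 0.0880 (SD, n = 3). These levels are near the lowest detectable amount of 0.351 normalized CPM in XY oocytes, so a difference from XX oocytes was not detectable at this depth. Sry, Sly, Ssty1 and Ssty2 were not analysed here.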

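Gm21294 (ENSMUSG00000102045.1, chromosome Y of GRCm38, 89052806 to 89079015) had no UMI in XX and XO oocytes and 27.8 ± 12.6 (SD, n = 3) normalized CPM in XY oocytes. This is at least 83.0-fold higher than in XX and at least 52.3-fold higher than in XO oocytes, taking 3 UMIs over a genotype as the lowest amount. The difference was called against XX (adjusted p = 0.0629) and XO oocytes (adjusted p = 0.142) by edgeR without adjustment.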

Of the 13 highly transcribed genes, *Gm21294* is proximal to the boundary of pseudoautosomal regions (PAR) on the Y long arm and its transcript levels were detectable only in XY oocytes as expected (Figure 7C). The PAR boundary is located in the intron 3–4 of *Mid1* (*Trim18*) on the X chromosome while its truncated form *Mid1-ps1* as well as *Gm21742* are located within the PAR on the Y chromosome (Palmer et al., 1997; Perry et al., 2001; Lu et al., 2013). 

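Mid1-ps1 (ENSMUSG00000095134.2, chromosome Y of GRCm38, 90753057 to 90763485) had 0.335 ± 0.351 (SD, n = 3) in XX oocytes, 1.44 ± 0.706 (SD, n = 3) in XO oocytes and 5.53 ± 1.18 (SD, n = 3) in XY oocytes in normalized CPM. The log2 fold change was -3.85 (standard error 0.68, adjusted p = 0.112) between XX and XY, 1.91 (standard error 0.60, adjusted p = 0.485) between XY and XO and -1.94 (standard error 0.81, adjusted p = 0.258) between XX and XO oocytes by edgeR. Gm21742 (ENSMUSG00000099871.1, chromosome Y of GRCm38, 90837413 to 90844040) had 0.555 ± 0.178 (SD, n = 3) in XX oocytes, 1.27 ± 0.894 (SD, n = 3) in XO oocytes and 14.3 ± 3.86 (SD, n = 3) in XY oocytes, with log2 fold changes of -4.55 (standard error 0.54, adjusted p = 0.0200) between XX and XY and 3.45 (standard error 0.51, adjusted p = 0.118) between XY and XO oocytes by edgeR. In each gene the 3 XY samples lay above the 6 others. The call of Mid1-ps1 between XX and XO was lost with TMM scaling (log2 fold change -1.50) and without XX1, XX3, XO3 or any of the XY samples. Mid1-ps1 is a truncated copy of Mid1, so UMIs may be divided between them.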

In our results, transcript levels of both *Mid1-ps1* and *Gm21742* were much higher in XY oocytes than in XX or XO oocytes (Figure 7C). Transcript levels of X-linked *Mid1* were also higher in XY oocytes than in XX or XO oocytes although the differences were more moderate. These results were unexpected as genes in the PAR should behave like autosomal genes. By contrast, *Piga*, which is proximal to the boundary of the PAR on the X chromosome, was transcribed at higher levels in XX oocytes than XO or XY oocytes, representing the X chromosome dosage dependent X-linked DEGs. Thus, Y-linked genes at the boundary of and within the PAR were more actively transcribed in XY oocytes than in XX or XO oocytes during the growth phase.

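Mid1 (ENSMUSG00000035299.16, chromosome X of GRCm38, 169685199 to 170005736) had 2.13 ± 1.43 (SD, n = 3) in XX oocytes, 8.20 ± 6.71 (SD, n = 3) in XO oocytes and 11.6 ± 2.76 (SD, n = 3) in XY oocytes in normalized CPM. By edgeR its log2 fold change was -2.42 (standard error 0.67, adjusted p = 0.473) between XX and XY, -1.91 (standard error 0.69, adjusted p = 0.223) between XX and XO and 0.51 (standard error 0.62, adjusted p = 0.758) between XY and XO oocytes, so the difference between XY and XO oocytes was not past the threshold. It became 1.60 by limma in the batch-regressed values, an alternative chosen after the data were seen, and 1.39 without XO3 by edgeR, where it was called. The call between XX and XO was lost without XX2, XX3 or XO3. With the 2 components as covariates in edgeR the log2 fold change between XX and XO turned to 1.30, without a call.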

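Piga (ENSMUSG00000031381.16, chromosome X of GRCm38, 164419787 to 164433916) had 38.2 ± 5.06 (SD, n = 3) in XX oocytes, 22.7 ± 4.60 (SD, n = 3) in XO oocytes and 20.6 ± 2.30 (SD, n = 3) in XY oocytes in normalized CPM. It was higher in XX oocytes, with a log2 fold change of 0.75 (standard error 0.27, adjusted p = 0.220) against XO and 0.88 (standard error 0.27, adjusted p = 0.555) against XY oocytes by edgeR, without a call between XY and XO oocytes (-0.13). The call against XO oocytes was lost without XX1 (0.67) or XO2 (0.63).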

**FIGURE 7:**
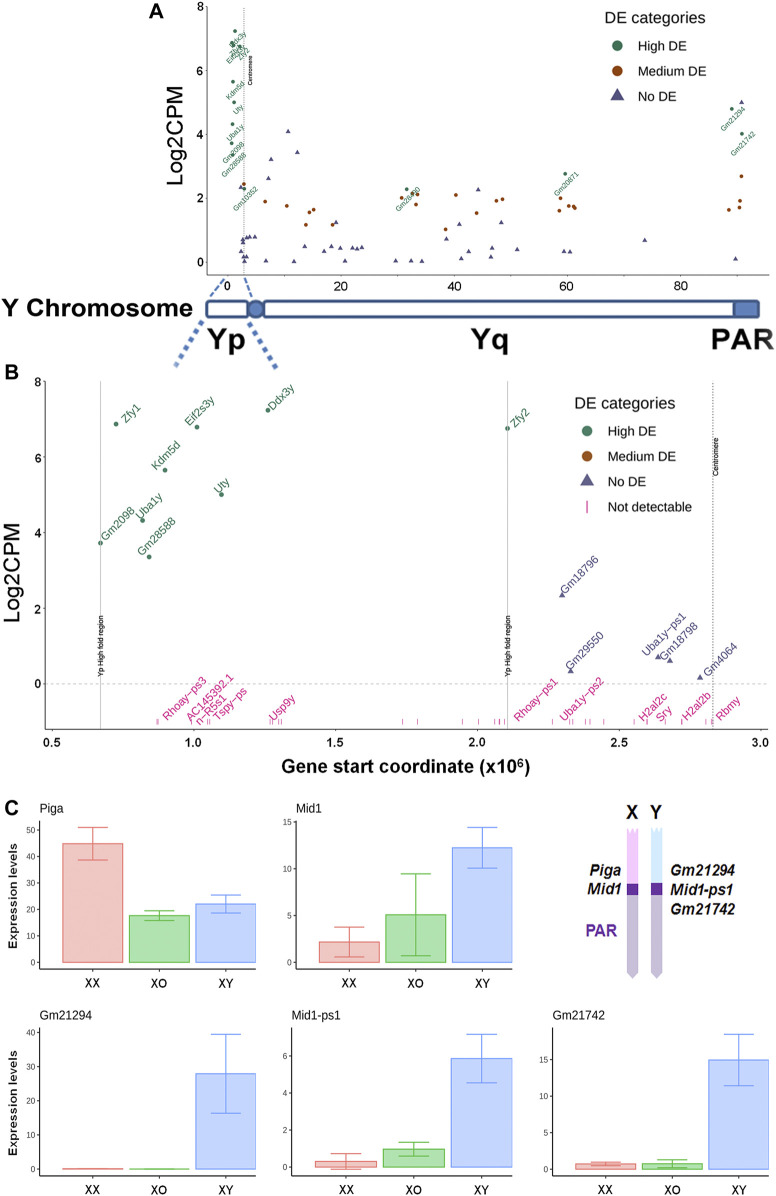
Transcript levels of Y-linked genes in XY oocytes, compared to XX oocytes. **(A)** The entire Y chromosome. High DE, Log2FC ≥ 3. Medium DE, 1 < Log2FC < 3, No DE, Log2FC ≤ 1. **(B)** The Y short arm alone. The X axis indicates the distance from the distal end of Yp. The genes indicated in pink are undetectable. **(C)** Transcript levels of X and Y homologous DEGs near the boundary of pseudoautosomal region (PAR). Geometrical mean ± SD. The diagram **(top, right)** indicates the approximate positions of examined genes on the X and Y chromosomes.

### Sex Chromosome Dosage Dependent Differentially Expressed Genes

We next asked whether the XO oocyte has the disadvantage of missing one sex chromosome compared to the XX or XY oocyte which carries two sex chromosomes. Indeed, in the Venn diagram with focus on the gain by the second X chromosome (Figure 5C), 2,681 (28.6%) out of all 9,358 autosomal DEGs showed comparable transcript levels between XX and XY oocytes, but significantly lower in XO oocytes (solid purple circle). In addition, 102 (1.1%) autosomal genes were lower in XY oocytes than in XX oocytes, but still higher than in XO oocytes (broken purple circle). These results may suggest that homologous genes on X and Y chromosomes share similar effects to maintain the transcript levels of many autosomal genes.

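In the counts with the spike-in factors, 19 of 1144 autosomal DEGs (1.66%) were lower in XO than in both XX and XY oocytes without a difference between XX and XY. The opposite pattern, higher in XO than in both, held 693 of 2343 autosomal DEGs. The direction depended on the values used: TMM scaling gave 208 lower and 259 higher, and limma on the batch-regressed values, chosen after the data were seen, 2461 lower and 230 higher. Of those 2461 genes, 61 (2.48%) had all 3 XO samples below the 6 others in normalized CPM, where chance alone gives 1.19% for samples on 1 level. The factors of the authors place the XO samples higher, with a median log2 fold change of -0.46 between XX and XO over all tested genes. The scaling may therefore lower the share. In 1831 of the 2461 genes (74.4%) XO1 was the lowest of the 9 samples, and in 73.2% the mean of XO2 and XO3 was above that of the 6 others. As many genes lower in 1 group were found in 35 of 100 groupings of the samples, so chance was not excluded.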

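The graded order, with XX above XY and XY above XO oocytes at the threshold, was found for 1 autosomal gene, AC127242.3, which is named after its values were seen. Its log2 fold change was 1.40 between XX and XY and 2.15 between XY and XO oocytes. Of the X-linked genes, 0 showed this order by edgeR, although 67 were called between XX and XO and 7 between XY and XO oocytes.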

Of the highly expressed Y-linked genes, *Zfy1/2* is known to have distinct biological activities from their X homolog *Zfx* (Luoh et al., 1997; Shpargel et al., 2012). However, *Ddx3y* shares RNA helicase activity and may be exchangeable with its X homolog *Ddx3x* (Sekiguchi et al., 2004; Matsumura et al., 2019). *Eif2s3y* and *Eif2s3x* also share redundant functions in the proliferation of spermatogonia although they exhibit distinct activities when overexpressed in the ES-derived female germline (Yamauchi et al., 2016; Hamada et al., 2020). *Uty* encodes a protein, which can partially compensate for the embryonic lethality by null mutation of its X-homolog *Utx* (*Kdm6a*) although UTY has a lower histone demethylase activity than UTX (Shpargel et al., 2012; Welstead et al., 2012). These homologs may have contributed to the regulation of sex chromosome dosage dependent autosomal DEGs. To explore this possibility, we compared the transcript levels of X- and Y-homologs, and autosomal homologs if available, in XX, XO and XY oocytes (Figure 8). 

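X-homologs are given as normalized CPM with the SD of 3 samples per genotype. Ddx3x (ENSMUSG00000000787.12, chromosome X, 13280970 to 13294052) had 266 ± 16.7 in XX, 202 ± 41.2 in XO and 136 ± 21.8 in XY oocytes. Kdm6a (ENSMUSG00000037369.17, chromosome X, 18162575 to 18279936) had 67.8 ± 5.91 in XX, 44.8 ± 11.7 in XO and 37.6 ± 7.03 in XY oocytes. Uba1 (ENSMUSG00000001924.15, chromosome X, 20658326 to 20683179) had 20.6 ± 7.94 in XX, 23.7 ± 17.4 in XO and 14.3 ± 9.08 in XY oocytes. Kdm5c (ENSMUSG00000025332.14, chromosome X, 152233020 to 152274535) had 6.33 ± 1.03 in XX, 3.92 ± 1.64 in XO and 2.15 ± 1.71 in XY oocytes. Zfx (ENSMUSG00000079509.10, chromosome X, 94074631 to 94123702) had 13.3 ± 4.61 in XX, 11.8 ± 2.58 in XO and 7.37 ± 1.44 in XY oocytes. Between XX and the 6 XO and XY samples, Kdm6a (p = 0.0119), Kdm5c (p = 0.0238) and Ddx3x (p = 0.0357) differed by an exact permutation test, two-sided, whereas Zfx (p = 0.167) and Uba1 (p = 0.845) were not past the threshold. With TMM scaling Zfx was (p = 0.0238, exact), at 0.644 of the XX mean in XO and 0.505 in XY oocytes, and Uba1 was not (p = 0.345, exact). Eif2s3x, whose levels are given with the X dosage dependent genes, differed as well (p = 0.0119, exact). Against XX oocytes the mean was 0.762 in XO and 0.512 in XY oocytes for Ddx3x, 0.661 and 0.555 for Kdm6a, 0.884 and 0.554 for Zfx and 1.15 and 0.694 for Uba1. XO1 had 3.62 normalized CPM of Uba1, XO2 33.1 and XO3 34.4, and in the batch-regressed values limma called Uba1 higher in XX than in XO oocytes by 1.73 on the log2 scale. Between XX and XO edgeR called neither Ddx3x nor Kdm6a with the spike-in factors (log2 fold changes of 0.39 and 0.60), and both with TMM scaling (0.80 and 1.01).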

The results show a consistent trend that transcript levels of X-homologs were comparable between XO and XY oocytes and twice higher in XX oocytes, fitting into the X chromosome dosage dependent X-linked DEGs category. Furthermore, the transcript levels of Y-homologs were comparable with those of X homologs in XY oocytes, making the sum comparable between XX and XY oocytes (Figure 8A). Thus, simple comparison of transcript levels supports our hypothesis that the Y chromosome may compensate for the deficiency of one X chromosome in XY oocytes. 

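Y-homologs in XY oocytes were counted at 152 ± 64.3 (SD, n = 3) normalized CPM for Ddx3y (ENSMUSG00000069045.11, chromosome Y, 1260771 to 1286629), 110 ± 14.8 (SD, n = 3) for Eif2s3y (ENSMUSG00000069049.11, chromosome Y, 1010543 to 1028847), 32.6 ± 14.1 (SD, n = 3) for Uty (ENSMUSG00000068457.14, chromosome Y, 1096861 to 1245759) and 18.4 ± 4.68 (SD, n = 3) for Uba1y (ENSMUSG00000069053.11, chromosome Y, 818649 to 844224). Ddx3y, Uty and Uba1y had no UMI in XX oocytes, so they were at least 454-, 97.3- and 54.9-fold higher in XY than in XX oocytes. The autosomal Kdm6b (ENSMUSG00000018476.7, chromosome 11, 69398508 to 69413675) had 2.12 ± 0.335 in XX and 2.36 ± 1.23 in XY oocytes. The sum of Ddx3 homologs was 266 ± 16.7 (SD, n = 3) in XX, 203 ± 41.2 in XO and 288 ± 84.4 in XY oocytes. For Eif2s3 homologs it was 137 ± 3.67 in XX, 81.7 ± 19.3 in XO and 188 ± 29.5 in XY oocytes. For Kdm6 homologs it was 69.9 ± 6.20, 46.9 ± 11.8 and 72.6 ± 20.1, and for Uba1 homologs 20.6 ± 7.94, 23.7 ± 17.4 and 32.7 ± 13.7. The sum in XY over that in XX oocytes was 1.09 for Ddx3, 1.37 for Eif2s3, 1.04 for Kdm6 and 1.59 for Uba1 homologs, and in XO over XX oocytes 0.762, 0.595, 0.671 and 1.15. Between the sums of XX and XY samples, where 3 against 3 allow no p below 0.1, the exact permutation test (two-sided) gave p = 1 for Ddx3 and Kdm6, p = 0.3 for Uba1 and p = 0.1 for Eif2s3 homologs. For the last the 3 XY samples lay above the 3 XX samples, but with TMM scaling the samples overlapped (p = 0.3, exact), with a sum in XY of 1.24 times that in XX oocytes. With TMM scaling the sums in XO over XX oocytes moved to 0.574 for Ddx3, 0.430 for Eif2s3 and 0.505 for Kdm6 homologs.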

One exceptional case is *Kdm5* with lysine-specific demethylase activity, which has an X-homolog (*Kdm5c*), a Y-homolog (*Kdm5d*) and two autosomal homologs (*Kdm5a* and *Kdm5b*). 

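Kdm5a (ENSMUSG00000030180.15, chromosome 6 of GRCm38, 120364124 to 120444574) had 32.4 ± 6.34 (SD, n = 3) in XX oocytes, 30.7 ± 12.1 (SD, n = 3) in XO oocytes and 33.6 ± 9.19 (SD, n = 3) in XY oocytes in normalized CPM, without a call between XX and XO (0.08) or XX and XY oocytes (-0.05, log2 fold changes by edgeR). Kdm5b (ENSMUSG00000042207.17, chromosome 1 of GRCm38, 134560171 to 134635285) had 22.6 ± 5.06 (SD, n = 3) in XX oocytes, 22.2 ± 11.3 (SD, n = 3) in XO oocytes and 66.7 ± 17.0 (SD, n = 3) in XY oocytes. Its log2 fold change by edgeR was -1.56 (standard error 0.39, adjusted p = 0.395) between XX and XY and 1.59 (standard error 0.40, adjusted p = 0.485) between XY and XO oocytes. Kdm5d (ENSMUSG00000056673.14, chromosome Y of GRCm38, 897788 to 956786) had 45.2 ± 4.53 (SD, n = 3) in XY oocytes. The sum of the 4 homologs was 61.8 ± 10.6 (SD, n = 3) in XX, 57.6 ± 13.2 in XO and 148 ± 15.6 in XY oocytes. The XY samples lay above the 6 others (p = 0.0119, exact permutation test, two-sided), and the mean was 2.39 times that of XX oocytes.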

While transcript levels of *Kdm5a* were consistent in the oocytes of all three genotypes, those of *Kdm5b* were much higher in XY oocytes, bringing the sum of all homologs to the highest, compared to XX or XO oocytes. Another exception is the *Zfx/y* pair, where the transcript levels of Y-homologs *Zfy1/2* surpassed those of X-homolog *Zfx*.

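Zfy1 (ENSMUSG00000053211.10, chromosome Y of GRCm38, 725128 to 797409) had 113 ± 51.6 (SD, n = 3) and Zfy2 (ENSMUSG00000000103.12, chromosome Y of GRCm38, 2106015 to 2170409) 110 ± 50.2 (SD, n = 3) normalized CPM in XY oocytes, where Zfx had 7.37 ± 1.44 (SD, n = 3). Zfy2 had no UMI in XX oocytes and was at least 329-fold higher in XY oocytes. After adjustment edgeR called Zfy1 (adjusted p = 0.00197, log2 fold change −9.47) and Zfy2 (adjusted p = 0.0258, log2 fold change −11.15) between XX and XY oocytes, and all 3 XY samples were higher. The paper notes that their sequences are highly homologous, so the division of UMIs between them is uncertain. The sum of the 3 homologs was 231 ± 103 (SD, n = 3) in XY and 13.4 ± 4.77 in XX oocytes, 17.2 times as high (p = 0.1 for 3 samples against 3, exact permutation test, two-sided), and 0.891 times the XX value in XO oocytes.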

**FIGURE 8:**
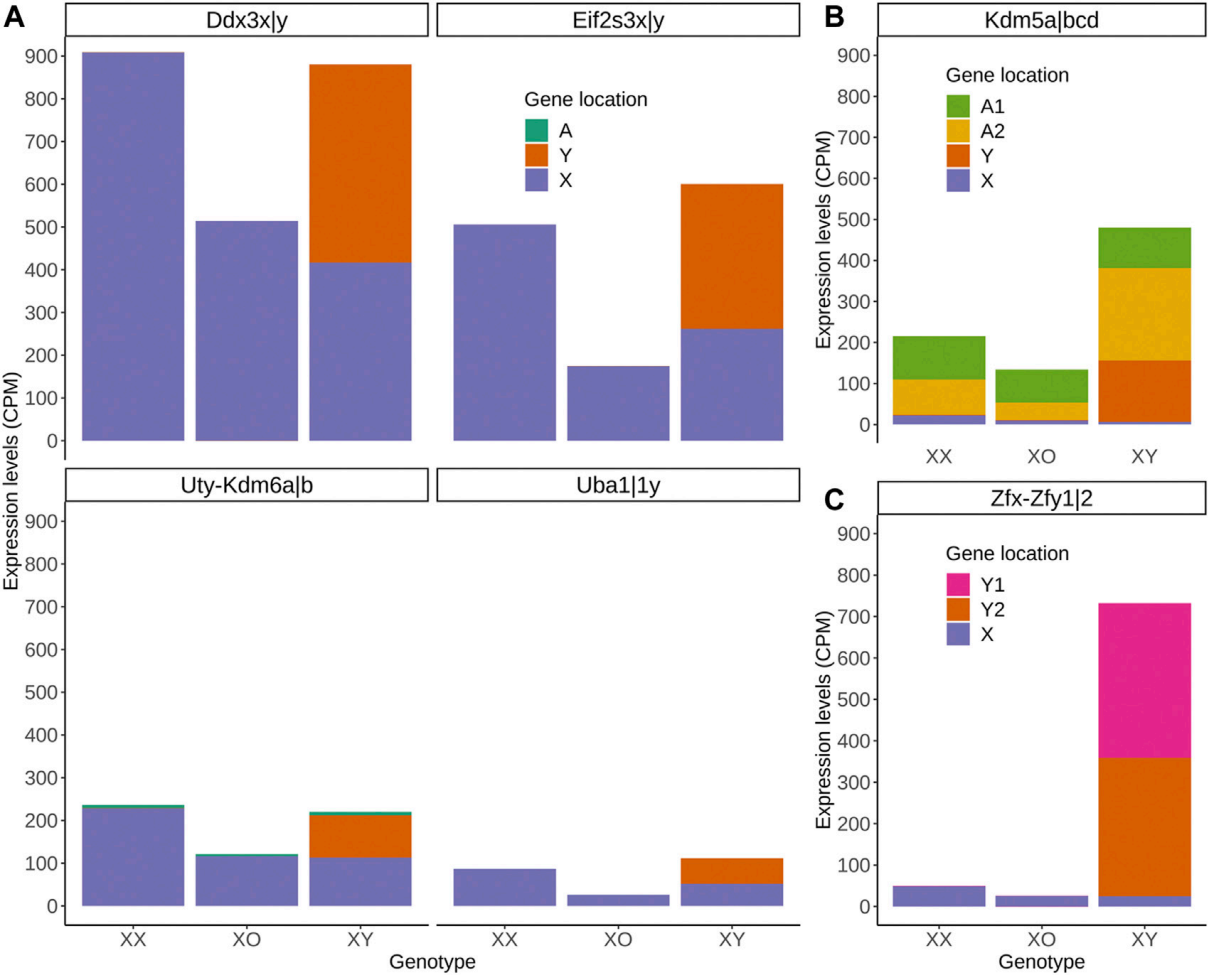
Transcript levels of X-, Y-, and autosomal homologs in XX, XO, and XY oocytes in the growth phase. **(A)** X- and Y-homologs with (*Kdm6*) or without (others) an autosomal homolog. **(B)** X- and Y-homologs (*Kdm5c* and *Kdm5d*, respectively) and two autosomal homologs (A1 = *Kdm5a*, A2 = *Kdm5b*). **(C)** X- (*Zfx*) and two Y-homologs (Y1 = *Zfy1*, Y2 = *Zfy2*).

### Differentially Expressed Genes in XY Oocytes Compared to XX and XO Oocytes

If any gene is responsible for the cytoplasmic defects in XY oocytes, such gene must be differentially expressed compared to both XX and XO oocytes. 

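With a log2 fold change beyond 1 asked for as well, 4 of 81 X-linked and 10 of 1628 autosomal DEGs were lower in XY than in both XX and XO oocytes. The 4 X-linked genes were Bmp15, Gm14951, Htatsf1 and Mageh1, of which the last 3 are named after their values were seen. Larp6 (ENSMUSG00000034839.5, chromosome 9 of GRCm38, 60712989 to 60738801) had 5.30 ± 1.59 (SD, n = 3) in XX oocytes, 5.08 ± 4.12 (SD, n = 3) in XO oocytes and 1.08 ± 1.08 (SD, n = 3) in XY oocytes in normalized CPM, with a log2 fold change of 2.37 (standard error 0.76, adjusted p = 0.600) between XX and XY and -2.32 (standard error 0.78, adjusted p = 0.485) between XY and XO oocytes by edgeR. The first call was lost without XY2 (1.91), and the second without XO1 (-1.43), XY2 or XY3. As many genes lower in 1 group were found in 39 of 100 groupings of the samples, so chance was not excluded for the count.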

In the Venn diagram with focus on the loss by the second Y chromosome (Figure 9), none out of 129 X-linked DEGs and only one gene, *Larp6*, out of 818 autosomal DEGs showed lower transcript levels in XY oocytes than in both XX and XO oocytes. 

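Bmp15 (ENSMUSG00000023279.7, chromosome X of GRCm38, 6314107 to 6320721) had 927 ± 130 (SD, n = 3) in XX oocytes, 887 ± 266 (SD, n = 3) in XO oocytes and 370 ± 50.1 (SD, n = 3) in XY oocytes in normalized CPM. The log2 fold change by edgeR was 1.32 (standard error 0.35, adjusted p = 0.408) between XX and XY and -1.26 (standard error 0.34, adjusted p = 0.485) between XY and XO oocytes, and each of the 3 XY samples lay below the 6 others. Both calls held with each sample left out in turn. Between XX and XO oocytes it was 0.06 (standard error 0.34, adjusted p = 0.929) by edgeR. In the batch-regressed values limma called the gene higher in XX than in XO oocytes by 0.86 on the log2 scale.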

*Larp6* encodes a RNA-binding protein with diverse functions including tRNA processing, non-coding RNA metabolism, and ribosomal biogenesis (Maraia et al., 2017) By interrogating the Venn diagram in Figure 5C, the transcript levels of X-linked *Bmp15* also turned out to be the lowest in XY oocytes among the three genotypes. *Bmp15* encodes an oocyte secretary factor that promotes follicular growth and ovulation (Yan et al., 2001; Su et al., 2004; Sugiura et al., 2007). 

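At the same thresholds, 2 of 59 X-linked and 47 of 1688 autosomal DEGs, and 14 Y-linked genes, were higher in XY than in both XX and XO oocytes. The 2 X-linked genes were Gm15726 and Gm15085, the latter named after its values were seen. Tnmd (ENSMUSG00000031250.8, chromosome X of GRCm38, 133850980 to 133865577) had no UMI in XX and XO oocytes and 3.00 ± 1.44 (SD, n = 3) normalized CPM in XY oocytes, at least 8.96- and 5.65-fold higher, and was below the filter for the test. Gm15726 (ENSMUSG00000087263.1, chromosome X of GRCm38, 169979047 to 169985232) had 1.13 ± 0.249 (SD, n = 3) in XX oocytes, 2.90 ± 2.04 (SD, n = 3) in XO oocytes and 11.9 ± 2.25 (SD, n = 3) in XY oocytes, with log2 fold changes of -3.35 (standard error 0.53, adjusted p = 0.0714) between XX and XY and 2.03 (standard error 0.50, adjusted p = 0.485) between XY and XO oocytes by edgeR. Kcnj13 (ENSMUSG00000079436.3, chromosome 1 of GRCm38, 87386363 to 87394729) had 12.5 ± 7.25 (SD, n = 3) in XX oocytes, 14.1 ± 6.64 (SD, n = 3) in XO oocytes and 78.2 ± 16.2 (SD, n = 3) in XY oocytes, with -2.64 (standard error 0.49, adjusted p = 0.137) and 2.46 (standard error 0.50, adjusted p = 0.391) by edgeR. Of the other autosomal genes that Figure 10 lists, Ttc39a, Dnajc5g, Evi2, Evi2b and Abhd12b were called against XX oocytes with log2 fold changes between -2.96 and -1.54, and against XO oocytes between 1.00 and 2.60. Without XO2 the call of Abhd12b against XO oocytes was lost (0.94). Gm29456, Gm19667 and Evi2a were below the filter, at 1.60 ± 0.678, 2.17 ± 0.745 and 4.50 ± 1.18 normalized CPM in XY oocytes. As many genes higher in 1 group were found in 13 of 100 groupings of the samples.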

In the reverse relationship, 2 genes, *Tnmd* and *Gm15726*, out of 131 X-linked DEGs and 9 out of 1,028 autosomal DEGs were found at higher levels in XY oocytes than both XX and XO oocytes (Figure 10). X-linked *Tnmd* encodes a type II transmembrane protein, which has potent anti-angiogenic activity (Shukunami et al., 2005). An autosomal gene *Kcnj13* encodes an inwardly rectifying potassium channel (KIR7.1), conserved in vertebrates, and KCNJ13-regulated membrane potential modulates actin organization in tracheal smooth muscle cells (Yin et al., 2018).

**FIGURE 9:**
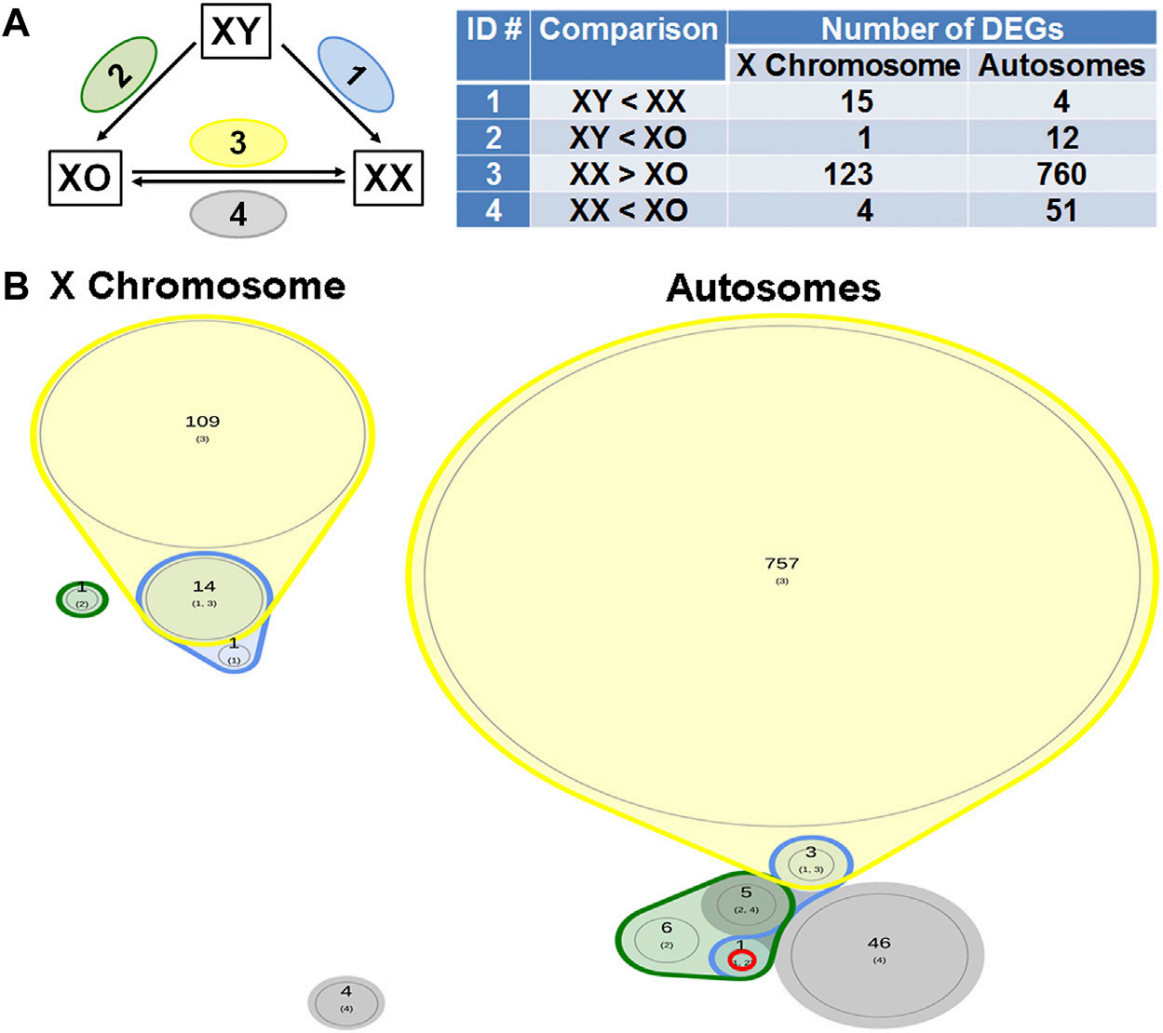
DEGs lower in XY oocytes than in XX or XO oocytes. **(A)** The total number of DEGs (*p* < 0.05, Log2FC > 1) in four comparison groups with focus on loss by the Y chromosome. **(B)** Venn plots to indicate the overlapping of DEGs among four comparison groups. Only one autosomal gene, *Larp6* on Chromosome 9 (ENSMUSG00000034839.5), was found in this category.

**FIGURE 10:**
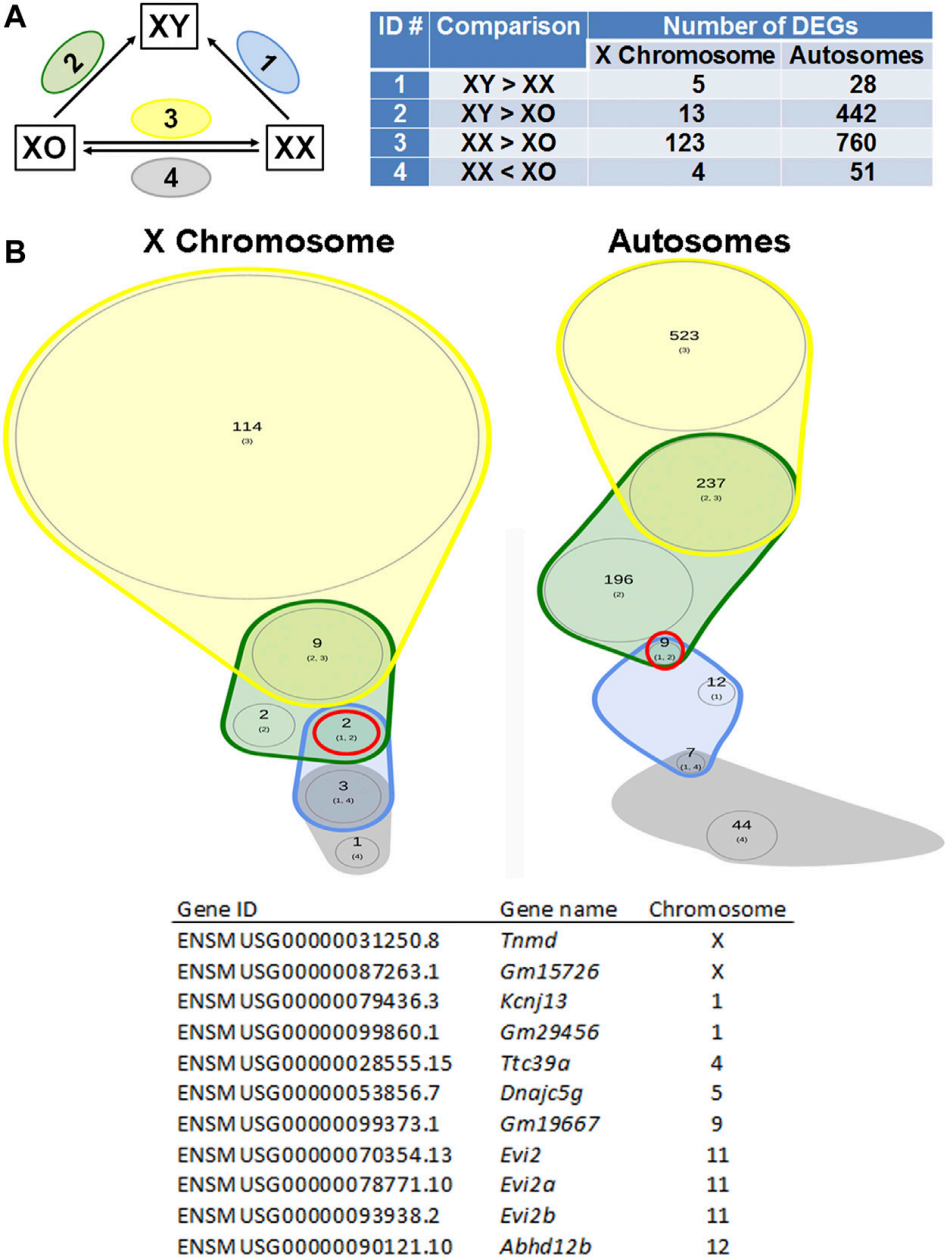
DEGs higher in XY oocytes than in XX or XO oocytes. **(A)** The total number of DEGs (*p* < 0.05, Log2FC > 1) in four comparison groups with focus on gain by the Y chromosome. **(B)** Venn plots to indicate the overlapping of DEGs among four comparison groups. Two X-linked genes and nine autosomal genes were found in this category as listed in the table.

### Changes in Gene Transcript Levels in XX, XO, and XY Oocytes During Follicular Growth

To determine when DEGs became differential among XX, XO, and XY oocytes during follicular growth, we compared the transcript levels of selected genes in the oocytes during the entire growth phase as well as at the end of growth phase (FG-oocytes) using quantitative RT-PCR (qRT-PCR). Since oocytes of different sizes were collected from ovaries at different ages for technical necessity, we compared the transcript levels in the oocytes of 40–50 μm at 8 and 12 dpp and those of 50–60 μm at 12 and 18 dpp, but the results were consistent (not shown) and combined.

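Ppia (ENSMUSG00000071866.12, chromosome 11 of GRCm38, 6415443 to 6419817) had 37.3 ± 8.82 (SD, n = 3) in XX oocytes, 96.6 ± 57.5 (SD, n = 3) in XO oocytes and 43.9 ± 4.21 (SD, n = 3) in XY oocytes in normalized CPM. It was lower in XX than in XO oocytes, with a log2 fold change of -1.37 (standard error 0.41, adjusted p = 0.203), and lower in XY than in XO oocytes (-1.14 (standard error 0.41, adjusted p = 0.485)), without a call between XX and XY (-0.24) by edgeR. Tubb5 (ENSMUSG00000001525.10, chromosome 17 of GRCm38, 35833921 to 35838306) had 13.9 ± 2.18 (SD, n = 3) in XX oocytes, 27.2 ± 9.70 (SD, n = 3) in XO oocytes and 15.9 ± 5.51 (SD, n = 3) in XY oocytes, with a log2 fold change of -0.96 (standard error 0.38, adjusted p = 0.243) between XX and XO oocytes by edgeR. With TMM scaling Ppia kept a log2 fold change of -0.88 and its call between XX and XO oocytes, and Tubb5 had -0.50 and was no longer called. With the 2 components as covariates, chosen after the data were seen, Ppia was called higher in XX than in XO oocytes (1.14) and Tubb5 was not called (0.37). The call of Ppia between XY and XO was lost without XO3 (-0.54) or XY2 (-1.06), and that of Tubb5 between XX and XO without XX2, XX3, XO2 or XO3.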

We first determined Cq values of *Ppia* and *Tubb5*, selected from most consistently highly expressed genes among XX, XO, and XY oocytes of 50–60 µm in the RNA-Seq data, using cDNA aliquots from pooled XY oocytes in biological triplicates (Supplementary Figure S3). Based on relative consistency in the Cq values throughout the oocyte growth, we chose *Ppia* for normalization of Cq values of other genes in each cDNA sample and qPCR amplification.

We then determined the transcript levels of three Y-linked genes, *Ddx3y*, *Uba1y*, and *Zfy1/2*, in XY oocytes (Supplementary Figure S4). *Ddx3y* encodes a protein with characteristics of Dead-box RNA helicase, which is dispensable for male fertility (Matsumura et al., 2019). *Uba1y* (also named *Ube1y*) encodes a protein with homology to a ubiquitin activating enzyme although its function remains unknown (Mazeyrat et al., 2001). *Zfy1* and *Zfy2* encode transcription factors possessing zinc finger domains and an acidic domain (Koopman et al., 1991; Decarpentrie et al., 2012). Because of the highly homologous sequences, we could not design primers to differentially amplify *Zfy1* and *Zfy2*, and the results of qRT-PCR indicate the sum of *Zfy1* and *Zfy2* transcript levels. Our qRT-PCR results showed that the transcript levels of *Ddx3y* and *Uba1y* were low in the oocytes of 20–30 μm, gradually increased with oocyte growth, and peaked in FG-oocytes. The transcript levels of *Zfy1/2* increased slightly in the oocytes from 40 to 60 µm but remained at low levels throughout the growth phase. This is the only case that did not agree with the results of RNA-Seq, in which the transcript levels of both *Zfy1* and *Zfy2* were as high as those of *Ddx3y* and *Uba1y*. 

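In the 3 XY samples, normalized CPM ranged from 74.6 to 172 for Zfy1, 72.1 to 167 for Zfy2, 106 to 226 for Ddx3y and 14.4 to 23.6 for Uba1y. The UMIs behind these values were 905, 881, 1222 and 162 over the 3 samples. The 2 Zfy genes share highly homologous sequences, so that the division of UMIs between them is uncertain.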

Quantitation of transcript levels by RNA-Seq should be more accurate since qRT-PCR is limited by the design of primers.

We selected *Eif2s3x* and *Atrx* to represent X chromosome dosage dependent X-linked DEGs and *Bmp15*, whose transcript levels were further decreased in XY oocytes than XO oocytes, in our RNA-Seq data. 

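The single samples of Eif2s3x had 133, 140 and 139 normalized CPM in XX, 59.5, 86.3 and 97.7 in XO and 60.9, 85.6 and 88.1 in XY oocytes. For Atrx, XX samples had 366, 310 and 256 and XY samples 230, 137 and 132. For Bmp15, the values were 904, 810 and 1068 in XX, 633, 864 and 1165 in XO and 367, 322 and 422 in XY samples, and the mean ratio to XX oocytes was 0.957 in XO and 0.399 in XY oocytes.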

*Eif2s3x* encodes a eukaryotic translation initiation factor (Ehrmann et al., 1998) while *Atrx* encodes a helicase of the SWI/SNF2 family of chromatin remodeling proteins and its transcripts are enriched in pericentromeric heterochromatins in pachytene oocytes as well as metaphase spermatogonia (Baumann et al., 2008; Levy et al., 2015; Lovejoy et al., 2020). Our qRT-PCR results showed that the transcript levels of *Eif2s3x* were stable in the oocytes from 20 to 60 µm and then drastically increased with further oocyte growth. The transcript levels of *Bmp15* and *Atrx* were very low in the oocytes of 30–40 µm and gradually increased with further oocyte growth and peaked in FG-oocytes. Transcript levels of all three genes were almost always significantly lower in XY oocytes than in XX oocytes all through the growth phase. Transcript levels in XO oocytes were also lower than those in XX oocytes although significant difference was not always found. At the end of growth phase, transcript levels of both *Bmp15* and *Atrx* in XY oocytes were lower than those in XO oocytes and only 13 and 21% of their respective levels in XX oocytes.

We chose *Kdm5b* as an autosomal gene whose transcript levels were higher in XY oocytes than XX or XO oocytes in the RNA-Seq data. 

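In the single samples, Kdm5b had 27.8, 22.4 and 17.7 normalized CPM in XX, 13.5, 18.1 and 35.0 in XO and 49.3, 67.4 and 83.3 in XY oocytes. The mean in XY was 2.95 times that in XX oocytes, and each XY sample lay above the 6 others (p = 0.0119, exact permutation test, two-sided). With each sample left out in turn, the log2 fold change between XX and XY stayed between -1.74 and -1.37. Scaling to spike-in totals, chosen after the data were seen, gave -1.07 without a call.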

*Kdm5b* (*Jarid1b*) encodes a histone demethylase of H3K4 involved in gene transcriptional activation (Zhang et al., 2016). *Kdm5b* is particularly interesting as it was the dominant transcripts among *Kdm5* homologs in the oocytes of growth phase, and specifically affected by the XY chromosomal complement (Figure 8). Five alternative splicing isoforms including up to 27 exons have been reported for *Kdm5b* (ENSMUSG00000042207.17) (Supplementary Figure S5A). We designed three sets of primers to cover the junctions of Exons 1–2, 13–14, and 26–27. Only the amplicon of Exons 26–27 was detectable in FG-oocytes while all sets of primers yielded amplicons of expected sizes in the total RNA from ovary and testis (Supplementary Figures S5B,C). In fact, the entire RNA-Seq data of *Kdm5b* showed consistent transcript levels corresponding only to Exons 23–27 in the oocytes of 50–60 µm (Supplementary Figures S5B). Our qRT-PCR results revealed that *Kdm5b* transcript levels were detectable at moderate levels in XX and XO oocytes while barely detectable in XY oocytes of 20–30 µm (Figure 11). *Kdm5b* transcript levels then decreased in both XX and XO oocytes and remained low in the oocytes of all genotypes until the levels in XY oocytes drastically increased to be significantly higher than those in XX or XO oocytes of 60–70 µm. No more difference was found between XO and XY FG-oocytes as the transcript levels in XY oocytes did not increase as much as in XO oocytes at the end of growth phase.

**FIGURE 11:**
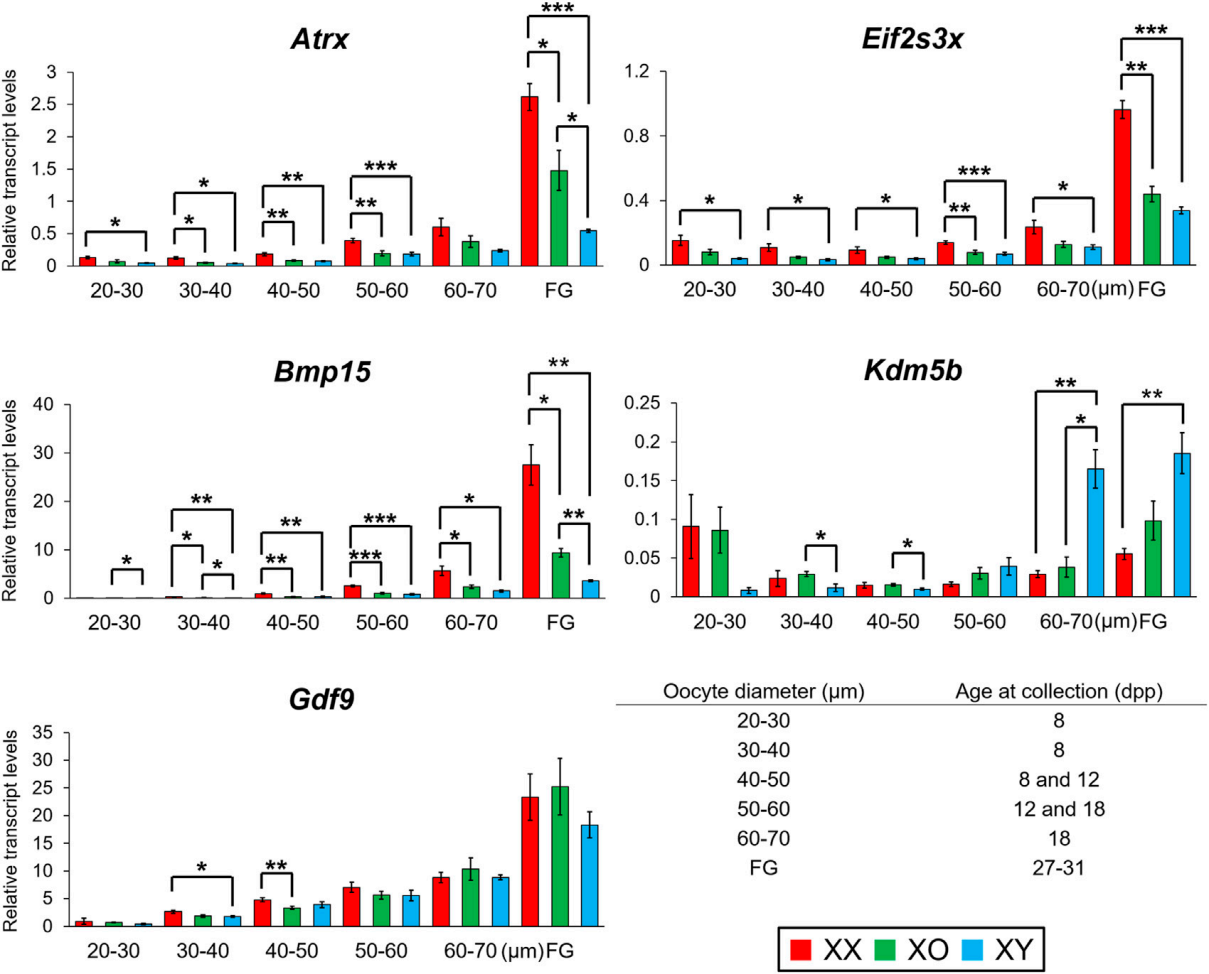
Changes in transcript levels of individual genes in XX, XO and XY oocytes during follicular growth. Transcript levels of X-linked and autosomal genes normalized to *Ppia* transcript levels. *, **, and *** indicate significance at *p* < 0.05, 0.01, and 0.001, respectively, among XX, XO, and XY oocytes of the same diameter by *t*-test.

We selected *Gdf9* as a gene whose transcript levels were not different among XX, XO, and XY oocytes of 50–60 µm in the RNA-Seq data. 

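Gdf9 (ENSMUSG00000018238.6, chromosome 11 of GRCm38, 53431023 to 53437904) had 281 ± 34.4 (SD, n = 3) in XX oocytes, 1213 ± 1088 (SD, n = 3) in XO oocytes and 283 ± 60.1 (SD, n = 3) in XY oocytes in normalized CPM, and the XO samples spread from 339 in XO1 to 2432 in XO3. The log2 fold change by edgeR was -0.01 (standard error 0.60, adjusted p = 1.00) between XX and XY, -2.11 (standard error 0.62, adjusted p = 0.203) between XX and XO and -2.10 (standard error 0.62, adjusted p = 0.485) between XY and XO oocytes. Both calls against XO held with each sample left out in turn and with TMM scaling (-1.54 between XX and XO). With the 2 components as covariates the log2 fold change between XX and XO was 0.32, without a call.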

*Gdf9* encodes a TGFβ superfamily member, known to be secreted by the oocyte to facilitate follicular growth beyond the primary follicle stage (Dong et al., 1996). Our qRT-PCR results (Figure 11) show that *Gdf9* transcript levels increased with oocyte growth to peak in FG-oocytes. Minor differences were recognized in the oocytes of small sizes, but no more difference was found among XX, XO, and XY oocytes of 50 µm or larger, in consistent with the RNA-Seq results.

### Enrichment of H3K4me3 in the Nuclei of XX and XY Oocytes

Oocytes undergo dynamic epigenetic modifications of histones as well as *de novo* DNA methylation during the growth phase (Lawrence et al., 2016; Gahurova et al., 2017; Stäubli and Peters, 2021). Methylation of specific lysine on histone H3 within a gene domain is associated with gene transcription, chromatin configuration and ultimately the competence of oocytes for embryonic development. For example, methyltransferase SETD2 is crucial for H3K36 trimethylation (H3K36me3) and consequent *de novo* DNA methylation while suppressing ectopic H3K4me3 and H3K27me3 during the oocyte growth (Xu et al., 2019). H3K4me3 in the gene promoter is generally associated with active transcription while H3K27me3 is associated with transcription repression and H3K9me3 causes constitutive heterochromatinization and gene silencing (Puschendorf et al., 2008). Furthermore, EHMT2 (G9A/GLP) is responsible for H3K9me2 affecting chromatin organization in oocytes (Yeung et al., 2019). The methylation status of each site is set on by the balancing act between lysine-specific methyltransferases and demethylases. We have already shown that *Kdm5b* encoding H3K4me3 demethylase was highly expressed in XY oocytes compared to XO or XX oocytes (Figures 8, 11). 

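A list of 108 histone and DNA methylation modifiers, which was fixed in advance, had 106 genes in the deposited counts, of which 77 could be tested. Between XX and XO oocytes 19 of them were called, 2 higher and 17 lower in XX. Between XX and XY oocytes 6 were called, with Kdm6a, Phf8, Hdac8 and Kdm5c higher and Kdm5b and Tet1 lower in XX, and between XY and XO oocytes 15, of which Kdm5b was higher and 14 lower in XY, or 23 with the replicate number as a block. By edgeR, 0 passed in each of the 3 comparisons when adjusted over all genes, and 0 in each when adjusted over the list alone. TMM scaling called 5, 7 and 5, with 1, 3 and 1 adjusted over the list alone. With sva covariates 35, 18 and 34 were called, and 30, 12 and 26 passed when adjusted over the list alone. In the batch-regressed values limma called 34, 24 and 38, with 32 of the 34 higher in XX than in XO oocytes. For these counts, chance could not be excluded from splits of 3 samples against 3. Hdac8 (ENSMUSG00000067567.12, chromosome X of GRCm38, 102284639 to 102505359) had 34.7 ± 6.42 (SD, n = 3) in XX oocytes, 15.8 ± 5.27 (SD, n = 3) in XO oocytes and 14.5 ± 2.96 (SD, n = 3) in XY oocytes in normalized CPM, with a log2 fold change of 1.25 (standard error 0.33, adjusted p = 0.425) between XX and XY oocytes by edgeR.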

We interrogated other genes known to be involved in histone modifications, but none was found among the DEGs in our RNA-Seq data. To examine whether the higher transcript levels of *Kdm5b* in XY oocytes reflected into histone modifications, we immunofluorescence-stained for H3K4me3 in XX and XY oocytes of 50–70 µm and at the FG-stage (Figure 12). The results showed that H3K4me3 was enriched in patches over the nuclei of XX and XY oocytes in the growth phase (Figure 12A). H3K4me3 staining intensity on average in XY oocytes was significantly lower than that in XX oocytes of 50–60 or 60–70 µm. Furthermore, H3K4me3 staining intensity increased in XX oocytes from 50–60 to 60–70 µm while it failed to do so in XY oocytes (Figure 12C). In both XX and XY FG-oocytes, strong H3K4me3 signals were observed along the condensed chromatin around the nucleuolus (Figure 12B). However, the total H3K4me3 signals over the nucleus was significantly lower in XY FG-oocytes than in XX FG-oocyte (Figure 12D). These results indicate that the higher transcript levels of *Kdm5b* were associated with lower H3K4me3 accumulation in the XY oocyte nucleus in the late growth phase.

**FIGURE 12:**
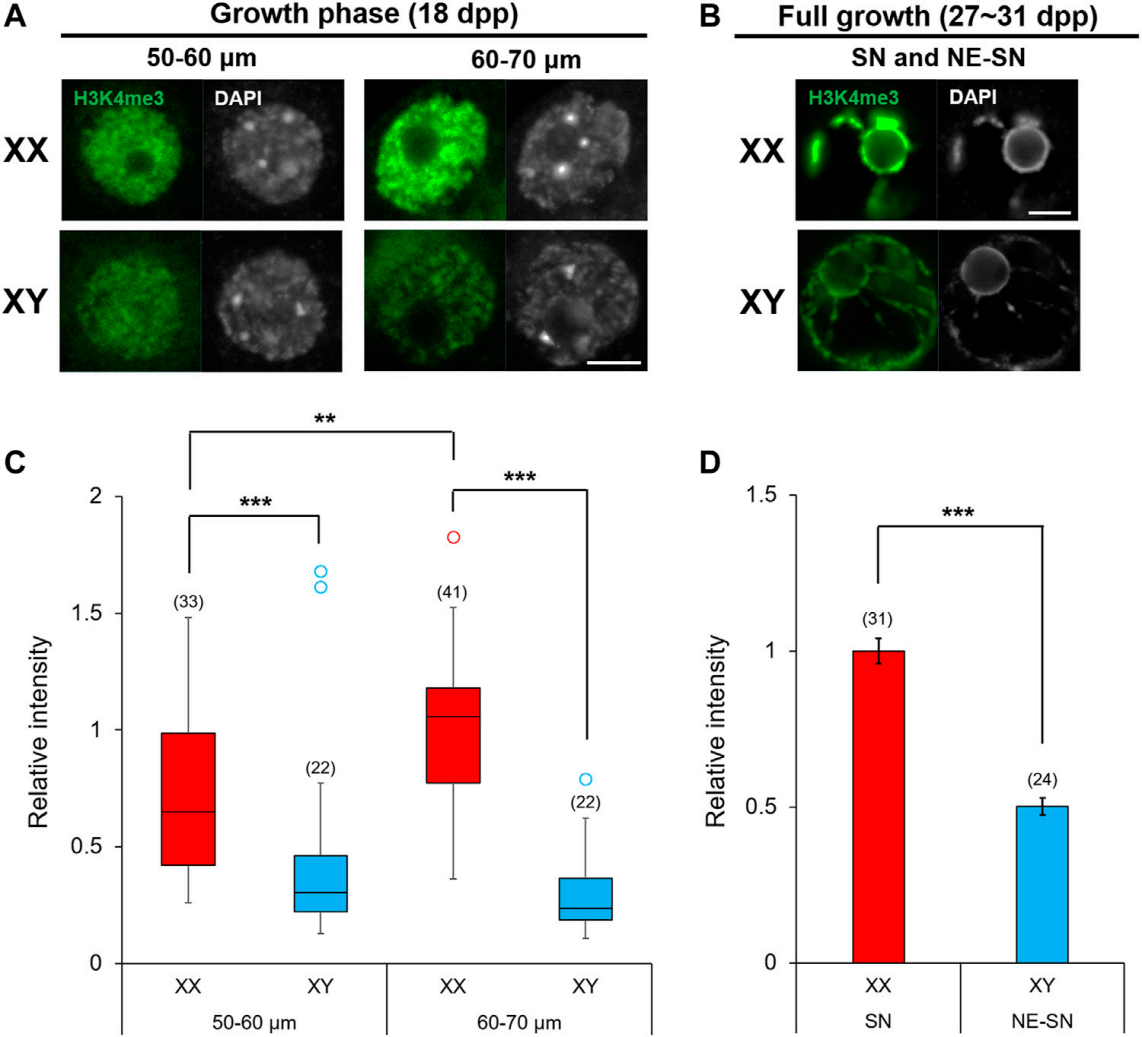
Enrichment of H3K4me3 in XX and XY oocytes in the growth phase. **(A,B)** H3K4me3 immunoflourescence staining in the nuclei of oocytes in the late growth phase and at full growth with DAPI counterstaining. Scale bar, 10 μm. **(C)** Relative intensity of H3K4me3 staining in the oocytes of growth phase. Each box plot indicates the median with 1st and 3rd quartiles. The thin vertical line indicates the range from minimum to maximum values. ° indicates outlier. The total number of oocytes examined is given above each column. ** and *** indicate statistical differences at *p* < 0.01 and 0.001, respectively, by Mann-Whitney U test. **(D)** Relative intensity of H3K4me3 staining in FG-oocytes. Each column indicates the mean ± SEM. The number of oocytes examined is given above each column. *** indicates statistical difference at *p* > 0.001, by Welch’s *t*-test.

## Discussion

An oocyte accumulates cytoplasmic components such as mRNAs and proteins during follicular growth to support the subsequent meiotic progression, fertilization, and early embryonic development in the absence of *de novo* transcription. However, how gene transcription is regulated during oocyte growth is not well understood. Our current study focused on the transcript levels of X- and Y-linked genes and their association with the genome-wide transcriptome in oocytes. The XY oocyte became abnormal in chromatin configuration, mitochondria distribution and the global *de novo* transcription near the end of growth phase. Therefore, we compared transcriptome among XX, XO and XY oocytes of 50–60 μm, where no difference was yet apparent in their morphology or *de novo* transcription activity. Our results revealed that the X chromosome dosage exerted dominant effects on the transcriptome in XO oocytes, whereas the presence of the Y chromosome or transcripts of Y-linked genes made the transcriptome in XY oocytes closer to that in XX oocytes. Nonetheless, XY oocytes established a distinct transcriptome at the end of growth phase.

### RNA-Sequencing Methods Used in This Study

To accommodate the limited quantity of RNAs from 30 oocytes per sample, we used Smart-seq3 protocol (Hagemann-Jensen et al., 2020). Version 2 of the protocol was already known to work well for single cells for a standard amount of 2 pg total RNA (Picelli et al., 2014). The new version of the protocol features a higher specificity and sensitivity by using a 5′UMI. The standard oligo-dTVN and Template Switching Oligo (TSO) primers were modified, enlarging from 8 to 12N UMIs, which accommodated a relatively larger than single-cell library complexity of our small bulk samples. Besides the existing 5′UMI which was used for our present data analysis, we introduced a 3′UMI in order to be able to keep compatibility with other single-cell quantification methods like 10xGenomics or our previous Nanopore data (Oikonomopoulos et al., 2016). The 3′ end can also be sequenced by using same Nextera Tn5 binding site. Sequencing of both ends allowed for accurate PCR primer design of maximally spanning isoforms, being able to match both transcription start and end sites (TSS/TES).

### Transcription of X-Linked Genes in XX, XO, and XY Oocytes

X and Y chromosomes have evolved from a pair of ancestral autosomes associated with the acquisition of the *SRY* male determining gene on the Y chromosome in mammals (Nagai, 2001; Wallis et al., 2008). While the X chromosome has retained most of its ancestral genes, the Y chromosome has lost most (Soh et al., 2014). This loss of ancestral genes from the Y chromosome led to a disparity in the dosage of X-linked versus autosomal genes between the two sexes and rendered compensation in two ways during evolution. While X-linked genes get upregulated to balance the output of X-linked and autosomal genes in XY somatic cells (X-linked gene dosage compensation), one of the two X chromosomes is inactivated (X inactivation) to balance the output of X-linked genes in XX somatic cells (Deng et al., 2013). However, neither mechanism operates in the germline (Fukuda et al., 2015; Sangrithi et al., 2017) (this study). In the mouse, when the germ cells arrive at the gonadal primordia and initiate sexual differentiation, they display both X-linked gene dosage compensation and X chromosome inactivation like somatic cell lines. Therefore, the X:A ratio is 1.0 in all XX, XO, and XY oogonia. However, when the inactive X chromosome is reactivated in XX oocytes at the onset of meiosis, the X:A ratio transiently increases to 1.7 and then declines to 1.0 in neonatal ovaries, while that in XO oocytes declines to 0.5. Since the two X chromosomes remain transcriptionally active in XX oocytes, transcript levels of X-linked genes appear to be adjusted to those of autosomal genes by suppressing the transcription of both X chromosomes. Such manner of sex chromosome dosage compensation is known in human preimplantation embryos as well as non-mammalian species such as *Drosophila* and *C. elegans* (Parkhurst and Meneely, 1994; Charlesworth, 1996; Soh et al., 2014; Petropoulos et al., 2016).

Our current results revealed two types of X-linked gene dosage compensation in the oocytes of the growth phase. For the genes with low transcript levels, the X:A ratio remained 1.0 in XX oocytes while it was increased to 1.0 in XO and XY oocytes. It appears that the X-linked gene dosage compensation is transiently lost in fetal and neonatal oocytes, but it is resumed in XO and XY oocytes during the resting stage or upon the entry into the growth phase. For the genes with high transcript levels, however, the X:A ratio increased to match the double X chromosome dosage in XX oocytes. Our RNA-Seq results identified 180 X-linked genes at lower transcript levels in XO or XY oocytes than XX oocytes with their ratios clustered around 0.47 along the entire X chromosome. Our qRT-PCR results revealed that *Eif2s3x*, *Bmp15*, and *Atrx* genes maintained the X chromosome dosage dependence during the entire oocyte growth. Thus, some X-linked genes appeared to be relieved from repression to enhance their transcription in XX oocytes during follicular growth. While XO oocytes maintained a half dosage of X-linked genes compared to XX oocytes until the end of growth phase, transcript levels of *Bmp15* and *Atrx* did not increase in XY oocytes as much as XO oocytes. The premature termination of *de novo* transcription in XY oocytes may have contributed to this difference. Alternatively, since FG-oocytes have a unique mechanism to store mRNAs, XY oocytes may have a limited capacity in such a storage mechanism.

### Transcription of Y-Linked Genes in XY oocytes

Mammalian Y chromosomes used to be considered heterochromatic and gene poor. However, the male-specific region of the Y chromosome (MSY) of the B6 mouse strain has now been fully sequenced and turned out to be 99.9% euchromatic and encodes about 700 proteins (Soh et al., 2014). The mouse MSY retains only 2% of ancestral genes while all but 45 of the MSY’s genes were newly acquired and massively amplified during evolution, and consist of three major Y gene families, *Sly* and *Srsy* and *Ssty* (Bishop and Hatat, 1987; Prado et al., 1992). These Y gene families have X homologs that were also newly acquired and amplified on the X chromosome (Soh et al., 2014). Of the ancestral genes, a 1.6 Mb region on the short arm contains seven single-copy genes, *Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uba1y*, *Uty*, *Usp9y*, *Sry* and a pair of duplicated genes, *Zfy1* and *Zfy2* (Bellott et al., 2014). The remaining 0.4 Mb is ampliconic and contains one gene family *Rbmy*. Many of these ancestral genes are ubiquitously expressed, consistent with the speculation that surviving ancestral genes are widely expressed and regulate dosage-sensitive gene expression (Lahn and Page, 1997; Bellott et al., 2014). In our study, all these genes except for *Usp9y*, *Sry*, and *Rbmy* were transcribed at high levels in the XY oocytes of 50–60 µm. By contrast, the newly acquired ampliconic gene families on the long arm, *Sly*, *Ssty*, and *Srsy*, which are reported to be expressed predominantly in the male germline (Toure et al., 2004; Reynard and Turner, 2009), were undetectable in XY oocytes. However, other newly identified but poorly characterized genes on the Y long arm were transcribed at moderate levels in XY oocytes. These genes may be allowed for expression due to a lack of repressive regulators in oocytes. It remains to be determined whether Y-linked genes on the long arm exert biological activities in the oocyte.

*Zfy2* was a candidate Y-linked gene for making the XY oocyte incompetent for embryonic development (Vernet et al., 2016). Both *Zfy1* and *Zfy2* are known to play critical roles in spermatogenesis and spermiogenesis (Vernet et al., 2014a; Vernet et al., 2016; Nakasuji et al., 2017). Furthermore, expression of exogenous *Zfy2*, but not *Zfy1*, in a XO female mouse on a mixed genetic background makes their oocytes incompetent for embryonic development (Vernet et al., 2014b). However, these studies used mice carrying the *Mus musculus molossinu*-type *Zfy2*, which harbors an 18 bp deletion compared to *Zfy1* (Nagamine et al., 1990). By contrast, *Mus musculus domesticus*-type *Zfy2* in the XY female used in this study harbors no such deletion, and none of the minor polymorphic differences (one or two consecutive nucleotide changes) between *Zfy1* and *Zfy2* would contribute to a functional difference. In our RNA-Seq data, both *Zfy1* and *Zfy2* were highly expressed in XY oocytes of 50–60 µm. However, qRT-PCR results showed rather low *Zfy1*/*Zfy2* transcript levels throughout the oocyte growth. Our current results do not exclude but do cast doubt on the contribution of *Zfy2* to the cytoplasmic defects of XY oocytes carrying the Y^TIR^ chromosome.

### Sex Chromosome Dosage Dependent DEGs

We presumed that XY oocytes are inferior to XO oocytes because of the presence of the ectopic Y chromosome and their failure to support embryonic development. However, our current results do not concur with this simplistic prediction. The transcript levels of the one thirds of autosomal DEGs were comparable between XX and XY oocytes but significantly lower in XO oocytes of 50–60 µm. XO oocytes appear to accumulate sufficient mRNAs by the end of growth phase to become competent for embryonic development. Nonetheless, the haplo-insufficiency of many gene products during the growth phase may make XO oocytes more vulnerable to genetic manipulations than XX oocytes. As discussed above, expression of a *Zfy2* transgene causes infertility in XO but not in XX female mice (Vernet et al., 2014b). Our current results show that the transcriptome landscape in XO oocytes is far off that in XX oocytes, more so than in XY oocytes of 50–60 µm. We predicted that the haplo-deficiency in essential X-linked genes was compensated by their Y-linked homologs to make XY oocytes closer to XX oocytes. In general, transcript levels of X homologs corresponded to the X chromosome dosage while those of Y homologs raised the sum in XY oocytes to match that in XX oocytes. Whether X and Y homologs share biological activities with comparable potencies in oocytes remain to be tested.

An interesting case is the genes in the PAR of sex chromosomes. In theory, these genes must behave like autosomal genes. However, two Y-linked genes within the PAR (*Gm21742* and *Mid1-ps1*) and one X-linked gene at the PAR boundary (*Mid1*) were transcribed at much higher levels in XY oocytes than in XX oocytes of 50–60 µm. Their transcript levels in XO oocytes were slightly higher than in XX oocytes, but still much lower than in XY oocytes. Thus, some genes within the PAR did not act like autosomal genes in oocytes. This phenomenon appears to be unique to the PAR since X-linked *Piga* and Y-linked *Gm21294* proximal to the PAR were transcribed as expected; X chromosome dosage dependent and XY specific, respectively. We speculate that the higher order structure or position of the Y chromosome in the XY oocyte nucleus may have favored high transcript levels of genes in the PAR.

### Oocyte-Specific Alternative Splicing of *Kdm5b*

Most of multiexon-containing genes are subject to alternatively splicing. RNA-Seq data provide a great opportunity to identify oocyte-specific splicing isoforms. In our current study, we found such an example for *Kdm5b*. KDM5B, which catalyzes H3K4 demethylation, is presumed to be a transcriptional repressor since H3K4me3 is enriched at transcriptional start sites of active genes (Santos-Rosa et al., 2002; Schneider et al., 2004). However, the role of KDM5B in gene transcription is more complex and depends on cell type and stage. For example, depletion of KDM5B leads to lower H3K4me3 levels in promoter regions and higher H3K4me3 levels in gene body regions in mouse embryonic stem cells (He and Kidder, 2017). Consequently, KDM5B plays an integral role in regulating RNA Polymesase II occupancy, transcriptional initiation and elongation, and alternative splicing of target genes. In our current study, we found a novel oocyte-specific *Kdm5b* isoform, which was upregulated in XY oocytes near the end of growth phase. This isoform includes the catalytic domain and has the potential to exert the demethylase activity. The results with immunofluorescence staining indicated that the higher levels of *Kdm5b* transcript levels reflected into lower enrichment of H3K4me3, the target of KDM5B, in the nucleus of XY oocytes compared to XX oocytes during the growth phase.

### Genes That Are Not Differentially Expressed

It is important to note that some genes which are known to play critical roles in the development of oocyte competence were not differentially expressed among XX, XO, and XY oocytes in our current study. Examples are *Gdf9* and *Tgf-β*, two oocyte secretory factors that are essential for proliferation, differentiation, and metabolism of surrounding follicular cells; *Gja1*, *Gja4*, *Cdh1*, *Cdh2*, and *Ptk2*, which are involved in the oocyte-granulosa cell communication; and *Zfp36l2*, which is important for global transcriptional silencing. 

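Tgf-β was read as Tgfb1, Tgfb2 and Tgfb3. Tgfb2 (ENSMUSG00000039239.14, chromosome 1, 186622792 to 186705989) had 1484 ± 350, 1313 ± 343 and 1496 ± 565 normalized CPM in XX, XO and XY oocytes (mean and SD), Tgfb3 (ENSMUSG00000021253.7, chromosome 12, 86056745 to 86079041) 47.1 ± 5.79, 58.6 ± 18.9 and 57.1 ± 5.43, and neither was called in any comparison by edgeR. Tgfb1 (ENSMUSG00000002603.15, chromosome 7, 25687002 to 25705077) was below the filter for the test, as were Gja1 (ENSMUSG00000050953.10, chromosome 10, 56377330 to 56402513) and Gja4 (ENSMUSG00000050234.7, chromosome 4, 127311421 to 127314039), with 0.780 ± 0.722, 10.8 ± 11.3 and 0.969 ± 1.424 for Gja4. Cdh1 (ENSMUSG00000000303.12, chromosome 8, 106603351 to 106670246) had 43.2 ± 7.46, 51.5 ± 19.9 and 35.8 ± 10.0 without a call by edgeR. Cdh2 (ENSMUSG00000024304.14, chromosome 18, 16588877 to 16809246) had 3.05 ± 1.32, 20.3 ± 19.1 and 4.45 ± 1.10, and was lower in XX than in XO (log2 fold change -2.69 (standard error 0.75, adjusted p = 0.203)) and in XY than in XO oocytes (-2.17 (standard error 0.73, adjusted p = 0.485)) by edgeR. The second call was lost without XO3 (-1.14) or XY2 (-1.99). Ptk2 (ENSMUSG00000022607.15, chromosome 15, 73205333 to 73423280) had 8.59 ± 1.73, 14.8 ± 5.78 and 9.98 ± 3.75 without a call, and without XO1 it was lower in XX than in XO oocytes (-1.07). Zfp36l2 (ENSMUSG00000045817.8, chromosome 17, 84183931 to 84187947) had 11.1 ± 0.321, 14.5 ± 6.94 and 12.1 ± 3.66, with log2 fold changes of -0.40 (standard error 0.40, adjusted p = 0.593) between XX and XO and -0.12 (standard error 0.40, adjusted p = 1.00) between XX and XY oocytes by edgeR.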

TBP2, a TATA binding protein, is a central basal transcriptional regulator that drives cell type-specific features in the oocyte and is known to upregulate both *Gdf9* and *Bmp15* (Gazdag et al., 2009). However, we did not find a difference in the *Tbp2* transcript levels among XX, XO and XY oocytes, suggesting that the transcript levels of *Brmp15* were lower in XY oocytes due to the X chromosome dosage rather than availability of transcription factors. 

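Tbp2 was read as Tbpl2 (ENSMUSG00000061809.8, chromosome 2 of GRCm38, 24071721 to 24096595). It had 34.7 ± 14.4 (SD, n = 3) in XX oocytes, 38.5 ± 28.3 (SD, n = 3) in XO oocytes and 26.6 ± 12.0 (SD, n = 3) in XY oocytes in normalized CPM. The log2 fold change by edgeR was -0.15 (standard error 0.56, adjusted p = 0.895) between XX and XO, 0.38 (standard error 0.56, adjusted p = 1.00) between XX and XY and -0.54 (standard error 0.56, adjusted p = 0.725) between XY and XO oocytes. With sva covariates it was called lower in XY than in XX oocytes (log2 fold change of XX against XY 0.46) and lower in XY than in XO oocytes (-0.65).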

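Of the genes for DNA methylation, Tet1 (ENSMUSG00000047146.17, chromosome 10 of GRCm38, 62804570 to 62908996) had 5.84 ± 1.89 (SD, n = 3) in XX oocytes, 27.0 ± 14.7 (SD, n = 3) in XO oocytes and 14.4 ± 3.24 (SD, n = 3) in XY oocytes in normalized CPM. It was lower in XX than in XO (log2 fold change -2.19 (standard error 0.48, adjusted p = 0.203)) and XY oocytes (-1.29 (standard error 0.47, adjusted p = 0.713)) by edgeR. Dnmt3a (ENSMUSG00000020661.15, chromosome 12 of GRCm38, 3806007 to 3914443) had 27.7 ± 4.38 (SD, n = 3) in XX oocytes, 59.3 ± 38.5 (SD, n = 3) in XO oocytes and 33.1 ± 8.74 (SD, n = 3) in XY oocytes and was called between XX and XO oocytes alone (-1.09 (standard error 0.49, adjusted p = 0.276) by edgeR). Tet3 (ENSMUSG00000034832.15, chromosome 6 of GRCm38, 83362373 to 83459084) had 99.7 ± 15.9 (SD, n = 3) in XX oocytes, 173 ± 30.3 (SD, n = 3) in XO oocytes and 85.6 ± 19.2 (SD, n = 3) in XY oocytes and was called between XX and XO (-0.79 (standard error 0.29, adjusted p = 0.227)) and between XY and XO oocytes (-1.01 (standard error 0.29, adjusted p = 0.485) by edgeR). These 3 genes are named after their values were seen.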

Finally, other than *Kdm5b*, none of the genes involved in post-translational histone modifications or DNA methylation were among the DEGs. Such results are consistent with our previous finding that the nucleus of XY FG-oocytes can generate healthy pups after its transfer into the XX oocyte cytoplasm (Obata et al., 2008).

### Abnormal Morphological and Transcriptional Features in XY Oocytes at the End Of Growth Phase

Near the end of growth phase, XY oocytes exhibited abnormal chromatin configuration and mitochondria distribution, associated with premature silencing of *de novo* transcription. We speculate that all the morphological abnormalities observed in XY FG-oocytes are due to the altered gene transcription during the growth phase. We cannot pinpoint a gene or genes in this effect. However, X-linked *Bmp15* particularly attracted our attention. Its transcript levels initially corresponded to the X chromosome dosage, however, while they rapidly increased in XX oocytes with further growth, they increased much slowly in XY oocytes and their difference reached 9:1 at the end of growth phase. *Bmp15* encodes a TGFβ family member, known to be secreted by the oocyte to promote proliferation and glucose metabolism in the neighboring granulosa cells (Yan et al., 2001; Su et al., 2004; Sugiura et al., 2007). Since oocytes do not express the glucose transporter, they rely on the supply from the granulosa cells of glycolysis intermediates such as lactate and pyruvate for ATP production by mitochondria (Su et al., 2004; Su et al., 2008; Sutton-McDowall et al., 2010). Glucose metabolism through the pentose phosphate pathway is also crucial for the antioxidant defense and nucleotides supply in the oocyte (Richani et al., 2021). Our previous study has indeed shown that XY FG-oocytes produce lesser amounts of paracrine factors that regulate glycolytic gene expression in its companion granulosa cells, resulting in lower ATP contents in both granulosa cells and the enclosed oocyte (Xu et al., 2014). It is possible that low BMP15 levels indirectly affected global metabolism and gene transcription in XY oocytes during the growth phase.

*Larp6* was the only gene to be found with lower transcript levels in XY oocytes compared to XX and XO oocytes of 50–60 µm in our RNA-Seq data. LARPs are a family of evolutionarily conserved RNA-binding proteins with diverse functions including tRNA processing, non-coding RNA metabolism, ribosomal biogenesis and mRNA translation (Maraia et al., 2017). Therefore, the low LARP6 levels may have contributed to the premature silencing of global gene transcription in XY oocytes. LAPR6 is also known to play a key role in mRNA translocation and translation at the protrusion of mesenchymal cells in culture (Dermit et al., 2020). Although the oocyte does not protrude, its surrounding follicular cells send numerous transzonal projections to the oocyte for exchanging molecules and metabolites (El-Hayek et al., 2018). It would be an attractive possibility that low *Larp* transcript levels are associated with poor communication with follicular cells and consequent lower metabolic supply.

By contrast, X-linked *Tnmd* was found to be transcribed at higher levels in XY oocytes than XO and XX oocytes in our RNA-Seq data. *Tnmd* encodes a type II transmembrane protein, which has potent anti-angiogenic activity necessary for cartilage and retina differentiation (Shukunami et al., 2005). *TNMD* is also highly expressed in human adipose tissue and involved in insulin resistance and glucose metabolism (Senol-Cosar et al., 2016). Altered expression of this gene may also have indicated abnormal metabolism in XY oocytes.

The unusual chromatin configuration in XY FG-oocytes puzzled us. It is known that the transition from NSN- to SN-type chromatin configuration is accompanied by a dynamic relocation of centromeres towards close apposition with the perinucleolar heterochromatin rim (de la Fuente et al., 2004a; Bonnet-Garnier et al., 2012). However, in addition to SN- and PSN-type condensation, XY oocytes exhibited chromatin condensation along the nuclear envelop, which was never seen in XX or XO oocytes. It has been reported that the perinucleolar centromere accumulation involves chromatin remodeling proteins such as ATRX (de la Fuente et al., 2004b). ATRX may have contributed to the abnormal chromatin configuration in XY oocytes since *Atrx* transcript levels in XY oocytes were lower than in XX oocytes throughout the growth phase and even lower (21%) at the end of growth phase. Lower ATRX accumulation may have allowed for the transcription of repetitive sequences such as transposable elements, which are normally repressed in oocytes. However, no ectopic expression or upregulation of genes near centromeres was found in XY oocytes in our RNA-Seq data.

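Genes were taken as near a centromere when they start within 10 Mb of the first 3 Mb of their chromosome, which holds no assembled sequence in GRCm38. Of 49 X-linked and autosomal genes that were higher in XY than in both XX and XO oocytes with a log2 fold change beyond 1, 1 (2.04%) lay in this range, against 7.47% (817) of the tested genes (p = 0.266, two-sided Fisher's exact test across genes). Without a limit on the fold change it was 4 of 81 genes. Within 5 Mb there were 0 of 49 genes, against 447 tested there (p = 0.268, Fisher's exact test), and 0 of 81 without a limit on the fold change. With sva covariates 1 of 77 genes lay within 10 Mb (p = 0.0293, Fisher's exact test), and with limma on the batch-regressed values 3 of 102 (p = 0.0876, Fisher's exact test). Without a limit on the fold change, TMM scaling gave 2 of 110 genes within 5 Mb and 6 of 110 within 10 Mb. Sva covariates then gave 4 and 14 of 338, and limma on the batch-regressed values 20 and 40 of 759. Transposable elements were not analysed here.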

The abnormal chromatin condensation along the nuclear envelop was frequently, but not always, accompanied by accumulation of mitochondria with high membrane potential surrounding the nucleus in XY FG-oocytes. For comparison, mitochondria were homogeneously distributed across the cytoplasm in XX and XO oocytes in agreement with previous reports (Dumollard et al., 2004; Al-Zubaidi et al., 2019). In our RNA-Seq data, none of mitochondrial genes were included in the DEGs in XY oocytes vs. XX and XO oocytes. However, mitochondrial function depends on the coordination of mitochondrial and nuclear genomes, the latter of which encode ∼1,000 proteins and have not yet been thoroughly interrogated in our study. 

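Of 37 genes of the mitochondrial chromosome in the deposited counts, 28 could be tested. By edgeR 0 of them differed between XX and XY and 0 between XY and XO oocytes at an unadjusted p below 0.05, and 2, mt-Tr and mt-Ts1, were lower in XX than in XO oocytes, both named after their values were seen. Without the filter on low counts edgeR called 5 of 37 genes between XX and XY and 3 between XY and XO oocytes, DESeq2 called 0 and 0 of 28, and limma 0 and 0 on log2(normalized CPM + 1). The samples in the fit mattered as well. Without XO1 edgeR called 9 genes, all lower in XX, between XX and XY and 3, all higher in XY, between XY and XO oocytes, and fits of only the 6 samples compared called 9 and 0. With the replicate number as a block 1 was called between XY and XO oocytes. Adjusting for covariates turned up more: with sva covariates edgeR called 22 genes between XX and XY, 21 of them lower in XX, and 7 between XY and XO oocytes, and limma on the batch-regressed values, chosen after the data were seen, called 19 and 5. The share of UMIs on mitochondrial genes was 4.55 ± 1.36% (SD, n = 3) in XX, 6.30 ± 5.92% in XO and 6.89 ± 3.52% in XY oocytes, with 13.1% in XO1. The exact permutation test (two-sided) gave p = 0.4 between XX and XY and p = 0.8 between XY and XO oocytes, and 3 samples against 3 could not have shown a difference.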

Mitochondrial activity, mediated by ATP production, affects histone modifications and transcription, and ultimately the developmental competence of oocytes (Van Blerkom, 2011; Matilainen et al., 2017). While all XY oocytes exhibited abnormal chromatin configuration, fewer oocytes showed abnormal mitochondrial distribution. Therefore, the altered mitochondrial distribution is more likely a consequence of other metabolic defects in XY oocytes. Nonetheless, further studies are needed to establish the hierarchical relationship between differential gene transcription, epigenetic modification, chromatin configuration and mitochondrial distribution, all of which appeared to be interrupted in the XY oocytes near the end of growth phase.

## Data Availability

The sequencing data, as well as full length coverage tracks, raw 5’UMI, and normalized expression matrices reported in this study have been deposited in the Gene Expression Omnibus website with accession code GSE184153.

# Supplementary material for: Effects of the Sex Chromosome Complement, XX, XO, or XY, on the Transcriptome and Development of Mouse Oocytes During Follicular Growth
**Source:** Front Genet. 2021 Dec 20;12:792604. doi: 10.3389/fgene.2021.792604
**Supplement:** Supplementary file 1

## Supplemental Materials

Effects of the sex chromosome complement, XX, XO or XY, on the transcriptome and development of mouse oocytes during follicular growth

Wataru Yamazaki, Dunarel Badescu, Seang Lin Tan, Jiannis Ragoussis and Teruko Taketo

Table S1: Primers for qRT-PCR

Figure S1: Reverse X chromosome dosage dependent differentially expressed genes

Figure S2: Ratio of the average transcript levels of all highly expressed X-linked genes in XO and XY oocytes against those in XX oocytes

Figure S3: Changes in transcript levels of *Ppia* and *Tubb5* in XY oocytes during follicular growth.

Figure S4: Changes in transcript levels of Y-linked genes in XY oocytes during follicular growth.

Figure S5: *Kdm5b* transcripts analyses in the oocytes of the growth phase.

Table S1. Primers for qRT-PCR

| Gene                     | Accession number                       | Primer sequences (5'-3')                           | Annealing temperature (°C) | Amplicon length (bp) |
|--------------------------|----------------------------------------|----------------------------------------------------|----------------------------|----------------------|
| <i>Ppia</i>              | NM_008907.2                            | CCACCGTGTCTTCGACATCA<br>CACCACCCTGGCACATGAA        | 58~62                      | 186                  |
| <i>Tubb5</i>             | NM_011655.5                            | GGCAACCAGATCGGTGCTA<br>TGAGCGAACGGAGTCCATAG        | 58                         | 198                  |
| <i>Ddx3y</i>             | NM_012008.2                            | CGCACAGGACGTGTAGGAAA<br>GAACGTCCACGGCTACTTCC       | 61                         | 173                  |
| <i>Uba1y</i>             | NM_001357043.1                         | CAGGAGCTGCAGAGTACCAG<br>AAGCAGCTTGTCTGGAGTAGG      | 58                         | 90                   |
| <i>Zfy1/2</i>            | Zfy1: NM_009570.4<br>Zfy2: NM_009571.2 | TGCCAGAATCAACTGTGAGGA<br>TGCAATTCATGGTAACTTCAGAGGA | 58                         | 94                   |
| <i>Bmp15</i>             | NM_009757.5                            | ACACAGTAAGGCCTCCCAGA<br>GGTAAACCACAGTGGCTCTGA      | 58                         | 105                  |
| <i>Eif2s3x</i>           | NM_012010.3                            | GTGAGGGTGGAGTGACTCTCG<br>CCATGAGCTACGTGACCAATTGTA  | 61                         | 148                  |
| <i>Atrx</i>              | NM_009530.2                            | TTGTGGACAGCAGGTCAATCA<br>ATCCATTCCATCTGAGTCACGG    | 62                         | 133                  |
| <i>Kdm5b</i><br>Exon 1-2 |                                        | CGAGCTGGGAAGAGTTCGC<br>GACATCACAAGCGAATGGTGG       | 61                         | 125                  |
| Exon 13-14               | NM_152895.2                            | CATGATCGAGGACGAGAAAGC<br>GCTCATCATCTGGCAACAGC      | 61                         | 98                   |
| Exon 26-27               |                                        | AAACTGAGTCACCCCAAGGA<br>GACCCAGTCCACCTCATCTC       | 58                         | 195                  |
| <i>Gdf9</i>              | NM_008110.2                            | ACAATACCGTCCGGCTCTTC<br>AGTGTTCATGGCAGTCACC        | 60                         | 126                  |

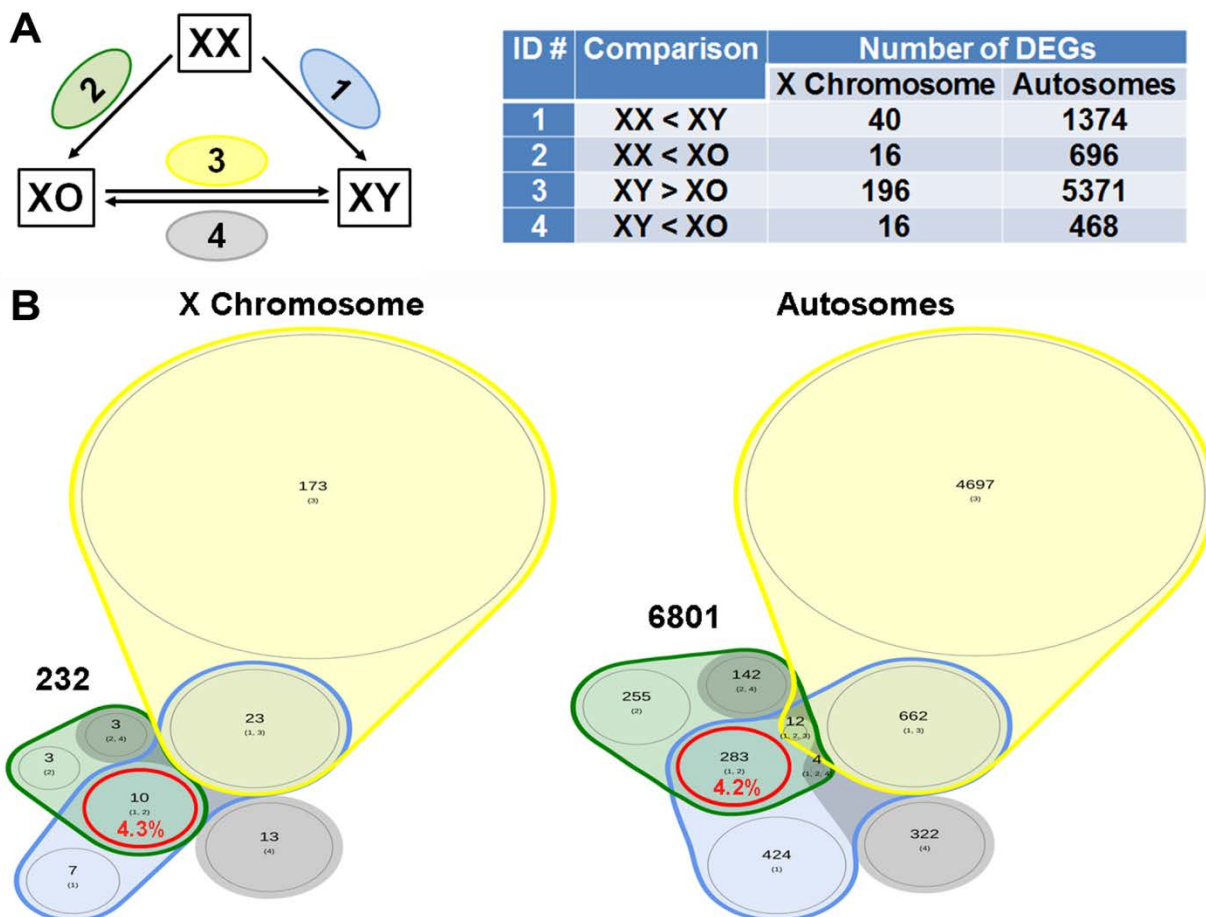

**Figure S1.** Reverse X chromosome dosage dependent differentially expressed genes. **A** The total number of DEGs ( $P < 0.05$ ) in four comparison groups with focus on loss by the second X chromosome. **B** Venn diagrams to indicate the overlapping of DEGs among four comparison groups. The red circle indicates DEGs lower in XX oocytes than XO and XY oocytes without difference between XO and XY oocytes.

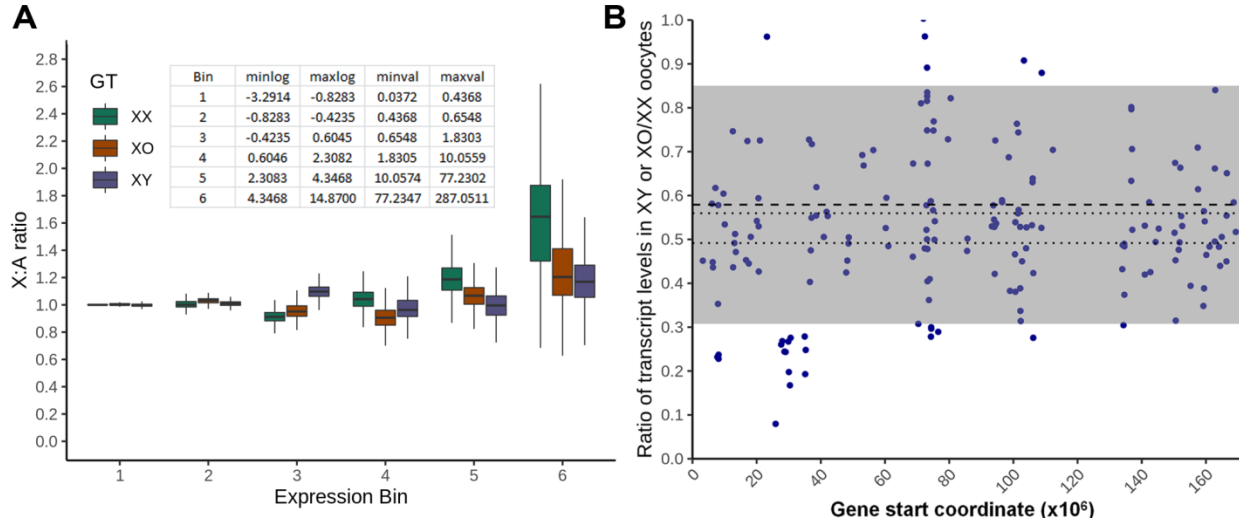

**Figure S2.** X-linked gene dosage compensation against autosomal gene transcript levels. **A** The ratio of X-linked vs autosomal gene transcript levels, evenly divided into 6 Bins according to their transcript levels. Each box plot indicates the median with 1st & 3rd quartiles. The thin vertical line indicates the range from minimum to maximum values. **B** Ratio of the average transcript levels of all highly expressed X-linked genes in XO and XY oocytes against those in XX oocytes (Bin6 in **S2A**). The X-axis indicates the distance from the proximal end of the X chromosome. The thick broken line indicates the median, thin broken lines indicate the confidence of median and the gray area indicates the median  $\pm$  SD.

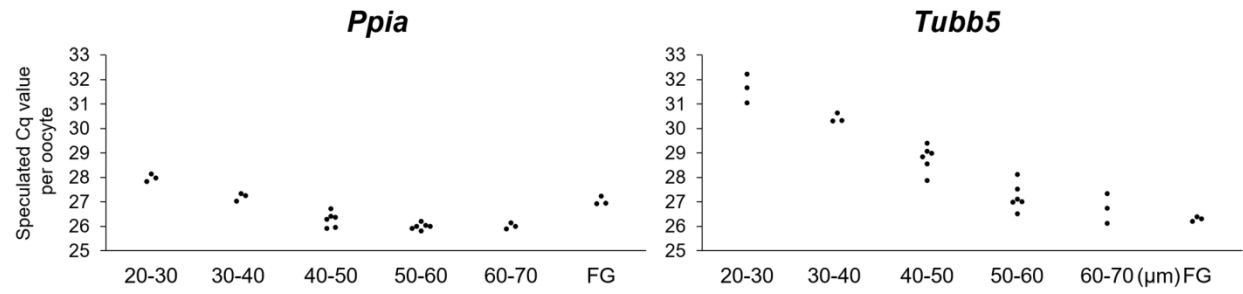

**Figure S3.** Changes in transcript levels of *Ppia* and *Tubb5* in XY oocytes during follicular growth. qRT-PCR Cq values detected in cDNA aliquots were adjusted to one XY oocyte of each diameter.

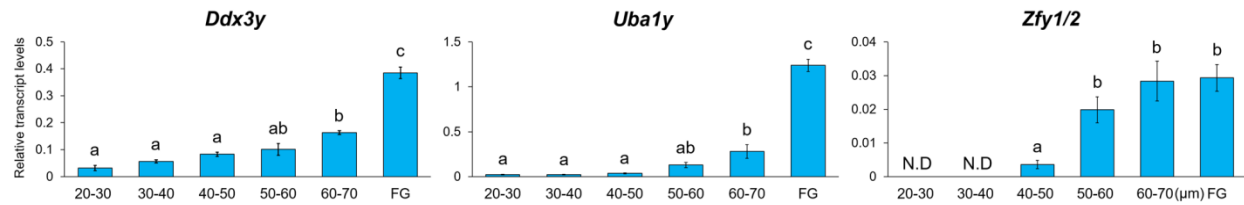

**Figure S4.** Changes in transcript levels of Y-linked genes in XY oocytes during follicular growth. Normalized to *Ppia* transcript levels. Different low case letters indicate significance at  $P < 0.05$  by one-way ANOVA followed by Tukey's honestly significant difference (HSD) test.

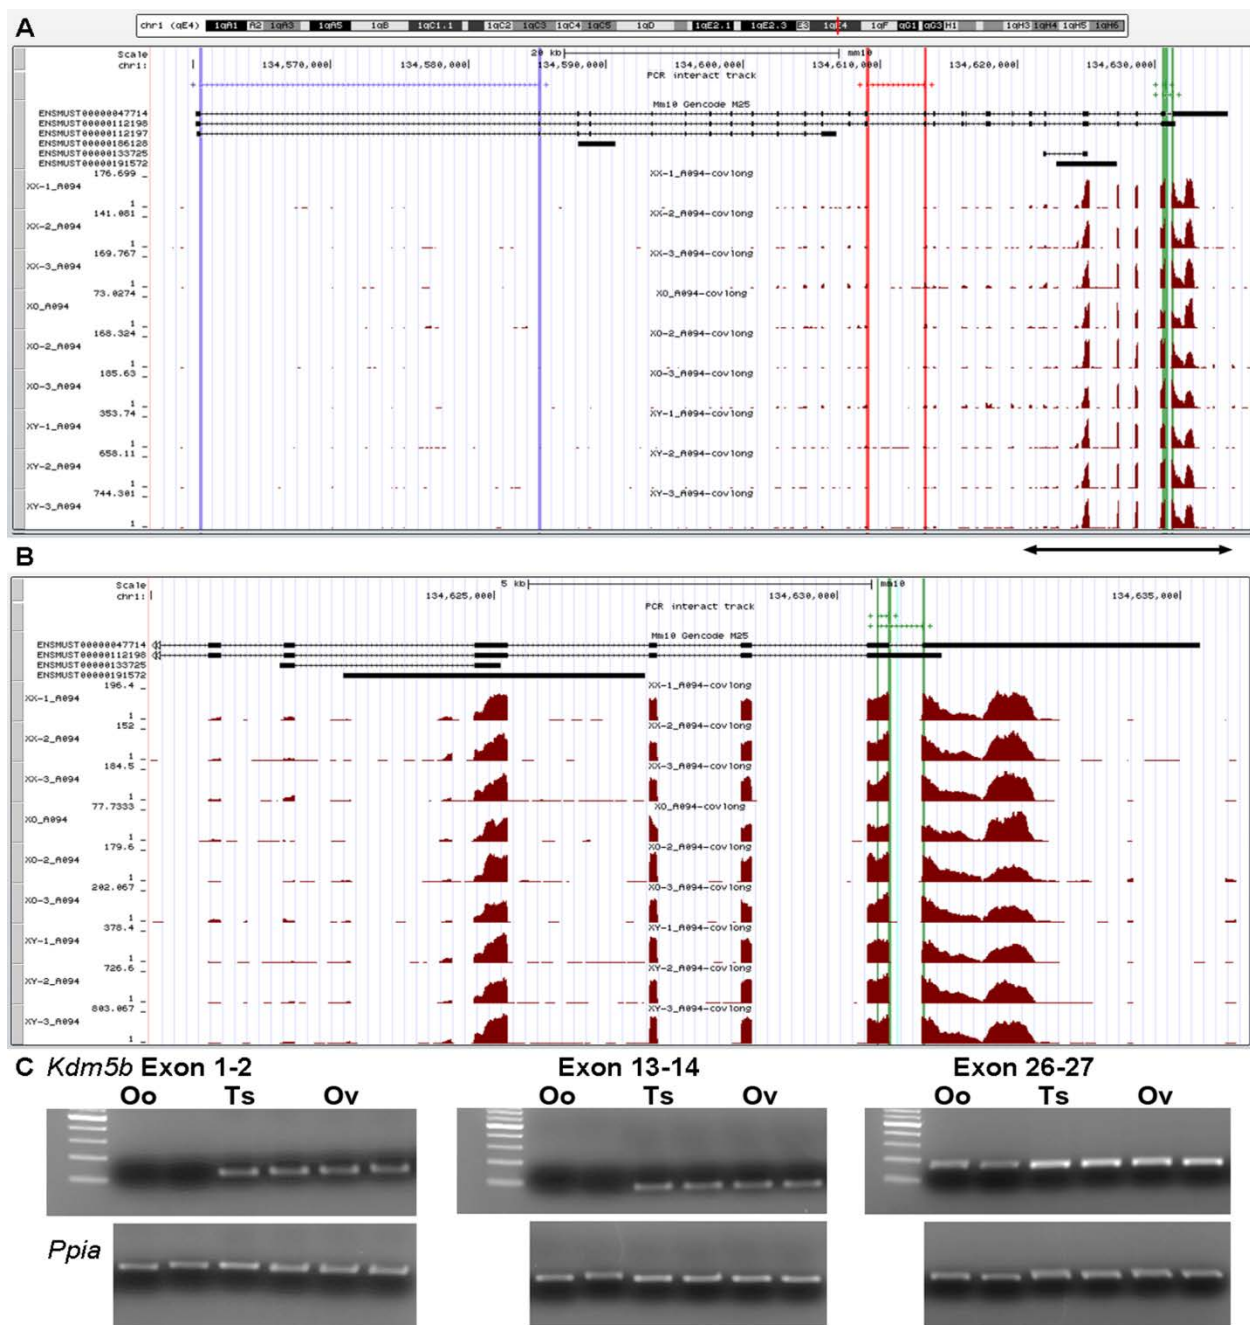

**Figure S5.** *Kdm5b* transcript analyses in oocytes in the growth phase. **A** RNA-Seq reads in the entire coding region. **B** Enlargement of the Exons 23-27 region indicated by arrows at the right bottom in **S5A**. **C** RT-PCR of *Kdm5b* and *Ppia* (control) in fully grown-oocytes (Oo), adult testes (Ts) and adult ovaries (Ov).

How the deposited data were processed for this re-analysis (not part of the article)

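The re-analysis covers 9 samples of mouse oocytes, 3 from XX, 3 from XO and 3 from XY females, as the sample labels and the methods of the paper group them. Each sample holds the RNA of 30 oocytes, 10 of 50–55 μm and 20 of 55–60 μm in diameter. The labels give 18 dpp as age. The XO column that carries no number was taken as XO1, since the other XO columns carry 2 and 3. No sample was left out, and the staining and qRT-PCR of the paper were not analysed here.

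The authors aligned stranded, paired-end reads with Hisat2 to GRCm38 and the Gencode transcriptome, kept reads of 5′ exons and deposited the number of UMIs per gene as counts. The deposited counts hold 28052 genes, 79 ERCC spike-ins and 1 further entry with 0 UMIs. A second matrix of 28051 genes holds a signal that the authors made from the counts with the spike-ins and call normalized CPM. When checked, each of its columns was the count column times 1 constant, the inverse of the gene total times the TMM factor of the ERCC spike-ins, and the factors computed here differed from the deposited ones by at most 6.7e-16. Its columns sum to between 802037 and 1422594, which follows from the factors alone. The factor of a sample is taken relative to its spike-in total, so the amount of RNA per spike-in does not enter it. The third matrix holds log2 values from which the authors regressed out batch effects with sva and cleaningY after scaling to the spike-ins. It was checked against log2 of the normalized CPM with 0.5 added, and 2 components across samples account for 99.9996% of the difference. These components are called the 2 recovered components, and the values of this matrix batch-regressed values.

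Genes were assigned to chromosomes by the deposited coordinates, with 1050 X-linked, 156 Y-linked, 37 mitochondrial and 26808 autosomal genes. Of the gene identifiers, 99.8% were found in Gencode vM21 (GRCm38), which gave GC content, length and strand, and 94.6% had the same coordinates there. Gene names are those of the deposited matrices.

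Each sample had between 2130145 and 3157338 UMIs on genes and between 18334 and 21044 genes with at least 1 UMI. Spike-ins made up between 0.204 and 0.862% of all UMIs, and in XX3, which had the fewest, they were 5388 UMIs. The lowest detectable amount was set at 3 UMIs over the 3 samples of a genotype, the upper 95% limit of a count of 0, and folds against genotypes without any UMI are lower bounds at this amount. It covers counting error and not the spread between pools.

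Differential expression was tested on counts with edgeR 4.0.16 (quasi-likelihood F test, filterByExpr with the genotype as group, all 9 samples in 1 fit with 1 mean per genotype) and the spike-in factors, which equal those of the authors. The 3 contrasts were XX against XO, XX against XY and XY against XO, all two-sided. Standard errors printed with edgeR were worked out as the absolute log2 fold change over the square root of F. The test itself gives none, so they are approximations, and rough ones at low counts. The threshold was an unadjusted p of 0.05, as in the paper, and counts after Benjamini-Hochberg adjustment stand beside them. A log2 fold change beyond 1 was asked for in addition where the paper does so in Figures 9 and 10. Overlaps of the resulting gene lists followed the Venn diagrams of the paper, where no difference means a p of at least 0.05. Gene sets were compared with Fisher's exact test across genes, which are not independent replicates.

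Values with 1 number per sample, such as X:A ratios, sums of homologs and the mitochondrial share, were compared by exact permutation tests, two-sided, which allow 84 splits of 3 against 6 samples and no p below 0.1 for 3 against 3. X:A ratios used genes with a mean of at least 1 normalized CPM, or 6 bins of equal size by mean level, and a bootstrap of 100 genes drawn 5000 times as in the paper. Ratios of X dosage dependent genes used geometric means per genotype. Similarity of samples used the Spearman coefficient over 500 genes of highest variance, and the scatterplots the Pearson coefficient of log2 values with a pseudocount of 1. The replicate numbers were checked for pairing by the correlation, across tested genes, of the deviations of samples from the means of their genotypes. For XO and XY samples with the same number it was 0.830, 0.278 and 0.773, so these were taken as paired by number. The pairing comes from these values alone, since neither the labels nor the paper say what a number marks, so it is an assumption. The block was fitted to all 9 samples. The short arm of the Y chromosome was taken to end at 3 Mb. Comparisons with other groupings of the samples used all 10 splits of 6 samples into 3 and 3, or 100 drawn groupings of the 9 samples.

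The following genes are named, by a rule fixed in advance. They are all genes that the paper names from its RNA-Seq data and, for each contrast, the 3 with the largest positive and the 3 with the largest negative log2 fold change among those with an edgeR adjusted p below 0.05, a mean of at least 10 normalized CPM over the 9 samples and no overlap between replicates. Genes outside this rule are said to be named after their values were seen. Lists of histone and DNA methylation modifiers and of markers of oocytes, granulosa cells, blood and stroma or endothelium were written in advance, and mitochondrial genes were taken from their chromosome.

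The procedure was tested on simulated data with the same filter, depth and spread, in which 200 of 10993 genes were changed or X-linked genes were halved. Genes were drawn independently of each other. The axis shared by the real samples, with 81.33% of the variance within genotypes, was not simulated, so the simulated rates need not hold for the real counts. At an unadjusted p of 0.05, edgeR called 64–65% of the changed genes and 85–89% of those changed 4-fold, and 4.78–4.84% of the unchanged genes. DESeq2 called 5.12–5.38% and limma 4.57–5.33% of the unchanged genes.

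Alternatives set in advance were TMM, DESeq2 size factors and total UMIs for scaling, no filter or a strict one (10 UMIs in at least 3 samples and a mean of at least 10 CPM), the DESeq2 1.42.0 Wald test, limma 3.58.1 on log2 values with pseudocounts of 1 and 0.1, surrogate variables (sva 3.50.0, which found 1), the replicate number as a block, fits of only 6 samples, each sample left out in turn, the adjusted threshold, a limit of 0.5 on the log2 fold change for no difference, and other limits for the values per sample. Chosen after the data were seen were scaling to the total of spike-in UMIs, the 2 recovered components as covariates in edgeR or limma, limma on the batch-regressed values with the tested or with all genes, an offset for the loess trend on GC content of each sample (span 0.3), and TMM scaling with sva covariates together. The fits on batch-regressed values do not account for the 2 components removed from them, so their spread is understated and their calls are too many.

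R 4.3.3, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used, with random seeds 1 and 20. Reads were not used here, so exon usage, splicing and transposable elements were not analysed. Near identical gene copies were left as the authors counted them, and their division of UMIs is uncertain.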

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

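All tests of this part were chosen after the result was seen. Groups of 3 samples, as here, were not tested for outliers.

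The first result concerns X-linked genes that the paper does not discuss. Between 25 and 36 Mb of the X chromosome, 14 genes were tested, and their median ratio of XO and XY to XX oocytes was 0.2811, below the 0.723 of the other 355 tested X-linked genes. In 12 of the 14 genes the ratio was below 0.5 and all 3 XX samples lay above the 6 others. Chance gives this order in 1.19% of genes, but the window was picked because of these genes, so the number is a description. The remaining 2, Dock11 (0.827) and Gm2223 (0.767), were not lower. Of the 12, Gm7437 is named by the rule, at 195 ± 13.7 (SD, n = 3) in XX, 34.9 ± 5.83 in XO and 44.2 ± 7.17 in XY oocytes in normalized CPM, and Dock11 and Gm2223 are named after their values were seen. The number of X chromosomes alone would give a ratio of 0.5.

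Several technical explanations are argued against by the tables. The normalization of the authors and the depth of the samples act on whole samples, so they leave the window relative to the other X-linked genes as it is, and this relative ratio was 0.3889. With TMM scaling the median ratios were 0.229 in the window and 0.589 outside. Choosing genes for their difference lowers ratios, but when genes of the window were chosen in 6 samples and measured in the 3 left out, the mean ratio was 0.2804 over 26 choices, against 0.2259 in the choosing samples. By the replicate number left out it was 0.379, 0.192 and 0.198, with medians of 0.448, 0.2096 and 0.1938. The window itself was picked in all 9 samples, so the samples left out are not independent of that choice. This test covers the choice of genes within the window and does not argue against an effect of choosing the window. A correction for GC content left the median log2 fold change between XX and XY oocytes at 1.894, where it had been 1.88, and gene length was not tested for this window. A strain difference on the X chromosome of XO oocytes would spare the XY oocytes, yet their median ratio to XX littermates was 0.2611, with 0.2995 in XO oocytes. The same sign was found under sva covariates, with median log2 fold changes of 1.55 for XO and 1.95 for XY oocytes. A mislabelled sample would leave its group divided, and no XO or XY sample reached an XX sample in the 12 genes. The unit is that of all other genes.

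Shared reads cannot be told apart from a change in transcription. Of the 14 genes, 13 have Gm or Rik symbols and many are members of multi-copy families, so the counting may divide UMIs among near identical copies. The low ratio is not a general property of such symbols, since the other 57 X-linked genes with them had a median of 0.899. What keeps this open is that only Dock11 in the window lacks such a symbol, and that the reads were not used here. The biological explanations that the design offers also stay open as untested. They are the number of X chromosomes and their parental origin. A candidate explanation is that these gene families respond to a second X chromosome by more than its dosage, which is a hypothesis from the same data.

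The second result is a signal of Y-linked genes in oocytes without a Y chromosome. Gm20775, named after its values were seen, took 169 UMIs in XX, 94 in XO and 145 in XY oocytes, or 18.8 ± 3.26 (SD, n = 3), 16.5 ± 8.49 and 18.2 ± 8.21 in normalized CPM, where 3 UMIs are taken as the lowest detectable amount. XY oocytes mixed into the XX and XO pools, or swapped samples, would bring all Y-linked transcripts alike. The mean of Gm20775 in XX and XO over that in XY oocytes was 0.9701, whereas the sum of the other 19 tested Y-linked genes gave 0.0512. Of these 19, 12 had a ratio below 0.1, among them 8 without any UMI in XX and XO oocytes. Gm20775 was not alone, since 4 had a ratio above 0.5, namely Gm21739 (0.876), Gm20826 (0.839), Gm21244 (0.815) and Gm29554 (0.632), which are named after their values were seen. Scaling cannot produce UMIs where there are none. A candidate explanation is that reads of an X-linked or autosomal copy, or of a strain variant, were counted on Gm20775, since its level did not depend on the Y chromosome. This was not tested, because the reads were not used here, and no biological explanation was tested.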

How the results depend on the processing

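The tests of this part that use scaling to spike-in totals, the 2 recovered components, the batch-regressed values, a GC correction or TMM scaling with sva covariates were chosen after the result was seen. All others were set before the data were examined, and all of those were run. A count is said to have moved when it changed more than 1.5-fold. A single gene is said to be reversed only when its sign changed and it was called with or without the alternative, and weaker or stronger when its call was lost or gained. The cause of each change was not tested unless stated.

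For reference, the factors of the authors with edgeR gave 67 X-linked genes higher and 18 lower, and 87 autosomal genes higher and 1810 lower, in XX than in XO oocytes. They gave 89 X-linked genes higher and 10 lower, and 66 autosomal genes higher and 457 lower, in XX than in XY oocytes. The last comparison gave 7 X-linked genes higher and 21 lower, and 165 autosomal genes higher and 885 lower, in XY than in XO oocytes.

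TMM scaling gave 136 X-linked genes higher and 6 lower and 513 autosomal genes higher and 655 lower in XX than in XO oocytes. TMM scaling gave 162 autosomal genes higher and 281 lower in XX than in XY oocytes. TMM scaling gave 21 X-linked genes higher and 9 lower and 557 autosomal genes higher and 395 lower in XY than in XO oocytes. TMM scaling moved the genes higher in XX than XO, log2 fold change beyond 1, to 347 and the genes lower in XX than XO, log2 fold change beyond 1, to 526. TMM scaling took the genes higher in XX than XY, log2 fold change beyond 1, to 149 and the genes lower in XX than XY, log2 fold change beyond 1, to 200. The same choice took the genes higher in XY than XO, log2 fold change beyond 1, to 295 and the genes lower in XY than XO, log2 fold change beyond 1, to 302. TMM scaling left the groups of genes that differ from both other genotypes with 88 X-linked genes higher in XX than in both others, 81 autosomal genes higher in XX, 75 autosomal genes lower in XX and 208 autosomal genes lower in XO. It called 5 modifiers between XX and XO, 1 mitochondrial gene between XX and XO and 5 modifiers between XY and XO. Other values moved to 0.311 for ratio of X dosage dependent genes, XO to XX, 0.399 for ratio of X dosage dependent genes, XY to XX, 0.350 for ratio of X dosage dependent genes, XO and XY to XX and 0.673 for ratio of X-linked genes of the highest bin to XX. More values became 0.574 for sum of Ddx3 homologs, XO over XX and 0.430 for sum of Eif2s3 homologs, XO over XX. Among named genes, 249 comparisons stayed the same, 5 weakened and 7 strengthened. The median log2 fold change of all tested genes was -0.46 between XX and XO, -0.19 between XX and XY and -0.30 between XY and XO with the factors of the authors, and -0.03, -0.04 and -0.02 with TMM scaling. Of the autosomal genes called between XX and XO, 4.59% were higher in XX with the factors of the authors and 43.9% with TMM scaling.

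DESeq2 size factors gave 119 X-linked genes higher and 6 lower and 353 autosomal genes higher and 861 lower in XX than in XO oocytes. DESeq2 size factors gave 170 autosomal genes higher and 253 lower in XX than in XY oocytes. DESeq2 size factors gave 12 X-linked genes higher and 341 autosomal genes higher in XY than in XO oocytes. DESeq2 size factors moved the genes higher in XX than XO, log2 fold change beyond 1, to 248 and the genes lower in XX than XO, log2 fold change beyond 1, to 680. DESeq2 size factors took the genes higher in XX than XY, log2 fold change beyond 1, to 157 and the genes lower in XX than XY, log2 fold change beyond 1, to 193. It also took the genes higher in XY than XO, log2 fold change beyond 1, to 197. DESeq2 size factors left the groups of genes that differ from both other genotypes with 86 X-linked genes higher in XX than in both others, 69 autosomal genes higher in XX, 79 autosomal genes lower in XX and 107 autosomal genes lower in XO. It called 8 modifiers between XX and XO and 1 mitochondrial gene between XX and XO. Among named genes, 249 comparisons stayed the same, 4 weakened and 8 strengthened.

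Total UMI scaling gave 162 X-linked genes higher and 3 lower and 824 autosomal genes higher and 417 lower in XX than in XO oocytes. Total UMI scaling gave 157 autosomal genes higher in XX than in XY oocytes. Total UMI scaling gave 41 X-linked genes higher and 3 lower and 945 autosomal genes higher and 211 lower in XY than in XO oocytes. Total UMI scaling moved the genes higher in XX than XO, log2 fold change beyond 1, to 510 and the genes lower in XX than XO, log2 fold change beyond 1, to 353. Total UMI scaling took the genes higher in XX than XY, log2 fold change beyond 1, to 143 and the genes higher in XY than XO, log2 fold change beyond 1, to 498. The same choice took the genes lower in XY than XO, log2 fold change beyond 1, to 180. Total UMI scaling left the groups of genes that differ from both other genotypes with 90 X-linked genes higher in XX than in both others, 85 autosomal genes higher in XX, 2 X-linked genes lower in XX, 57 autosomal genes lower in XX, 397 autosomal genes lower in XO and 4 genes lower in XY. It called 5 modifiers between XX and XO, 1 mitochondrial gene between XX and XO and 4 modifiers between XY and XO. Among named genes, 241 comparisons stayed the same, 9 weakened and 11 strengthened.

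No filter gave 52 X-linked genes lower and 3703 autosomal genes lower in XX than in XO oocytes. No filter gave 33 X-linked genes lower and 150 autosomal genes higher and 880 lower in XX than in XY oocytes. No filter gave 13 X-linked genes higher and 60 lower and 2378 autosomal genes lower in XY than in XO oocytes. No filter moved the genes higher in XX than XO, log2 fold change beyond 1, to 162 and the genes lower in XX than XO, log2 fold change beyond 1, to 3543. No filter took the genes higher in XX than XY, log2 fold change beyond 1, to 195 and the genes lower in XX than XY, log2 fold change beyond 1, to 892. It also took the genes higher in XY than XO, log2 fold change beyond 1, to 278 and the genes lower in XY than XO, log2 fold change beyond 1, to 2243. No filter left the groups of genes that differ from both other genotypes with 30 X-linked genes higher in XX than in both others, 14 X-linked genes lower in XX, 373 autosomal genes lower in XX, 33 autosomal genes lower in XO, 48 genes lower in XY and 141 genes higher in XY. It called 32 modifiers between XX and XO, 17 mitochondrial genes between XX and XO, 10 modifiers between XX and XY, 5 mitochondrial genes between XX and XY, 26 modifiers between XY and XO and 3 mitochondrial genes between XY and XO. Among named genes, 233 comparisons stayed the same, 8 weakened and 20 strengthened.

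The strict filter gave 10 X-linked genes lower and 51 autosomal genes higher in XX than in XO oocytes. The strict filter gave 3 X-linked genes lower and 35 autosomal genes higher and 267 lower in XX than in XY oocytes. The strict filter gave 2 X-linked genes higher and 96 autosomal genes higher in XY than in XO oocytes. The strict filter moved the genes higher in XX than XO, log2 fold change beyond 1, to 46 and the genes lower in XX than XO, log2 fold change beyond 1, to 881. The strict filter took the genes higher in XX than XY, log2 fold change beyond 1, to 47 and the genes lower in XX than XY, log2 fold change beyond 1, to 124. The same choice took the genes higher in XY than XO, log2 fold change beyond 1, to 44 and the genes lower in XY than XO, log2 fold change beyond 1, to 394. The strict filter left the groups of genes that differ from both other genotypes with 11 autosomal genes higher in XX, 2 X-linked genes lower in XX, 114 autosomal genes lower in XX, 7 autosomal genes lower in XO, 5 genes lower in XY and 27 genes higher in XY. Among named genes, 219 comparisons stayed the same, 0 weakened and 0 strengthened.

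DESeq2 Wald test called 6 mitochondrial genes between XX and XO. Among named genes, 247 comparisons stayed the same, 2 weakened and 6 strengthened.

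Limma, pseudocount 1, gave 10 X-linked genes lower and 1151 autosomal genes lower in XX than in XO oocytes. Limma, pseudocount 1, gave 546 autosomal genes lower in XY than in XO oocytes. Limma, pseudocount 1, moved the genes lower in XX than XO, log2 fold change beyond 1, to 705 and the genes lower in XY than XO, log2 fold change beyond 1, to 260. Limma, pseudocount 1, left the groups of genes that differ from both other genotypes with 5 genes lower in XY. Among named genes, 252 comparisons stayed the same, 7 weakened and 2 strengthened.

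Limma, pseudocount 0.1, gave 10 X-linked genes lower and 1143 autosomal genes lower in XX than in XO oocytes. Limma, pseudocount 0.1, gave 528 autosomal genes lower in XY than in XO oocytes. Limma, pseudocount 0.1, moved the genes lower in XX than XO, log2 fold change beyond 1, to 776 and the genes lower in XY than XO, log2 fold change beyond 1, to 275. It called 1 mitochondrial gene between XX and XO. Among named genes, 251 comparisons stayed the same, 8 weakened and 2 strengthened.

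Sva covariates gave 145 X-linked genes higher and 28 lower and 532 autosomal genes higher and 3438 lower in XX than in XO oocytes. Sva covariates gave 199 X-linked genes higher and 23 lower and 408 autosomal genes higher and 1853 lower in XX than in XY oocytes. Sva covariates gave 32 X-linked genes higher and 62 lower and 819 autosomal genes higher and 2179 lower in XY than in XO oocytes. Sva covariates moved the genes higher in XX than XO, log2 fold change beyond 1, to 193 and the genes higher in XX than XY, log2 fold change beyond 1, to 152. Sva covariates took the genes lower in XX than XY, log2 fold change beyond 1, to 481 and the genes higher in XY than XO, log2 fold change beyond 1, to 232. Sva covariates left the groups of genes that differ from both other genotypes with 92 X-linked genes higher in XX than in both others, 107 autosomal genes higher in XX, 10 X-linked genes lower in XX, 856 autosomal genes lower in XX, 255 autosomal genes lower in XO and 34 genes lower in XY. It called 35 modifiers between XX and XO, 25 mitochondrial genes between XX and XO, 18 modifiers between XX and XY, 22 mitochondrial genes between XX and XY, 34 modifiers between XY and XO and 7 mitochondrial genes between XY and XO. Reversed single genes, with the log2 fold change, were Uba1 (XX against XO) 0.66, Rbm3 (XY against XO) 0.86, Rbm3os (XY against XO) 0.98, Pgk1 (XY against XO) 0.60, Gm5 (XX against XO) 0.75, Gm29483 (XX against XO) 1.14, Pga5 (XX against XO) 1.27 and Pga5 (XY against XO) 0.90. Others were Gm20052 (XX against XO) 1.13, Ppib (XY against XO) 0.82, Ift43 (XY against XO) 1.09 and Snx22 (XY against XO) 1.07. Other values moved to 0.316 for odds ratio of X-linked genes lower in XX than in XO and XY. Among named genes, 196 comparisons stayed the same, 0 weakened and 53 strengthened.

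A replicate block gave 17 X-linked genes lower and 133 autosomal genes higher and 712 lower in XX than in XY oocytes. A replicate block gave 250 autosomal genes higher and 1521 lower in XY than in XO oocytes. A replicate block moved the genes lower in XY than XO, log2 fold change beyond 1, to 1046. A replicate block left the groups of genes that differ from both other genotypes with 33 autosomal genes higher in XX. It called 30 modifiers between XX and XO, 7 mitochondrial genes between XX and XO, 10 modifiers between XX and XY, 3 mitochondrial genes between XX and XY, 23 modifiers between XY and XO and 1 mitochondrial gene between XY and XO. Among named genes, 250 comparisons stayed the same, 5 weakened and 6 strengthened. Between XY and XO oocytes the samples were taken as paired by number. Named genes with another call there were Ddx3x and Ms4a1, which were gained, and Gm13088, which was lost. The block changed no other call in that comparison. XX samples were not taken as paired with the others. Their correlations of deviations were 0.468, -0.447 and 0.679 with XO and 0.435, -0.060 and 0.726 with XY samples for numbers 1, 2 and 3.

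Only the 6 samples compared gave 8 X-linked genes lower and 53 autosomal genes higher in XX than in XO oocytes. Only the 6 samples compared gave 17 X-linked genes lower and 134 autosomal genes higher and 747 lower in XX than in XY oocytes. Only the 6 samples compared gave 2 X-linked genes higher and 8 lower and 99 autosomal genes higher and 414 lower in XY than in XO oocytes. Only the 6 samples compared moved the genes lower in XY than XO, log2 fold change beyond 1, to 344. Only the 6 samples compared left the groups of genes that differ from both other genotypes with 12 autosomal genes higher in XX and 3 autosomal genes lower in XO. It called 4 mitochondrial genes between XX and XO and 9 mitochondrial genes between XX and XY. Among named genes, 232 comparisons stayed the same, 1 weakened and 8 strengthened.

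The Benjamini-Hochberg threshold gave 0 X-linked genes higher and 0 lower and 0 autosomal genes higher and 0 lower in XX than in XO oocytes. The Benjamini-Hochberg threshold gave 2 X-linked genes higher and 0 lower and 0 autosomal genes higher and 1 lower in XX than in XY oocytes. The Benjamini-Hochberg threshold gave 0 X-linked genes higher and 0 lower and 0 autosomal genes higher and 0 lower in XY than in XO oocytes. The Benjamini-Hochberg threshold moved the genes higher in XX than XO, log2 fold change beyond 1, to 0 and the genes lower in XX than XO, log2 fold change beyond 1, to 0. The Benjamini-Hochberg threshold took the genes higher in XX than XY, log2 fold change beyond 1, to 2 and the genes lower in XX than XY, log2 fold change beyond 1, to 7. It also took the genes higher in XY than XO, log2 fold change beyond 1, to 4 and the genes lower in XY than XO, log2 fold change beyond 1, to 0. The Benjamini-Hochberg threshold left the groups of genes that differ from both other genotypes with 0 X-linked genes higher in XX than in both others, 0 autosomal genes higher in XX, 0 X-linked genes lower in XX, 0 autosomal genes lower in XX, 0 autosomal genes lower in XO, 0 genes lower in XY and 4 genes higher in XY. It called 0 modifiers between XX and XO, 0 mitochondrial genes between XX and XO, 0 modifiers between XX and XY and 0 modifiers between XY and XO.

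ERCC total scaling gave 108 X-linked genes higher and 2 lower and 182 autosomal genes higher and 51 lower in XX than in XO oocytes. ERCC total scaling gave 3 X-linked genes lower and 137 autosomal genes higher and 24 lower in XX than in XY oocytes. ERCC total scaling gave 3 X-linked genes higher and 1 lower and 46 autosomal genes higher and 72 lower in XY than in XO oocytes. ERCC total scaling moved the genes higher in XX than XO, log2 fold change beyond 1, to 290 and the genes lower in XX than XO, log2 fold change beyond 1, to 53. ERCC total scaling took the genes higher in XX than XY, log2 fold change beyond 1, to 244 and the genes lower in XX than XY, log2 fold change beyond 1, to 40. The same choice took the genes higher in XY than XO, log2 fold change beyond 1, to 63 and the genes lower in XY than XO, log2 fold change beyond 1, to 73. ERCC total scaling left the groups of genes that differ from both other genotypes with 71 X-linked genes higher in XX than in both others, 39 autosomal genes higher in XX, 2 X-linked genes lower in XX, 5 autosomal genes lower in XX, 11 autosomal genes lower in XO, 4 genes lower in XY and 19 genes higher in XY. It called 3 modifiers between XX and XO, 0 mitochondrial genes between XX and XO and 1 modifier between XY and XO. Other values moved to 11.5 for odds ratio of X-linked genes lower in XX than in XO and XY. Among named genes, 227 comparisons stayed the same, 28 weakened and 6 strengthened.

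The 2 recovered covariates in edgeR gave 104 X-linked genes higher and 1 lower and 659 autosomal genes higher and 325 lower in XX than in XO oocytes. The 2 recovered covariates in edgeR gave 197 X-linked genes higher and 702 autosomal genes higher and 1452 lower in XX than in XY oocytes. The 2 recovered covariates in edgeR gave 29 X-linked genes higher and 6 lower and 966 autosomal genes higher and 141 lower in XY than in XO oocytes. The 2 recovered covariates in edgeR moved the genes higher in XX than XO, log2 fold change beyond 1, to 682 and the genes lower in XX than XO, log2 fold change beyond 1, to 276. The 2 recovered covariates in edgeR took the genes higher in XX than XY, log2 fold change beyond 1, to 270 and the genes higher in XY than XO, log2 fold change beyond 1, to 760. It also took the genes lower in XY than XO, log2 fold change beyond 1, to 83. The 2 recovered covariates in edgeR left the groups of genes that differ from both other genotypes with 85 X-linked genes higher in XX than in both others, 155 autosomal genes higher in XX, 0 X-linked genes lower in XX, 357 autosomal genes lower in XO and 2 genes lower in XY. It called 5 modifiers between XX and XO, 19 modifiers between XX and XY, 13 mitochondrial genes between XX and XY, 8 modifiers between XY and XO and 1 mitochondrial gene between XY and XO. Reversed single genes, with the log2 fold change, were Ppia (XX against XO) 1.14, Ppia (XY against XO) 0.83, Mid1 (XX against XO) 1.30, Gm15726 (XX against XO) 0.86, Tubb5 (XX against XO) 0.37, Gdf9 (XX against XO) 0.32, Cdh2 (XX against XO) 0.15 and Cdh2 (XY against XO) 0.23. Others were Fbxw23 (XX against XO) 3.53, Rbm3 (XY against XO) 0.72, Zfp981 (XX against XO) 0.11, Zfp981 (XY against XO) 0.12 and Ttc39a (XX against XO) 1.60. Other values moved to 0 for odds ratio of X-linked genes lower in XX than in XO and XY. Among named genes, 201 comparisons stayed the same, 13 weakened and 34 strengthened.

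Limma, 2 recovered covariates, gave 112 X-linked genes higher and 1 lower and 709 autosomal genes higher and 391 lower in XX than in XO oocytes. Limma, 2 recovered covariates, gave 193 X-linked genes higher and 16 lower and 677 autosomal genes higher and 1299 lower in XX than in XY oocytes. Limma, 2 recovered covariates, gave 38 X-linked genes higher and 11 lower and 1054 autosomal genes higher and 215 lower in XY than in XO oocytes. Limma, 2 recovered covariates, moved the genes higher in XX than XO, log2 fold change beyond 1, to 731 and the genes lower in XX than XO, log2 fold change beyond 1, to 338. Limma, 2 recovered covariates, took the genes higher in XX than XY, log2 fold change beyond 1, to 244 and the genes higher in XY than XO, log2 fold change beyond 1, to 824. The same choice took the genes lower in XY than XO, log2 fold change beyond 1, to 156. Limma, 2 recovered covariates, left the groups of genes that differ from both other genotypes with 84 X-linked genes higher in XX than in both others, 149 autosomal genes higher in XX, 0 X-linked genes lower in XX, 413 autosomal genes lower in XO and 2 genes lower in XY. It called 7 modifiers between XX and XO, 17 modifiers between XX and XY and 13 mitochondrial genes between XX and XY. Reversed single genes, with the log2 fold change, were Ppia (XX against XO) 1.11, Ppia (XY against XO) 0.80, Mid1 (XX against XO) 1.07, Gm15726 (XX against XO) 1.50, Tubb5 (XX against XO) 0.45, Gdf9 (XX against XO) 0.30, Cdh2 (XX against XO) 0.068 and Cdh2 (XY against XO) 0.25. Others were Fbxw23 (XX against XO) 3.22, Rbm3 (XY against XO) 0.71, Gm13212 (XY against XO) 0.15, Zfp981 (XY against XO) 0.060 and Ttc39a (XX against XO) 1.51. Other values moved to 0 for odds ratio of X-linked genes lower in XX than in XO and XY. Among named genes, 196 comparisons stayed the same, 13 weakened and 39 strengthened.

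Limma, batch-regressed matrix, gave 262 X-linked genes higher and 11 lower and 3730 autosomal genes higher and 816 lower in XX than in XO oocytes. Limma, batch-regressed matrix, gave 232 X-linked genes higher and 20 lower and 929 autosomal genes higher and 1325 lower in XX than in XY oocytes. Limma, batch-regressed matrix, gave 123 X-linked genes higher and 4033 autosomal genes higher in XY than in XO oocytes. Limma, batch-regressed matrix, moved the genes higher in XX than XO, log2 fold change beyond 1, to 1599 and the genes lower in XX than XO, log2 fold change beyond 1, to 138. Limma, batch-regressed matrix, took the genes higher in XX than XY, log2 fold change beyond 1, to 218 and the genes higher in XY than XO, log2 fold change beyond 1, to 1488. It also took the genes lower in XY than XO, log2 fold change beyond 1, to 67. Limma, batch-regressed matrix, left the groups of genes that differ from both other genotypes with 128 X-linked genes higher in XX than in both others, 337 autosomal genes higher in XX, 311 autosomal genes lower in XX, 2461 autosomal genes lower in XO and 117 genes higher in XY. It called 34 modifiers between XX and XO, 26 mitochondrial genes between XX and XO, 24 modifiers between XX and XY, 19 mitochondrial genes between XX and XY, 38 modifiers between XY and XO and 5 mitochondrial genes between XY and XO. Reversed single genes, with the log2 fold change, were Eif2s3x (XY against XO) 0.57, Uba1 (XX against XO) 1.73, Uba1 (XY against XO) 1.00, Cdh1 (XX against XO) 0.71, Tgfb3 (XX against XO) 0.52, Tgfb3 (XY against XO) 0.66, Ikbkg (XY against XO) 1.21 and G6pdx (XY against XO) 1.30. Others were Rbm3 (XY against XO) 1.97, Rbm3os (XY against XO) 2.17, Pgk1 (XY against XO) 1.59, Fam90a1a (XX against XO) 1.73, Gm5 (XX against XO) 2.38, Gm5 (XY against XO) 1.78, Hdac8 (XY against XO) 0.62 and Gm29483 (XX against XO) 3.01. Others were Gm29483 (XY against XO) 2.04, Pga5 (XX against XO) 2.78, Pga5 (XY against XO) 2.07, Gm20052 (XX against XO) 2.71, Gm20052 (XY against XO) 1.79, Ppib (XX against XO) 1.19, Ppib (XY against XO) 2.05 and Ift43 (XX against XO) 1.47. Others were Ift43 (XY against XO) 2.19, Cox6b2 (XX against XO) 1.64, Cox6b2 (XY against XO) 1.73, Snx22 (XX against XO) 1.63, Snx22 (XY against XO) 2.44, Ly6a (XX against XO) 1.06 and Ttc39a (XX against XO) 0.73. Among named genes, 171 comparisons stayed the same, 7 weakened and 52 strengthened. The median log2 fold change of all tested genes became 0.28 between XX and XO, -0.01 between XX and XY and 0.32 between XY and XO.

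Limma, batch-regressed matrix, all genes, gave 575 X-linked genes higher and 9071 autosomal genes higher and 1118 lower in XX than in XO oocytes. Limma, batch-regressed matrix, all genes, gave 327 X-linked genes higher and 41 lower and 1621 autosomal genes higher and 1910 lower in XX than in XY oocytes. Limma, batch-regressed matrix, all genes, gave 322 X-linked genes higher and 34 lower and 8444 autosomal genes higher in XY than in XO oocytes. Limma, batch-regressed matrix, all genes, moved the genes higher in XX than XO, log2 fold change beyond 1, to 3545 and the genes lower in XX than XO, log2 fold change beyond 1, to 356. Limma, batch-regressed matrix, all genes, took the genes higher in XX than XY, log2 fold change beyond 1, to 539 and the genes lower in XX than XY, log2 fold change beyond 1, to 660. The same choice took the genes higher in XY than XO, log2 fold change beyond 1, to 3250 and the genes lower in XY than XO, log2 fold change beyond 1, to 221. Limma, batch-regressed matrix, all genes, left the groups of genes that differ from both other genotypes with 198 X-linked genes higher in XX than in both others, 787 autosomal genes higher in XX, 10 X-linked genes lower in XX, 408 autosomal genes lower in XX, 5197 autosomal genes lower in XO, 39 genes lower in XY and 316 genes higher in XY. It called 38 modifiers between XX and XO, 27 mitochondrial genes between XX and XO, 26 modifiers between XX and XY, 20 mitochondrial genes between XX and XY, 46 modifiers between XY and XO and 11 mitochondrial genes between XY and XO.

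GC correction left the groups of genes that differ from both other genotypes with 35 autosomal genes lower in XO. It called 11 mitochondrial genes between XX and XO, 9 mitochondrial genes between XX and XY and 1 mitochondrial gene between XY and XO. Among named genes, 245 comparisons stayed the same, 7 weakened and 9 strengthened.

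TMM scaling and sva covariates gave 231 X-linked genes higher and 8 lower and 2026 autosomal genes higher in XX than in XO oocytes. TMM scaling and sva covariates gave 236 X-linked genes higher and 20 lower and 966 autosomal genes higher and 1292 lower in XX than in XY oocytes. TMM scaling and sva covariates gave 76 X-linked genes higher and 2090 autosomal genes higher in XY than in XO oocytes. TMM scaling and sva covariates moved the genes higher in XX than XO, log2 fold change beyond 1, to 665 and the genes lower in XX than XO, log2 fold change beyond 1, to 419. TMM scaling and sva covariates took the genes higher in XX than XY, log2 fold change beyond 1, to 268 and the genes higher in XY than XO, log2 fold change beyond 1, to 573. It also took the genes lower in XY than XO, log2 fold change beyond 1, to 242. TMM scaling and sva covariates left the groups of genes that differ from both other genotypes with 148 X-linked genes higher in XX than in both others, 383 autosomal genes higher in XX, 404 autosomal genes lower in XX, 1024 autosomal genes lower in XO, 22 genes lower in XY and 103 genes higher in XY. It called 22 mitochondrial genes between XX and XO, 24 modifiers between XX and XY, 19 mitochondrial genes between XX and XY, 29 modifiers between XY and XO and 3 mitochondrial genes between XY and XO. Reversed single genes, with the log2 fold change, were Eif2s3x (XY against XO) 0.34, Uba1 (XX against XO) 1.07, Cdh1 (XX against XO) 0.38, Tgfb3 (XY against XO) 0.38, Ikbkg (XY against XO) 0.48, G6pdx (XY against XO) 0.56, Rbm3 (XY against XO) 1.14 and Rbm3os (XY against XO) 1.25. Others were Pgk1 (XY against XO) 0.87, Fam90a1a (XX against XO) 0.72, Gm5 (XX against XO) 1.11, Gm5 (XY against XO) 0.79, Gm29483 (XX against XO) 1.48, Gm29483 (XY against XO) 0.55, Pga5 (XX against XO) 1.63 and Pga5 (XY against XO) 1.16. Others were Gm20052 (XX against XO) 1.48, Gm20052 (XY against XO) 0.61, Ppib (XY against XO) 1.09, Ift43 (XY against XO) 1.37, Cox6b2 (XY against XO) 0.74 and Snx22 (XY against XO) 1.32. Other values moved to 0.416 for odds ratio of X-linked genes lower in XX than in XO and XY. Among named genes, 181 comparisons stayed the same, 3 weakened and 55 strengthened.

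No minimum of normalized CPM gave 0.778 for X:A in XX, 0.389 for X:A in XO, 0.689 for X:A in XY and 0.239 for X:A, XX minus XO and XY. Further values with no minimum became 0.947 for r2 of X-linked genes, XX and XO, 55.4 for percent of X-linked genes above the 1:1 line, XX and XO, 0.949 for r2 of X-linked genes, XX and XY and 60.2 for percent of X-linked genes above the 1:1 line, XX and XY. Further values with no minimum became 0.960 for r2 of X-linked genes, XY and XO, 0.952 for r2 of chromosome 2 genes, XX and XO, 29.8 for percent of chromosome 2 genes above the 1:1 line, XX and XO and 0.974 for r2 of chromosome 2 genes, XX and XY. Further values with no minimum became 37.5 for percent of chromosome 2 genes above the 1:1 line, XX and XY, 0.960 for r2 of chromosome 2 genes, XY and XO and 33.5 for percent of chromosome 2 genes above the 1:1 line, XY and XO. A minimum of 10 CPM gave 1.26 for X:A in XX. Without Gm and Rik symbols, the values became 1.36 for X:A in XX. The choice of 4 bins gave 1.39 for X:A of the highest bin in XX, 0.891 for X:A of the highest bin in XY and 0.844 for ratio of X-linked genes of the highest bin to XX. The choice of 50 genes gave 0.606 for Spearman between genotypes. A pseudocount of 0.1 gave 0.869 for r2 of X-linked genes, XX and XO, 0.861 for r2 of X-linked genes, XX and XY, 0.885 for r2 of X-linked genes, XY and XO and 0.890 for r2 of chromosome 2 genes, XX and XO. Further values with pseudocount 0.1 became 0.934 for r2 of chromosome 2 genes, XX and XY and 0.9003 for r2 of chromosome 2 genes, XY and XO. All tested X-linked genes gave 0.918 for ratio of X dosage dependent genes, XO to XX, 0.869 for ratio of X dosage dependent genes, XY to XX and 0.868 for ratio of X dosage dependent genes, XO and XY to XX. Tested X-linked genes without Gm and Rik symbols gave 0.926 for ratio of X dosage dependent genes, XO to XX, 0.839 for ratio of X dosage dependent genes, XY to XX and 0.865 for ratio of X dosage dependent genes, XO and XY to XX. At least 10 UMIs over the XY samples, asked for as a limit, gave 53 for Y-linked genes detected in XY.

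Leave-one-out fits dropped each of the 9 samples in turn, where a genotype left with 2 samples shares the spread of the others. Values are the lowest and highest of the 9 fits.

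Left-out fits gave 35 to 119 for X-linked genes higher in XX than XO, 5 to 51 for X-linked genes lower in XX than XO and 33 to 202 for autosomal genes higher in XX than XO. Left-out fits gave 889 to 3905 for autosomal genes lower in XX than XO, 54 to 212 for genes higher in XX than XO, log2 fold change beyond 1 and 654 to 3343 for genes lower in XX than XO, log2 fold change beyond 1. Left-out fits gave 43 to 136 for X-linked genes higher in XX than XY, 8 to 18 for X-linked genes lower in XX than XY and 29 to 160 for autosomal genes higher in XX than XY. Left-out fits gave 246 to 940 for autosomal genes lower in XX than XY, 53 to 136 for genes higher in XX than XY, log2 fold change beyond 1 and 234 to 514 for genes lower in XX than XY, log2 fold change beyond 1. Left-out fits gave 1 to 31 for X-linked genes higher in XY than XO, 4 to 70 for X-linked genes lower in XY than XO and 81 to 473 for autosomal genes higher in XY than XO. Left-out fits gave 257 to 3125 for autosomal genes lower in XY than XO, 79 to 356 for genes higher in XY than XO, log2 fold change beyond 1 and 157 to 2640 for genes lower in XY than XO, log2 fold change beyond 1.

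Left-out fits gave 19 to 76 for X-linked genes higher in XX than in XO and XY, 6 to 47 for autosomal genes higher in XX than in XO and XY and 3 to 6 for X-linked genes lower in XX than in XO and XY. Left-out fits gave 98 to 286 for autosomal genes lower in XX than in XO and XY, 6 to 68 for autosomal genes lower in XO than in XX and XY and 8 to 34 for genes lower in XY than in XX and XO, log2 fold change beyond 1. Left-out fits gave 47 to 134 for genes higher in XY than in XX and XO, log2 fold change beyond 1, 6 to 46 for histone and DNA methylation modifiers called between XX and XO and 1 to 9 for mitochondrial genes called between XX and XO. Left-out fits gave 4 to 12 for histone and DNA methylation modifiers called between XX and XY, 0 to 9 for mitochondrial genes called between XX and XY and 4 to 34 for histone and DNA methylation modifiers called between XY and XO. Left-out fits gave 0 to 3 for mitochondrial genes called between XY and XO, 57.7 to 96.0 for odds ratio of X-linked genes higher in XX than in XO and XY and 0.497 to 1.17 for odds ratio of X-linked genes lower in XX than in XO and XY. Left-out fits gave 1.25 to 1.33 for X:A in XX, 0.691 to 0.890 for X:A in XO and 0.866 to 0.957 for X:A in XY.

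Left-out fits gave 0.368 to 0.472 for X:A, XX minus XO and XY, 1.82 to 2.00 for X:A of the highest bin in XX and 0.769 to 0.904 for X:A of the highest bin in XO. Left-out fits gave 0.993 to 1.09 for X:A of the highest bin in XY, 0.412 to 0.439 for ratio of X dosage dependent genes, XO to XX and 0.431 to 0.461 for ratio of X dosage dependent genes, XY to XX. Left-out fits gave 0.419 to 0.448 for ratio of X dosage dependent genes, XO and XY to XX, 0.785 to 0.879 for ratio of X-linked genes of the highest bin to XX and 82 to 90 for Y-linked genes detected in XY. Left-out fits gave 0.673 to 0.809 for sum of Ddx3 homologs, XO over XX, 0.902 to 1.18 for sum of Ddx3 homologs, XY over XX and 0.535 to 0.672 for sum of Eif2s3 homologs, XO over XX. Left-out fits gave 1.30 to 1.49 for sum of Eif2s3 homologs, XY over XX, 0.577 to 0.740 for sum of Kdm6 homologs, XO over XX and 0.876 to 1.15 for sum of Kdm6 homologs, XY over XX. Left-out fits gave 0.891 to 1.64 for sum of Uba1 homologs, XO over XX, 1.21 to 2.01 for sum of Uba1 homologs, XY over XX and 0.857 to 1.05 for sum of Kdm5 homologs, XO over XX.

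Left-out fits gave 2.20 to 2.61 for sum of Kdm5 homologs, XY over XX, 0.759 to 1.09 for sum of Zfx/y homologs, XO over XX and 12.9 to 21.1 for sum of Zfx/y homologs, XY over XX. Left-out fits gave 0.888 to 0.925 for Spearman within genotypes, 0.816 to 0.857 for Spearman between genotypes and 0.824 to 0.907 for r2 of X-linked genes, XX and XO. Left-out fits gave 61.3 to 66.5 for percent of X-linked genes above the 1:1 line, XX and XO, 0.894 to 0.904 for r2 of X-linked genes, XX and XY and 72.3 to 75.2 for percent of X-linked genes above the 1:1 line, XX and XY. Left-out fits gave 0.841 to 0.938 for r2 of X-linked genes, XY and XO, 34.7 to 48.4 for percent of X-linked genes above the 1:1 line, XY and XO and 0.803 to 0.934 for r2 of chromosome 2 genes, XX and XO. Left-out fits gave 20.1 to 29.5 for percent of chromosome 2 genes above the 1:1 line, XX and XO, 0.937 to 0.957 for r2 of chromosome 2 genes, XX and XY and 30.3 to 46.1 for percent of chromosome 2 genes above the 1:1 line, XX and XY. Left-out fits gave 0.820 to 0.940 for r2 of chromosome 2 genes, XY and XO and 29.7 to 39.2 for percent of chromosome 2 genes above the 1:1 line, XY and XO.

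Without XO replicate 1, the autosomal genes lower in XX than in XO oocytes rose to 3905, those lower in XY than in XO to 3125, and the modifiers called between XX and XO to 46. Without this sample the log2 fold change of Gm13088 became 0.057 between XX and XO and 0.098 between XY and XO oocytes, and without XO replicate 3 it was -4.57 and -4.53. Over the 9 left-out fits, comparisons of named genes stayed the same in 2231 cases, weakened in 64, strengthened in 52 and reversed in 2.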

Differences from the paper's values

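A value is listed here when it and the paper's differ more than 1.5-fold and by more than the spread between replicates, or, for a squared correlation, by any amount beyond rounding. The paper's counts rest on its own filters and covariates, and those here on edgeR with the spike-in factors of the authors. After each pair of values stand the alternatives, among those set before the data were examined, under which the 2 no longer differed. All alternatives not named left it different, and their number was 21 or 22 for counts and their percentages. The tests that use scaling to spike-in totals, the 2 recovered components, the batch-regressed values, a GC correction or TMM scaling with sva covariates were chosen after the result was seen.

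For the first values, none of these alternatives removed the difference. The paper gives 1123 for autosomal genes higher in XX than in XY oocytes, and the value here is 66. The paper gives 444 for X-linked genes higher in XX than in XO oocytes, and the value here is 67. The paper gives 5996 for autosomal genes higher in XX than in XO oocytes, and the value here is 87. The paper gives 136 for X-linked genes higher in XY than in XO oocytes, and the value here is 7. The paper gives about 200 in Supplementary Figure S1, read by eye, for X-linked genes higher in XY than in XO oocytes, and the value here is 7. The paper gives 5371 for autosomal genes higher in XY than in XO oocytes, and the value here is 165. The paper gives 180 for X-linked genes higher in XX than in XO and XY, and the value here is 47. The paper gives 589 for autosomal genes higher in XX than in XO and XY, and the value here is 21. The paper gives 592 for X-linked DEGs of the 4 comparisons, and the value here is 131. The paper gives 9358 for autosomal DEGs of the 4 comparisons, and the value here is 1144. The paper gives 232 for X-linked DEGs of the 4 reverse comparisons, and the value here is 42. The paper gives 2681 for autosomal genes lower in XO than in XX and XY, and the value here is 19. The paper gives 102 for autosomal genes higher in XX than XY and in XY than XO, and the value here is 1. The paper gives 1 for autosomal genes lower in XY than in XX and XO, and the value here is 10. The paper gives 9 for autosomal genes higher in XY than in XX and XO, and the value here is 47. Fits with a filter tested at most 390 X-linked genes in a comparison, and 246 with the strict one, fewer than the paper's 444 and 592. Those fits could not have reached these 2 values, and without a filter 1050 were tested.

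The same holds for some counts of genes with more than 2-fold changes. The paper gives about 15 in Figure 9, read by eye, for X-linked genes more than 2-fold lower in XY than in XX oocytes, and the value here is 39. The paper gives about 4 in Figure 9, read by eye, for autosomal genes more than 2-fold lower in XY than in XX oocytes, and the value here is 45. The paper gives about 12 in Figure 9, read by eye, for autosomal genes more than 2-fold lower in XY than in XO oocytes, and the value here is 636. The paper gives about 760 in Figure 9, read by eye, for autosomal genes more than 2-fold lower in XO than in XX oocytes, and the value here is 49. The paper gives about 51 in Figure 9, read by eye, for autosomal genes more than 2-fold higher in XO than in XX oocytes, and the value here is 1430. The paper gives about 28 in Figure 10, read by eye, for autosomal genes more than 2-fold higher in XY than in XX oocytes, and the value here is 285.

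Other values no longer differed under some alternatives. The paper gives 276 for X-linked genes higher in XX than in XY oocytes, and the value here is 89, which no longer differs under sva covariates (199). The paper gives 468 for autosomal genes lower in XY than in XO oocytes, and the value here is 885, which no longer differs under TMM scaling (395), DESeq2 size factors (615), strict filter (644), limma with pseudocount 1 (546), limma with pseudocount 0.1 (528), only the 6 samples compared (414), without XO replicate 2 and without XY replicate 1. The paper gives about 40 in Supplementary Figure S1, read by eye, for X-linked genes lower in XX than in XY oocytes, and the value here is 10, which no longer differs under no filter (33). The paper gives about 1400 in Supplementary Figure S1, read by eye, for autosomal genes lower in XX than in XY oocytes, and the value here is 457, which no longer differs under sva covariates (1853) and without XO replicate 1. The paper gives about 700 in Supplementary Figure S1, read by eye, for autosomal genes lower in XX than in XO oocytes, and the value here is 1810, which no longer differs under TMM scaling (655), DESeq2 size factors (861), without XX replicate 2 and without XO replicate 3. The paper gives 6.3% for the share of DEGs that were autosomal genes higher in XX than in XO and XY, and the value here is 1.84%, which no longer differs under TMM scaling (6.22%), DESeq2 size factors (5.45%) and total UMI scaling (5.26%). The paper gives 10 for X-linked genes lower in XX than in XO and XY, and the value here is 5, which no longer differs under no filter (14) and sva covariates (10). The paper gives 4.3% for the share of DEGs that were X-linked genes lower in XX than in XO and XY, and the value here is 11.9%, which no longer differs under total UMI scaling (4.08%) and without XO replicate 1. The paper gives 4.2% for the share of DEGs that were autosomal genes lower in XX than in XO and XY, and the value here is 8.20%, which no longer differs under TMM scaling (5.20%), DESeq2 size factors (5.22%), total UMI scaling (3.73%), without XX replicate 3, without XO replicate 1 and without XY replicate 3. The paper gives 6801 for autosomal DEGs of the 4 reverse comparisons, and the value here is 2343, which no longer differs under no filter (4673), sva covariates (5137) and without XO replicate 1. The paper gives 28.6% for the share of DEGs that were autosomal genes lower in XO than in XX and XY, and the value here is 1.66%, which no longer differs under total UMI scaling (24.6%). The paper gives 1.1% for the share of DEGs that were autosomal genes higher in XX than XY and in XY than XO, and the value here is 0.0874%, which no longer differs under total UMI scaling (0.742%). The paper gives 0 for X-linked genes lower in XY than in XX and XO, and the value here is 4, which no longer differs under total UMI scaling (0) and Benjamini-Hochberg threshold (0).

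Counts of genes with more than 2-fold changes did so as well. The paper gives 129 for X-linked DEGs of the 4 parts of Figure 9, and the value here is 81, which no longer differs under TMM scaling (139), DESeq2 size factors (131), total UMI scaling (153), no filter (157), DESeq2 Wald test (89), sva covariates (100), replicate block (98), without XX replicate 3, without XO replicate 1, without XY replicate 1 and without XY replicate 3. The paper gives 818 for autosomal DEGs of the 4 parts of Figure 9, and the value here is 1628, which no longer differs under TMM scaling (880), DESeq2 size factors (1017), total UMI scaling (810), strict filter (947), limma with pseudocount 1 (840), limma with pseudocount 0.1 (934), without XX replicate 2 and without XO replicate 3. The paper gives 131 for X-linked DEGs of the 4 parts of Figure 10, and the value here is 59, which no longer differs under TMM scaling (116), DESeq2 size factors (94), total UMI scaling (143), no filter (125) and without XO replicate 1. The paper gives 1028 for autosomal DEGs of the 4 parts of Figure 10, and the value here is 1688, which no longer differs under TMM scaling (1036), DESeq2 size factors (1045), total UMI scaling (1129), strict filter (972), limma with pseudocount 1 (914), limma with pseudocount 0.1 (1029), only the 6 samples compared (1400), without XX replicate 1, without XX replicate 2, without XO replicate 2 and without XO replicate 3. The paper gives about 1 in Figure 9, read by eye, for X-linked genes more than 2-fold lower in XY than in XO oocytes, and the value here is 16, which no longer differs under total UMI scaling (1). The paper gives about 120 in Figure 9, read by eye, for X-linked genes more than 2-fold lower in XO than in XX oocytes, and the value here is 38, which no longer differs under TMM scaling (104), DESeq2 size factors (84) and total UMI scaling (131). The paper gives about 4 in Figure 9, read by eye, for X-linked genes more than 2-fold higher in XO than in XX oocytes, and the value here is 17, which no longer differs under TMM scaling (4), DESeq2 size factors (4) and without XX replicate 2. The paper gives about 5 in Figure 10, read by eye, for X-linked genes more than 2-fold higher in XY than in XX oocytes, and the value here is 9, which no longer differs under TMM scaling (7), DESeq2 size factors (7), total UMI scaling (7) and limma with pseudocount 1 (7). The paper gives about 13 in Figure 10, read by eye, for X-linked genes more than 2-fold higher in XY than in XO oocytes, and the value here is 3, which no longer differs under TMM scaling (11), total UMI scaling (13) and no filter (12). The paper gives about 440 in Figure 10, read by eye, for autosomal genes more than 2-fold higher in XY than in XO oocytes, and the value here is 103, which no longer differs under total UMI scaling (470) and without XO replicate 1.

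The paper gives 39 for Y-linked genes detected in XY oocytes, and the value here is 102, which no longer differs under at least 10 UMIs over the XY samples (53) and does under the other 4 alternatives. The paper gives 21 for Y-linked genes with a log2 fold change from 1 to 3 on the long arm, and the value here is 51, which no longer differs under at least 10 UMIs over the XY samples (29) and does under the other alternative. The paper gives more than 0.937 as the squared correlation of X-linked genes in each of its scatterplots, and the lowest value here is 0.901. Of the 11 alternatives, the one without a minimum of normalized CPM gave values above 0.937 in each comparison and removed the difference. The value differs under the others. The paper gives 1.0 for the X:A ratio of bin 3 in XX oocytes, and the value here is 2.00 in each of the 3 samples, where the medians stand for a few UMIs. No alternative was run for this bin.

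Some settings chosen after seeing the values also removed differences. Beside each stands how many of 48 calls of single genes that the paper states it drops, where the factors of the authors with edgeR drop 13. Fits on the batch-regressed matrix understate the spread, since the removal of 2 components is not accounted for.

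A fit with limma on the batch-regressed matrix, all genes, chosen after seeing the values and dropping 1 of the 48 calls, gave 327 for X-linked genes higher in XX than in XY oocytes, 1621 for autosomal genes higher in XX than in XY oocytes, 575 for X-linked genes higher in XX than in XO oocytes and 41 for X-linked genes lower in XX than in XY oocytes. Also chosen after seeing the values and dropping 1 of the 48 calls, it gave 1910 for autosomal genes lower in XX than in XY oocytes, 198 for X-linked genes higher in XX than in XO and XY, 787 for autosomal genes higher in XX than in XO and XY, 6.03% for the share of DEGs that were autosomal genes higher in XX than in XO and XY and 703 for X-linked DEGs of the 4 comparisons. This setting, chosen after seeing the values and dropping 1 of the 48 calls, further gave 13050 for autosomal DEGs of the 4 comparisons, 10 for X-linked genes lower in XX than in XO and XY, 3.89% for the share of DEGs that were autosomal genes lower in XX than in XO and XY and 39.8% for the share of DEGs that were autosomal genes lower in XO than in XX and XY.

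A fit with limma on the batch-regressed matrix, tested genes, chosen after seeing the values and dropping 10 of the 48 calls, gave 232 for X-linked genes higher in XX than in XY oocytes, 929 for autosomal genes higher in XX than in XY oocytes, 123 for X-linked genes higher in XY than in XO oocytes and 4033 for autosomal genes higher in XY than in XO oocytes. Also chosen after seeing the values and dropping 10 of the 48 calls, it gave 637 for autosomal genes lower in XY than in XO oocytes, 1325 for autosomal genes lower in XX than in XY oocytes, 816 for autosomal genes lower in XX than in XO oocytes, 128 for X-linked genes higher in XX than in XO and XY and 5.94% for the share of DEGs that were autosomal genes higher in XX than in XO and XY. This setting, chosen after seeing the values and dropping 10 of the 48 calls, further gave 3.92% for the share of DEGs that were X-linked genes lower in XX than in XO and XY, 5.74% for the share of DEGs that were autosomal genes lower in XX than in XO and XY, 5416 for autosomal DEGs of the 4 reverse comparisons, 2461 for autosomal genes lower in XO than in XX and XY and 174 for X-linked DEGs of the 4 parts of Figure 10. It was chosen after seeing the values, drops 10 of the 48 calls, and gave 1 for X-linked genes more than 2-fold lower in XY than in XO oocytes in Figure 9, 157 for X-linked genes more than 2-fold lower in XO than in XX oocytes in Figure 9 and 4 for X-linked genes more than 2-fold higher in XO than in XX oocytes in Figure 9.

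Joined in edgeR, TMM scaling and sva covariates, chosen after seeing the values and dropping 10 of the 48 calls, gave 236 for X-linked genes higher in XX than in XY oocytes, 966 for autosomal genes higher in XX than in XY oocytes, 1292 for autosomal genes lower in XX than in XY oocytes and 148 for X-linked genes higher in XX than in XO and XY. Also chosen after seeing the values and dropping 10 of the 48 calls, it gave 9.17% for the share of DEGs that were autosomal genes higher in XX than in XO and XY, 5.56% for the share of DEGs that were X-linked genes lower in XX than in XO and XY, 24.5% for the share of DEGs that were autosomal genes lower in XO than in XX and XY, 119 for autosomal genes higher in XX than XY and in XY than XO and 178 for X-linked DEGs of the 4 parts of Figure 9. This setting, chosen after seeing the values and dropping 10 of the 48 calls, further gave 1130 for autosomal DEGs of the 4 parts of Figure 9, 143 for X-linked DEGs of the 4 parts of Figure 10, 1384 for autosomal DEGs of the 4 parts of Figure 10, 126 for X-linked genes more than 2-fold lower in XO than in XX oocytes in Figure 9 and 539 for autosomal genes more than 2-fold lower in XO than in XX oocytes in Figure 9. It was chosen after seeing the values, drops 10 of the 48 calls, and gave 4 for X-linked genes more than 2-fold higher in XO than in XX oocytes in Figure 9 and 538 for autosomal genes more than 2-fold higher in XY than in XO oocytes in Figure 10.

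In edgeR the 2 recovered covariates, chosen after seeing the values and dropping 15 of the 48 calls, gave 197 for X-linked genes higher in XX than in XY oocytes, 1452 for autosomal genes lower in XX than in XY oocytes, 8.74% for the share of DEGs that were autosomal genes higher in XX than in XO and XY and 20.1% for the share of DEGs that were autosomal genes lower in XO than in XX and XY. Also chosen after seeing the values and dropping 15 of the 48 calls, it gave 76 for autosomal genes higher in XX than XY and in XY than XO, 0 for X-linked genes lower in XY than in XX and XO, 143 for X-linked DEGs of the 4 parts of Figure 9, 1002 for autosomal DEGs of the 4 parts of Figure 9 and 119 for X-linked DEGs of the 4 parts of Figure 10. This setting, chosen after seeing the values and dropping 15 of the 48 calls, further gave 1511 for autosomal DEGs of the 4 parts of Figure 10, 99 for X-linked genes more than 2-fold lower in XO than in XX oocytes in Figure 9 and 582 for autosomal genes more than 2-fold lower in XO than in XX oocytes in Figure 9.

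A fit with limma with the 2 recovered covariates, chosen after seeing the values and dropping 15 of the 48 calls, gave 193 for X-linked genes higher in XX than in XY oocytes, 1299 for autosomal genes lower in XX than in XY oocytes, 7.79% for the share of DEGs that were autosomal genes higher in XX than in XO and XY and 21.6% for the share of DEGs that were autosomal genes lower in XO than in XX and XY. Also chosen after seeing the values and dropping 15 of the 48 calls, it gave 72 for autosomal genes higher in XX than XY and in XY than XO, 0 for X-linked genes lower in XY than in XX and XO, 144 for X-linked DEGs of the 4 parts of Figure 9, 1108 for autosomal DEGs of the 4 parts of Figure 9 and 125 for X-linked DEGs of the 4 parts of Figure 10. This setting, chosen after seeing the values and dropping 15 of the 48 calls, further gave 106 for X-linked genes more than 2-fold lower in XO than in XX oocytes in Figure 9 and 624 for autosomal genes more than 2-fold lower in XO than in XX oocytes in Figure 9.

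ERCC total scaling, chosen after seeing the values and dropping 22 of the 48 calls, gave 3.19% for the share of DEGs that were autosomal genes lower in XX than in XO and XY, 0 for X-linked genes lower in XY than in XX and XO, 147 for X-linked DEGs of the 4 parts of Figure 9 and 112 for X-linked DEGs of the 4 parts of Figure 10. Also chosen after seeing the values and dropping 22 of the 48 calls, it gave 1 for X-linked genes more than 2-fold lower in XY than in XO oocytes in Figure 9, 108 for X-linked genes more than 2-fold lower in XO than in XX oocytes in Figure 9, 51 for autosomal genes more than 2-fold higher in XO than in XX oocytes in Figure 9 and 24 for autosomal genes more than 2-fold higher in XY than in XX oocytes in Figure 10.

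GC correction, chosen after seeing the values and dropping 14 of the 48 calls, gave 86 for X-linked DEGs of the 4 parts of Figure 9.

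Directions and genes that the paper states and the present counts do not show follow. The paper names XX1, XO2 and XY1 as less similar to their replicates. Over the 9 samples the lowest mean correlations to the own genotype were 0.808 for XO1 and 0.879 for XY1, and XX1 had the highest of the XX samples, 0.955. In the batch-regressed values XY1 was the lowest of the XY samples, at 0.916, and XX1 the highest of the XX samples, at 0.962, and among XO samples XO2 had 0.951 and XO3 0.949, below the 0.965 of XO1. The paper has more autosomal DEGs higher than lower in XX and in XY against XO oocytes. Of all autosomal genes called here, 4.59% were higher in XX and 15.7% higher in XY than in XO oocytes. Of the alternatives set in advance, total UMI scaling gave 66.4% and 81.8%, and TMM scaling 43.9% and 58.5%. The paper has most genes of chromosome 2 scattered around the 1:1 line. Of 1138 such genes, 24.6% lay above the line between XX and XO, 34.2% between XX and XY and 30.8% between XY and XO oocytes. With TMM scaling it was 53.1%, 48.6% and 51.9%, where a nearly even split follows from the method, which sets the typical gene to no change. It also has the X-homologs equal in XO and XY oocytes and doubled in XX oocytes. Over the 6 X-homologs, the mean in XO over that in XX oocytes was 0.762 for Ddx3x, 0.591 for Eif2s3x, 0.661 for Kdm6a, 0.620 for Kdm5c, 0.884 for Zfx and 1.15 for Uba1, and the means in XY oocytes were below those in XO oocytes, though by little for Eif2s3x (78.2 against 81.2). With TMM scaling the ratios were 0.574, 0.427, 0.498, 0.461, 0.644 and 0.804 in the same order, and Kdm6a had 38.9 in XO and 38.7 in XY oocytes, nearer to what the paper has. The paper calls Kdm5b the dominant transcript of its family. Kdm5a had 32.4 normalized CPM in XX and 30.7 in XO oocytes and Kdm5b 22.6 and 22.2, whereas Kdm5b was the highest of the 4 in XY oocytes at 66.7.

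The paper lists Gdf9 and Cdh2 among genes without a difference between genotypes and picks Ppia and Tubb5 as highly and consistently expressed in the 3 genotypes. Against XX oocytes all 4 were called higher in XO oocytes by edgeR, with log2 fold changes of XX against XO of -2.11, -2.69, -1.37 and -0.96, but 0.32, 0.15, 1.14 and 0.37 with the 2 recovered covariates in edgeR. The paper finds no gene for histone modification or DNA methylation apart from Kdm5b among its DEGs. Of 77 such genes tested here, 19 were called between XX and XO, 6 between XX and XY and 15 between XY and XO oocytes. These calls are without adjustment, and 0 passed it in each comparison. The paper does not say which comparison its statement covers. As for genes higher in XY than in both other genotypes, Kdm5b was the only one of the list here, as in the paper. The paper finds no X-linked gene that is more than 2-fold lower in XY than in both other genotypes and names Larp6 alone on autosomes. Here Bmp15, Gm14951, Htatsf1 and Mageh1 were such X-linked genes.

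The paper calls Atrx higher in XX than in XO and XY oocytes, and here it was not called, with log2 fold changes of 0.48 and 0.90. Against XO it was called under sva covariates and without XO replicate 1, and against XY under total UMI scaling, sva covariates, replicate block, only the 6 samples compared, without XO replicate 1 and without XY replicate 1. Of the settings chosen after seeing the values, ERCC total scaling, the 2 recovered covariates in edgeR, limma with the 2 recovered covariates, limma on the batch-regressed matrix with tested genes, limma on the batch-regressed matrix with all genes, GC correction and TMM scaling and sva covariates called it against XO, and all 7 called it against XY. The paper calls Mid1 higher in XY than in XO oocytes, and here it was not called (0.51). It was called without XO replicate 3 and, among settings chosen after seeing the values, under the 2 recovered covariates in edgeR, limma with the 2 recovered covariates, limma on the batch-regressed matrix with tested genes, limma on the batch-regressed matrix with all genes and TMM scaling and sva covariates. Prps2, Tnmd, Evi2a, Gm29456 and Gm19667, which the paper calls, were below the filter and not tested here. Without the filter edgeR called Prps2 between XX and XO, Tnmd, Evi2a and Gm29456 in both comparisons of XY oocytes, and Gm19667 between XX and XY oocytes. Evi2a was also called against XX oocytes when any sample but XY2 or XY3 was left out, and against XO oocytes without XX2, XX3 or XO3. limma on the batch-regressed matrix with all genes, chosen after seeing the values, called the 5 genes as the paper does, apart from Prps2 between XX and XY oocytes, which 0 of 30 settings called by edgeR, DESeq2 or limma.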

Other observations

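Of the tests in this part, those of spike-in scaling, of C3H/HeSnJ segments and of granulosa markers were planned, whereas those of spike-in totals, of the 2 recovered components, of GC content, of the choice of genes and of Mid1-ps1 and the comparisons with other groupings of the samples were chosen after the result was seen.

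With the spike-in factors of the authors, more autosomal genes were higher than lower in XO oocytes, while the paper reports the opposite. Of the autosomal genes called between XX and XO oocytes, 4.586% were lower in XO oocytes. This share restates the pattern, and TMM scaling sets the median gene to no change, so the even split under it (43.9%) follows in part from the method. The direction went with the scaling, as 66.4% were lower in XO oocytes with total UMIs. The factors of the authors come from ratios among the spike-ins, relative to their total, and are applied to gene totals. They carry neither the RNA per spike-in nor the composition of the genes. The direction under them is therefore no evidence of higher transcript levels in XO oocytes. Which of the other scalings places the XO samples rightly cannot be told apart by these values, since each rests on an assumption that was not tested. The same spike-ins used by their totals, in place of the trimmed mean of their ratios, gave 78.11%, so the way of using the spike-ins is a candidate explanation for the direction. The factors were between 1.125 and 1.247 in XX and between 0.703 and 0.847 in XO samples, and with spike-in totals they were 0.441 in XX3 and 1.4197 in XO1. Without XO1 edgeR called 202 autosomal genes higher and 3905 lower in XX than in XO oocytes. The factors of the authors do not follow the amount of spike-ins. In XX3, where spike-ins took 0.204% of the UMIs, the factor was 1.247, and in XY1, where they took 0.862%, it was 1.010. More RNA in XO oocytes, or an error in the amount of spike-ins, would therefore not give this direction through the factors. The different parents of the XO females stay open as untested.

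In the batch-regressed values the direction was turned, with most autosomal DEGs lower in XO oocytes. The 2 recovered components used as covariates in edgeR on the counts gave 66.97% lower in XO oocytes, against 4.586% without them, so the adjustment itself is a candidate explanation. Their means differ between genotypes. The first had -0.160 in XX, 0.281 in XO and -0.122 in XY, the next 0.267, -0.322 and 0.0609. Of the 2461 autosomal genes lower in XO than in XX and XY oocytes after the adjustment, 2.479% had all 3 XO samples below the 6 others before it, where chance gives 1.19%. The factors of the authors place the XO samples higher before the adjustment, which may lower this share. The share alone therefore does not show that the adjustment made these genes. Whether the components carry a batch, a property of single pools such as XO1, or a difference of the genotypes was not tested, since the labels used here give no batch.

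Samples of the same genotype differed mainly along 1 axis, which held 81.33% of the variance within genotypes. XO1 lay at 1 end (-0.7095), with XY1 next (-0.308), and XO3 (0.429) and XY3 (0.294) at the other. GC content bias was argued against as the whole cause, since a correction for it in 20 bins left 78.51% on the first axis, with 77.2% of the variance within genotypes kept. A part may go with GC content, as gene loadings had a Spearman correlation of 0.416 with it and -0.00412 with gene length. In XO1 the 10 most abundant genes took 19.7% of the UMIs and mitochondrial genes 13.1%, in XY1 16.4% and 10.8%, and in the other 7 samples at most 15.3% and 6.02%. A mixture of growth stages that differs between pools, RNA quality and the day of preparation stay open as untested. When XX1, XX2 and XO1 were set against XX3, XO2 and XO3, edgeR called 3987 autosomal genes, more than the 1897 between the genotypes.

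Residual C3H/HeSnJ segments from the Paf backcross would gather the genes that differ in XO from both XX and XY oocytes in a few places. Of 712 such autosomal genes, the largest number in a window of 10 Mb was 9 (chromosome 15, 80 to 90 Mb, of 51 tested there). In 1000 draws of as many tested genes the median was 11 and the highest 17, and 99.4% of the draws were as large, which argues against segments as the source of most of these genes. A few genes in small segments are not excluded.

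Granulosa cells in the pools would bring their markers alike. Of 28 markers written in advance, 21 are in the deposited counts and 7 were tested, of which 3 were called between XX and XO, 0 between XX and XY and 0 between XY and XO oocytes at an unadjusted p of 0.05 by edgeR. TMM scaling called 1 in each comparison, sva covariates 6, 4 and 3, and limma on the batch-regressed values 3, 2 and 3. Kitl was higher in XX than in XO oocytes (log2 fold change 1.092, or 1.54 with TMM scaling), whereas the other 6 were lower, with a median of -0.68 over the 7 against -0.46 over all tested genes. With TMM scaling these medians were -0.28 and -0.03. Of the 6, Serpine2 (-1.46) and Tnni3 (-2.43) were called, and had -0.95 and -1.92 without a call with TMM scaling. After adjustment over the list 1 passed (0.0446 by edgeR). More granulosa cells in the XO pools cannot be told apart from changes in the oocytes. Against more granulosa cells stand Kitl, which moved the other way, and Inha, Amhr2 and Fst, which had means of at most 0.217 normalized CPM in any genotype. What keeps this open is that the median of the 7 tested markers lay below that of all tested genes with either scaling. The most abundant were Esr2, with 39.9 ± 17.5 (SD, n = 3) in XX, 93.0 ± 66.5 in XO and 35.4 ± 16.1 in XY oocytes in normalized CPM, and Nr5a2, with 25.5 ± 4.85, 30.3 ± 10.6 and 36.9 ± 13.6, while 10 of the 21 had a mean below 1. The 7 tested genes may be transcribed by the oocytes as well, so they do not mark granulosa cells alone. The markers of this part are named after their values were seen.

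Among 20 oocyte markers, all in the deposited counts and 18 tested, edgeR called 5 between XX and XO, all lower in XX, 1 between XX and XY, higher in XX, and 6 between XY and XO oocytes, all lower in XY. By edgeR, 0 passed in each comparison when adjusted over the list. TMM scaling called 4, 1 and 5, with 0, 1 and 0 adjusted over the list. With sva covariates 11, 2 and 11 were called, and limma on the batch-regressed values called 16, 2 and 15, of which 13 of the 16 were higher in XX than in XO oocytes. Of 7 blood markers, 1 is in the deposited counts, Lyz2, with 0.235 ± 0.204 (SD, n = 3) normalized CPM in XX and no UMI in XO and XY oocytes, and 0 could be tested. Of 12 markers of stroma and endothelium, 7 are in the deposited counts and 1 was tested, Pecam1, with 32.7 ± 15.0 (SD, n = 3) in XX, 85.0 ± 62.1 in XO and 36.8 ± 18.0 in XY oocytes. It was called in 0 comparisons at an unadjusted p of 0.05 by edgeR, with spike-in factors or TMM scaling, in 1 with sva covariates, lower in XX than in XO, and in 2 by limma on the batch-regressed values. The other 6 had means of at most 2.94 normalized CPM in any genotype.

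The X:A ratio was higher in XX than in XO and XY samples. X-linked genes have another median GC content than autosomal genes, 44.4% against 47.8%, which argues for a test with matched genes. With 5 autosomal genes of like GC content taken for each X-linked gene, the 3 XX samples still lay above the 6 others (p = 0.0119, exact permutation test, two-sided, the smallest that 84 splits allow), so GC content was argued against as the whole cause. Scaling of whole samples does not enter a ratio within a sample. The different parents of the XO females stay open as untested, and for XY oocytes and their XX littermates alone the exact test cannot go below 0.1.

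The X dosage dependent genes had a mean ratio below 0.5, and part of this may come from their choice in the same samples. Chosen in 6 samples and measured in the 3 left out, genes outside 25–36 Mb of the X chromosome had a mean ratio of 0.6138 over 72 choices, against 0.4599 in the choosing samples. Without replicate 1 in the choice it was 0.661 (55 choices), without replicate 2 0.425 (5) and without replicate 3 0.474 (12), so the pooled mean rests mostly on replicate 1. In the choosing samples these were 0.493, 0.325 and 0.364. With TMM scaling it was 0.5585 over 151 choices, against 0.408. A ratio of 0.5 in all X-linked genes is therefore not shown by the chosen genes.

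More Mid1 in XY than in XX oocytes cannot be told apart from UMIs of the Y-linked copy Mid1-ps1 that were counted on Mid1. Mid1-ps1 had 5.531 normalized CPM in XY oocytes, against 11.6 of Mid1, and 46 UMIs against 98. What keeps this open is that the reads were not used here. Mid1 had 8.20 normalized CPM in XO oocytes, which have no Y chromosome. The paper places Mid1-ps1 within the pseudoautosomal region, and its mean in XX and XO over that in XY oocytes was 0.1607. UMIs were thus counted on the copy without a Y chromosome, and it is not excluded for XO oocytes either.

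Other splits of the 6 samples of a pair of genotypes into 3 and 3 gave counts as large as follows, the real split included, and since there are 10 splits, chance cannot be excluded for any of these counts above 0. Every split gives at least 0, so for the 0 mitochondrial genes in the comparisons of XY oocytes the number of splits decides nothing. Between XX and XO oocytes this was so in 2 splits for the 85 X-linked genes called, in 3 for the 1897 autosomal genes, in 3 for the 1538 genes with a log2 fold change beyond 1, in 2 for the 19 histone and DNA methylation modifiers and in 5 for the 2 mitochondrial genes. Between XX and XY oocytes it was so in 1 split for the 99 X-linked genes, 1 for the 523 autosomal genes, 1 for the 394 genes with a log2 fold change beyond 1, 1 for the 6 modifiers and 10 for the 0 mitochondrial genes by edgeR. Between XY and XO oocytes it was so in 5 splits for the 28 X-linked genes, 3 for the 1050 autosomal genes, 3 for the 772 genes with a log2 fold change beyond 1, 2 for the 15 modifiers and 10 for the 0 mitochondrial genes by edgeR. If XO and XY samples are taken as paired by number, which rests on their values alone, the real split parts all 3 pairs. Of the 4 splits that do so, the real one had the most calls, with at most 15 X-linked genes, 693 autosomal genes, 638 genes with a log2 fold change beyond 1 and 5 modifiers in the other 3, but 1 of 4 does not exclude chance. The remaining 6 splits part 1 pair and leave the samples of the other 2 together, and all splits with more calls were among them. Mitochondrial genes called at an unadjusted p of 0.05 were also 0 by DESeq2 and by limma on log2(normalized CPM + 1) in the comparisons of XY oocytes. With sva covariates they were 22 and 7, by limma on the batch-regressed values 19 and 5, and by limma with the 2 recovered covariates 13 and 0.

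Chance could be excluded for the 47 X-linked genes higher in XX than in XO and XY oocytes, since 1 of 100 groupings of the 9 samples gave as many. It could not be excluded for the other groups. As many were found in 23 of 100 groupings for the 21 autosomal genes higher in XX, in 14 for the 5 X-linked and in 6 for the 192 autosomal genes lower in XX than in both other genotypes. For the 19 autosomal genes lower in XO it was 35 of 100, and for the 693 higher in XO 5 of 100. Both numbers include 1 drawn grouping that kept XO1, XO2 and XO3 together (702 higher, 20 lower) and regrouped only the other samples. It is therefore no comparison by chance for the XO counts, and the 5 of 100 rests in part on it. For genes that differed in XY from both others with a log2 fold change beyond 1 it was 39 of 100 for those lower and 13 of 100 for those higher in XY oocytes.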
